# Multi-omic mapping of *Drosophila* protein secretomes reveals tissue-specific origins and inter-organ trafficking

**DOI:** 10.1038/s41467-026-71763-8

**Published:** 2026-04-20

**Authors:** Justin A. Bosch, Pierre Michel Jean Beltran, Cooper Cavers, James Thai LaGraff, Randy Melanson, Ankita Singh, Weihang Chen, Yanhui Hu, Sudhir Gopal Tattikota, Ying Liu, Yousuf Hashmi, John M. Asara, Tess Branon, Alice Y. Ting, Steven A. Carr, Norbert Perrimon

**Keywords:** Blood proteins, Proteomic analysis, Secretion, Drosophila

## Abstract

Secreted proteins regulate many aspects of animal biology and are attractive targets for biomarkers and therapeutics. However, comprehensively identifying the “secretome”, along with their tissues of origin, remains extremely challenging. To address this, we employed multiple ‘omics methods to define a tissue-secretome map of 535 blood plasma proteins derived from specific cell-types and organs in *Drosophila melanogaster*. This map was enabled by methodological improvements including a collection of transgenic flies to label endogenous secreted proteins in 10 major tissue types, large-scale blood isolation, whole animal snRNA-seq, and 40 CRISPR knock-in strains. Using this map, we identify features of circulating proteins: most originate from specific tissues including unusual sources (e.g. glia), many are uncharacterized, and some are shed ectodomains of transmembrane proteins. In addition, in vivo experiments revealed circulating proteins with tissue-specific expression, as well as proteins that are deposited in a different tissue from where they are synthesized, suggesting potential inter-organ functions. Our secretome map will serve as a resource to investigate blood protein function, discover candidate tissue-tissue communication signals, and mine for homologues of human biomarkers.

## Abstract (web summary)

A *Drosophila* secretome atlas identifies the tissue origins of circulating proteins, revealing unusual sources, uncharacterized proteins, ectodomain shedding, and candidate mediators of inter-organ communication.

## Introduction

Secreted proteins play essential roles in development, immunity, and metabolism by acting in the extracellular space to influence nearby or distant cells. Additionally, disruptions in secreted protein signaling are implicated in a wide range of diseases, including diabetes and cancer. Because they are more accessible than intracellular proteins, secreted proteins and their potential cell surface receptors are attractive targets for both therapeutics and biomarkers. While efforts to define the full set of secreted proteins (the “secretome”) have yielded thousands of candidates^1,2^, we still lack a comprehensive map of their cell-type-specific sources, extracellular distribution (local versus circulating), and non-autonomous functions. Such a detailed map of secreted proteins would enhance our understanding of basic biological processes and disease mechanisms, and lead to improved therapeutics and biomarkers.

Mapping secreted proteins remains technically challenging. For example, mass spectrometry (MS) of extracellular fluids can identify secreted proteins but not their source cells^3^. While the extraction of extracellular fluids from specific tissues can be performed before MS^4^, it is not adaptable to all cell types. Furthermore, combining MS with RNA-seq has been used to map candidate tissue sources^2,5^, but this approach does not physically trace the secreted protein back to the tissue of origin and cannot distinguish constitutive secretion from cell lysis or regulated secretion. Additional challenges of MS are that secreted proteins are obscured by abundant proteins or misattributed to the target tissues they accumulate in, rather than those that produce them. These issues highlight the need for new tools, especially those that directly trace and enrich secreted proteins from complex biological samples.

Proximity labeling (PL) enzymes have recently emerged as a promising solution. Promiscuous biotin ligases like BioID and TurboID can label endogenous proteins in living cells with biotin^6,7^, and biotinylated proteins can be isolated using streptavidin beads. Thus, biotinylated proteins can be enriched from specific cell populations in complex biological samples, reducing background. When targeted to the secretory pathway, these enzymes can label endogenous secreted proteins, which are then recovered from the extracellular space. Several studies have used promiscuous biotin ligases to identify cell/tissue-specific secretomes^8–16^ as well as proteins trafficking between cells and organs^17,18^. However, these studies are limited to a few cell types or organs, and broader efforts are needed to approach a full tissue-level secretome map. Furthermore, while many of these studies utilize mouse models, systematic in vivo characterization of candidate secreted proteins remains challenging due to the time, cost, and complexity of functional studies in mammals.

*Drosophila* is well-suited for this task due to its conserved physiology and powerful genetic tools. For example, flies have conserved organ systems with mammals, including the brain, muscle, and gut. Furthermore, its blood (or hemolymph) is analogous to human plasma, containing human-conserved circulating proteins that control immunity, coagulation, and systemic physiology^19–21^. These circulating proteins include “inter-organ factors”, defined here as proteins synthesized in one tissue and transported through the circulation to function in another. These include classical signaling ligands (e.g., hormones), nutrient transporters, and extracellular matrix factors. *Drosophila* genetic tools also allow rapid in vivo characterization of candidate genes at large-scale, facilitated by an enormous collection of tissue-specific Gal4 driver transgenes^22–24^. Importantly, tissue-specific expression of proximity labeling enzymes in *Drosophila* is non-toxic^6,18,25,26^. However, its small volume of blood (or hemolymph) has prevented a large-scale, unbiased secretome analysis. Therefore, improved protocols and tools are required.

Here, we employed TurboID proximity labeling, mass spectrometry, single-nucleus RNA-seq (snRNA-seq), and CRISPR gene editing to create a comprehensive secretome map in *Drosophila* third instar larvae. We identified 535 circulating secreted proteins and their tissues of origin, revealing the relative contributions of different tissues to blood proteins, uncovering uncharacterized tissue-specific secreted proteins, and identifying candidate mediators of inter-organ communication. This work establishes a scalable platform for secretome discovery in *Drosophila* and opens the door to systematic exploration of inter-tissue signaling.

## Results

### Development and optimization of an in vivo tissue-specific TurboID secretome-labeling platform in *Drosophila*

To enable identification of tissue-secreted proteins in *Drosophila*, we sought to use an in vivo proximity labeling approach. Like other studies, we wanted to genetically express a promiscuous biotin ligase (TurboID in our case) that is targeted to the endoplasmic reticulum (ER) lumen to label endogenous secreted proteins^11–15,18^, which are then purified from the extracellular space (Fig. 1a). To test our approach, we generated plasmids expressing GFP-TurboID-ER and transfected them into cultured S2R+ cells^27^ (Supplementary Note 1). We found that GFP-TurboID-ER localized to the ER lumen in S2R+ cells, selectively biotinylated proteins in the secretory pathway, and enabled recovery of labeled secreted proteins from culture media, as validated by microscopy, western blotting, and liquid chromatography–tandem mass spectrometry (LC–MS/MS) (Supplementary Figs. 1–5; Supplementary Data 1). Next, we tested labeling secreted proteins in vivo by generating a panel of transgenic flies expressing GFP-TurboID-ER in 10 major tissue types using the Gal4/UAS system^28^ and detecting biotinylated proteins in 3rd instar hemolymph (i.e., blood) (Supplementary Note 2). Our results confirmed robust labeling of secreted proteins, with distinct tissue-specific patterns and strong dominance of fat body-derived proteins, without detectable phenotypic or viability defects (Supplementary Fig. 6). To support large-scale streptavidin pulldown and quantitative LC–MS/MS, such as milligram-scale input material in triplicate, we developed a new hemolymph isolation protocol (Supplementary Note 3). Pilot LC–MS/MS experiments showed efficient enrichment of secreted and tissue-derived proteins, including known hemolymph components and uncharacterized factors, but also revealed non-specific binding of abundant hemolymph proteins to streptavidin beads (Supplementary Fig. 7, Supplementary Data 2). To address this, we developed optimal streptavidin bead-washing conditions that reduced non-specific binding without compromising recovery of biotinylated proteins (Supplementary Note 4, Supplementary Fig. 8). In summary, these reagents and protocols establish a robust and scalable workflow suitable for large-scale secretome profiling in *Drosophila*.

**Fig. 1:**
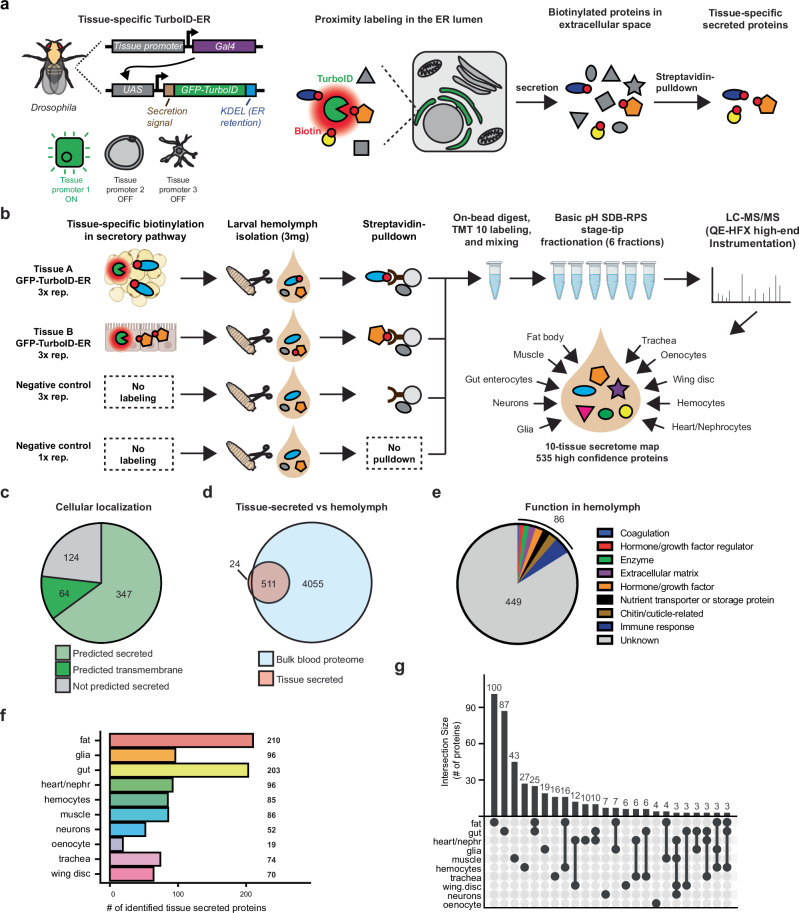
A secretome map of 10 major *Drosophila* larval tissues using quantitative proteomics. **a** Schematic of genetic cell-type-specific expression of GFP-TurboID-ER with the Gal4/UAS system, labeling of endogenous proteins in the ER-lumen, followed by purification of biotinylated proteins from the extracellular space. **b** Workflow for proteomic analysis of tissue secreted proteins. Created in BioRender. Bosch, J. (2026) https://BioRender.com/nr7nmts. **c** Pie chart of the predicted cellular localization of 535 tissue-secreted proteins. The number of proteins in each category is indicated. **d** Venn diagram of the overlap between proteins identified using tissue-labeling vs. whole blood. **e** Pie chart of known hemolymph functions of the 535 tissue-secreted proteins. **f** Bar graph showing the number of proteins identified as secreted from each tissue with a high-confidence criterion. **g** Upset plot showing the number of proteins identified as secreted by a unique tissue or by multiple tissues. Intersects with >3 proteins are not shown.

### A quantitative proteomic secretome map of 10 major larval tissue types

Building on our pilot LC–MS/MS results in cultured cells and larvae, we created a comprehensive tissue secretome resource from *Drosophila* larval blood, using quantitative proteomics to profile proteins secreted from 10 tissues. Biotin-labeled proteins were enriched from the blood using our improved bead-washing conditions in triplicate, released from streptavidin beads by on-bead digestion, and analyzed by LC–MS/MS employing isobaric chemical labeling using TMT reagents for precise relative quantification (Fig. 1b). A total of 2543 proteins were quantified across the ten experimental groups and fold changes were calculated against enrichments from negative control pulldown samples (Supplementary Data 3a, Supplementary Fig. 9a). The experimentally enriched proteins showed overrepresentation of proteins containing signal peptide sequences (Supplementary Fig. 9b), and principal component analysis showed clear separation of experimental groups from each other and from the control sample (Supplementary Fig. 9c). To confidently identify candidate secreted proteins, we established fold-change thresholds for each tissue by minimizing nominal false discovery rates (FDR) using a predefined list of positive-control secreted proteins and negative-control intracellular protein lists (Supplementary Data 3a, Supplementary Fig. 9d). Using these strict thresholds, we report 535 proteins as candidate secreted factors from at least one of these 10 tissues (Supplementary Data 3b). We also report 31 proteins detected in experimental replicates but with zero values in all negative controls, preventing calculation of fold-change and FDR. Therefore, they were conservatively excluded from the high confidence set (Supplementary Data 3c, see the “Methods” section).

First, we examined what proportion of the high-confidence 535 proteins are known or predicted to be secreted. Using a combination of protein databases and domain prediction algorithms, we determined that 411 (77%) have the potential to be secreted or transmembrane (Fig. 1c, Supplementary Data 3b). In addition, 267/535 (50%) of proteins are annotated as in hemolymph (Flybase, Uniprot) or present in a previous 3rd instar larval hemolymph dataset^20^ (Supplementary Data 3b). Finally, we generated a label-free 3rd instar hemolymph proteome of 4566 proteins using extensive fractionation for deep-scale analysis (Supplementary Data 3d), in which 511 (96%) of our high-confidence proteins were present (Fig. 1d). In total, 513 (96%) of our high-confidence tissue-secreted proteins are present in at least one hemolymph dataset (Supplementary Data 3b). This label-free data also highlights the advantages of TurboID-ER labeling, namely tissue-of-origin information, enrichment relative to abundant proteins, and limited to classically secreted proteins. For example, the three top oenocyte-enriched proteins (CG7763, Lectin-22C, Lectin-galC1), which are all predicted secreted C-type Lectins, are only ranked #300, #183, and #479, respectively, in label-free data. Furthermore, many cytoplasmic proteins were identified in the hemolymph proteome but not tissue-labeling experiments, such as the muscle-expressed cytoplasmic proteins Myosin heavy chain (Mhc), Muscle-specific protein 300 kDa (Msp300), and Bent (Bt) (Supplementary Data 3b, d).

To evaluate potential bias against small proteins, we compared the proportion of ≤100 amino acid proteins across the *Drosophila* proteome, our label-free larval hemolymph proteome, and our high-confidence tissue secretome. Small proteins comprise ~6.0% of the fly proteome but were underrepresented in the hemolymph proteome (2.2%) and were modestly further reduced in the tissue–secretome dataset (1.9%) (Supplementary Fig. 10, Supplementary Data 3e). Thus, while detectable, small proteins are underrepresented, which is consistent with known limitations of proximity labeling, tryptic digestion, and LC–MS/MS^29,30^.

Among the list of 535 high-confidence secreted proteins, we identified 86 proteins with established roles in hemolymph (Fig. 1e, Supplementary Data 3b). This includes the same major hemolymph proteins observed in our non-quantitative tissue-secreted dataset (Supplementary Data 2a) such as apolipoproteins and extracellular matrix proteins 2a), as well as the hormone Myoglianin (Myo), Angiotensin converting enzyme (Ance), Imaginal disc growth factor 2/3 (Idgf2/3), and Secreted decoy of InR (SDR) (Fig. 1e, Supplementary Data 3a)^31–34^. In contrast, the remaining 449 proteins have no known role in the hemolymph, including 160 unnamed “CG” proteins. (Supplementary Data 3b).

We also identified peptides corresponding to GFP-TurboID from all 10 tissue-labeling samples (Supplementary Data 3f). This likely corresponds to auto-biotinylated GFP-TurboID that can bind streptavidin beads. Furthermore, GFP-TurboID enrichment was above the strict thresholds we used to identify the set of 535 tissue-secreted proteins for 8 out of the 10 tissues. Therefore, we explored the possibility that secreted GFP-TurboID leads to false-positive enrichment of hemolymph proteins. Theoretically, if this occurs, then the abundance of proteins in whole hemolymph samples would correlate with that from the streptavidin-enriched samples. Each TMT plex experiment contained raw blood as an internal control in addition to the enrichments from tissue-labeling samples (Fig. 1b), and we observed a low correlation between raw blood and enriched samples (Supplementary Fig. 11). In addition, little or no correlation was observed between the abundance of proteins in whole hemolymph samples (label-free dataset) and relative enrichment of proteins from the streptavidin-enriched samples (TMT dataset) (Supplementary Fig. 12, Supplementary Data 3g). Therefore, these data suggest that secreted GFP-TurboID does not label blood proteins, or the effect is negligible.

Next, we examined the tissue of origin of the 535 tissue-secreted proteins. The largest number of candidate proteins was observed from the fat and gut with 210 and 203 proteins, respectively, while oenocytes and neurons had the lowest number of candidate proteins with 19 and 52 proteins, respectively (Fig. 1f, Supplementary Data 3b). Unexpectedly, 319 (59.6%) high-confidence secreted proteins originated from an individual tissue (Fig. 1g, Supplementary Fig. 13, Supplementary Data 3b). Fat body shared the largest overlap of proteins across other tissues, with 110 identified from fat and at least one other tissue (Supplementary Data 3b). Interestingly, by comparing the tissue-enrichment of proteins to their abundance in bulk blood, we find that most proteins with greater tissue-enrichment had middle to low abundances in bulk blood (Supplementary Fig. 12). The exception was fat body, which is known to secrete extremely abundant proteins such as Apolipoprotein and Larval serum protein. This suggests that tissue-specific ER-labeling and streptavidin enrichment can increase the sensitivity of blood protein identification in addition to determining the tissue of origin. In support of this, we identified 24 proteins using tissue secretome labeling but not from bulk hemolymph (Fig. 1d, Supplementary Data 3b, d).

Unexpectedly, 64 of the 535 tissue-secreted proteins have a predicted transmembrane domain (Fig. 1c, Supplementary Data 3b). This includes Short gastrulation (Sog), which is known to be shed as an ectodomain^35^, as well as Calsyntenin (Cals), Neprilysin 4 (Nep4), and Dystroglycan (Dg), which have human homologs (Calsyntenin 1/2/3, Neprilysin, Dystroglycan, respectively) that are shed as ectodomains^36^, and CG6867 (see also below). Indeed, 100% of 184 unique peptides corresponding to 12 single-pass transmembrane proteins map only to the extracellular domain of the protein (Supplementary Data 3h). These results suggest that at least some of the transmembrane proteins in our list may be released into hemolymph as ectodomains.

### Bioinformatic functional analysis of tissue-derived secreted proteins

To help predict the functions of the 535 tissue-derived proteins, we employed a variety of bioinformatic tools. First, we employed gene set enrichment analysis (GSEA) using PANGEA^37^ (Fig. 2a, b, Supplementary Fig. 14a, Supplementary Data 4a). We found broad cross-tissue enrichment of terms related to the extracellular space, including “extracellular region”, “glycoproteins”, “basement membrane”, and “response to external stimulus”. Furthermore, we observed enrichment of hemolymph-related terms, such as “larval serum protein complex” and “ferritin complex”. Next, to identify possible tissue-specific biological functions, we analyzed each list of tissue-specific proteins using PANGEA (Supplementary Fig. 14b–d, Supplementary Data 4b), which showed several tissue-specific enrichments of pathway terms supported by previous publications, such as “NF-kappa B/Toll signaling pathway” for fat body^38^, “cuticle development” for trachea^39^, and “Extracellular Spatzle Activating Pathway Core Components” for hemocytes^40^. Functional enrichment analyses using an alternative method, g:Profiler^41^, showed similar results (Supplementary Fig. 15, Supplementary Data 4c), finding that all 10 tissues were enriched with terms indicative of secretion into the extracellular space, and other terms specific to individual tissues such as “extracellular matrix” (fat, glia, gut, hemocytes, muscle, neurons, trachea, wing disc), “defense response” (fat, glia, hemocytes), and “endopeptidase inhibitor activity” (fat, glia, gut, heart/nephrocytes, trachea). Together, these results suggest common extracellular functions and tissue-specific signatures.

**Fig. 2:**
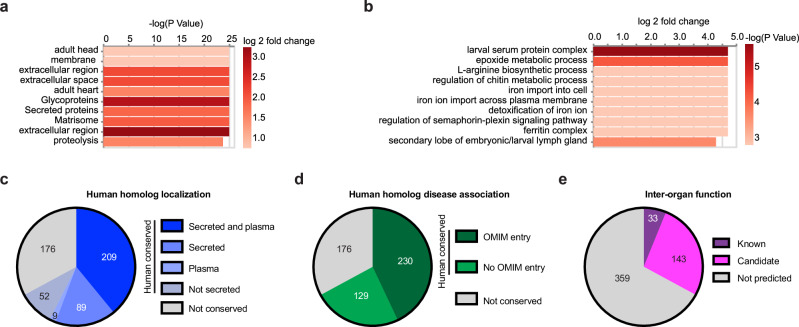
Functional bioinformatic analysis of 535 tissue-secreted proteins. Gene set enrichment with PANGEA on 535 tissue-secreted proteins. Top 10 enriched terms when ranked by **a** −log(*P* Value) and **b** log2-fold change. Bar colors indicate the opposite metric. PANGEA calculates *P*-values using a one-sided hypergeometric test. **c–e** Pie charts summarizing annotation of tissue-secreted proteins. **c** and **d** Human conservation based on whether at least one human homolog met the indicated criteria. **c** Subcellular localization of human homologs categorized as secreted or plasma proteins using the Human Protein Atlas. **d** Association of human homologs with genetic disease based on OMIM. **e** Known and predicted inter-organ proteins based on Flybase, DRSC, and FlyXCDB.

We next examined human conservation of our 535 secreted proteins. 359 (67%) proteins have at least one human homolog (DIOPT score 3 or higher) (Fig. 2c and d, Supplementary Data 3b). Furthermore, 307 (57%) are homologs of human secreted and/or plasma proteins^2^ (Fig. 2c, Supplementary Data 3b). For example, CG6867, CG31999, and CG2493 are homologs of human proteins Olfactomedin-4 (OLFM4), Fibulin-1 (FBLN1), and Prolylcarboxypeptidase (PRCP), respectively, which have also been identified in plasma^42–44^. Furthermore, gut enterocyte-labeled CG9672 is a homolog of human Protein C, which is secreted from intestinal enterocytes and is defective in the inherited blood clotting disorder Protein C Deficiency^45^. Finally, 230 (43%) proteins have at least one human homolog with an OMIM entry (Fig. 2d, Supplementary Data 3b), and PANGEA predicts connections with human diseases enriched among the list of 535 proteins, including pre-eclampsia and myocardial infarction (Supplementary Fig. 16, Supplementary Data 4d). These results suggest that a large fraction of the tissue-derived secretome is conserved in humans and linked to disease.

To evaluate the usefulness of our dataset for studying inter-organ communication, we examined it for known and candidate factors. We identified at least 33 published inter-organ factors (Fig. 2e, Supplementary Data 3b), including the fat-secreted basement membrane protein Viking (Vkg), gut-secreted ferritin iron transporters, and muscle-secreted activin ligand Myo^31,46,47^. Interestingly, we observed unexpected tissues of origin for known inter-organ proteins, such as the basement membrane protein Nidogen (Ndg) from muscle, Torso-like (Tsl) hormone from fat body, and Ion transport peptide (ITP) hormone from muscle, which have been previously shown to be secreted from fat body, prothoracic gland, and neurosecretory cells, respectively^48–50^. Of the remaining proteins, at least 143 have properties suggestive of inter-organ function, including localization to the extracellular matrix, signaling pathway components, and domains involved in extracellular binding (Fig. 2e, Supplementary Data 3b)^37,51,52^. Examples include three muscle-secreted proteins with no prior inter-organ roles: (1) Short gastrulation (Sog), a BMP inhibitor^35^, (2) CG6867, an uncharacterized homolog of vertebrate Olfactomedin proteins^53^, and (3) Dally-like (Dlp), a heparan sulfate proteoglycan that binds and regulates morphogens like Wnt and Hedgehog^54^. Together, these results suggest our tissue secretome dataset is a rich resource for discovering new inter-organ proteins.

### A snRNA-seq atlas of *Drosophila* third instar larvae for mapping tissue-specific secreted proteins

To provide confidence in our dataset, we compared our list of tissue-secreted proteins to publicly available cell-type transcriptomic data of the encoding genes. First, we examined *Drosophila* transcriptomic data, including single-cell RNA-seq (scRNA-seq) or single-nucleus RNAseq (snRNA-seq) of the adult fly^55^, larval wing disc^56,57^, larval blood cells^58^, fly kidney^59^, and RNA-seq of dissected larval tissues^60^. These comparisons suggest that 529 (99%) of the genes encoding tissue-secreted proteins are expressed in the expected tissue type (Supplementary Data 5). While these data are encouraging, the majority of the transcriptomic datasets used for comparisons are not ideal, due to non-matching developmental timing (adult vs. larvae).

To expand on these comparisons, we generated our own single-nucleus RNA seq (snRNA-seq) atlas of wandering 3rd instar larvae to match the same developmental timepoint used for the tissue secretome screen (Fig. 3a). 

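Nuclei were isolated from 8 samples of wandering larvae of the *w1118* strain, a laboratory strain with white eyes. Each sample was a pool of 16 larvae, 8 males and 8 females, taken 5 days after egg deposition, and gave 1 droplet library. In such a library a barcode marks the nucleus and a unique molecular identifier (UMI) marks each RNA molecule. The sample labels give all 8 libraries the same condition, so the libraries were taken as replicates and no conditions were compared. The paper's library table gives some libraries names in T and others names in W, whereas the labels give all of them names in W. The files do not settle this, and the labels were followed. The authors counted reads with CellRanger (version 7.1.0, set to 10000 barcodes per library) and subtracted the estimated ambient RNA with DecontX. They then removed nuclei with fewer than 50 genes or 80 UMIs, removed doublets at a rate of 5%, joined the libraries with Harmony and clustered the nuclei. The deposited matrix holds the counts after the subtraction, for 12610 genes in 30819 nuclei, and a second table gives the cluster of each nucleus. These corrected counts are estimates, since 13.8% of the 19014860 values above 0 are under 0.5. A number from 1 to 8 at the end of each barcode gives the library, and the files do not pair this number with the library names, so libraries are called by this number (replicate 4, for example). The libraries held 3090 to 5405 nuclei (median 3776.5) and 3.82e+06 to 6.49e+06 corrected UMIs (median 4.31e+06). Median depth per nucleus was 804 to 1069 UMIs and 511 to 620 genes, so a gene with no UMI in a nucleus may still be expressed there. For comparison, the paper's library table lists medians of 1075 to 1192 UMIs and 542 to 594 genes per cell for 4920 to 6069 cells per library. Over the 28 pairs of libraries, chi-square per degree of freedom was 13.0 to 182 for genes with at least 20 counts, so libraries differed by more than counting noise. RNA of other tissues was still present after the authors' subtraction. Here and below, a gene was found in a nucleus, or held by it, when its corrected count was above 0. Such shares therefore include values far below 1 UMI. In the named clusters outside the tissue of origin, 53.3% ± 3.57 of nuclei (SD, n = 8 libraries) held RNA of the digestive enzyme genes *Jon65Aiii*, *Jon99Cii*, *alphaTry*, *Mal-A1* or *Amy-p*. These genes made up 0.0488% of UMIs there. The fat body genes *Fbp1*, *Fbp2*, *Lsp1beta* and *Lsp2* were found in 90.5% ± 4.4 of such nuclei (0.280% of UMIs), the glue genes *Sgs1*, *Sgs3*, *Sgs4*, *Sgs5*, *Sgs7* and *Sgs8* in 79.3% ± 5.10 (0.174%), and the cuticle genes *Lcp1*, *Lcp2*, *Lcp3* and *Lcp4* in 97.4% ± 1.07 (0.414%). Shares of nuclei with a gene are therefore given beside the share in other nuclei. The mean UMI shares of 0.280% for fat body genes and 0.174% for glue genes rest largely on replicate 4, at 1.03% and 0.711%. The next library had 0.247% and 0.203%.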

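The authors' cluster table assigns each nucleus of the matrix to 1 cluster, and 29183 nuclei (94.7%) held at least 200 genes. Nuclei held 80.4 to 31769 UMIs (median 946), and 134 nuclei held more than 10000. The share of each tissue was computed within each library, because libraries differ in composition. Wing, leg and haltere discs made up 27.9% ± 6.53 of a library's nuclei (SD, n = 8 libraries), clusters named as mixed 24.7% ± 10.2, neurons 13.5% ± 3.69 and fat body 10.8% ± 4.90. Hemocytes made up 4.56% ± 1.20, eye disc 4.01% ± 1.34, myoblasts 3.22% ± 0.973, trachea 2.04% ± 1.25, muscle 1.29% ± 0.945 and gonad 1.26% ± 1.17. Gut nuclei were 5.27% ± 9.25 enterocytes and 1.49% ± 0.541 intestinal stem cells. The enterocyte share was 27.9% in replicate 4 and at most 4.32% in the other libraries, with a mean of 2.04% without replicate 4. Fat body nuclei were 0.444% of replicate 2 and at least 9.43% of each other library. No mean share moved by more than 1 SD when nuclei with fewer than 200 genes were left out, and the share of the mixed clusters moved most, to 22.0%. It moved to 19.7% when only nuclei with a barcode found in 1 library were kept, a setting chosen after seeing the data.

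**Figure D1:**
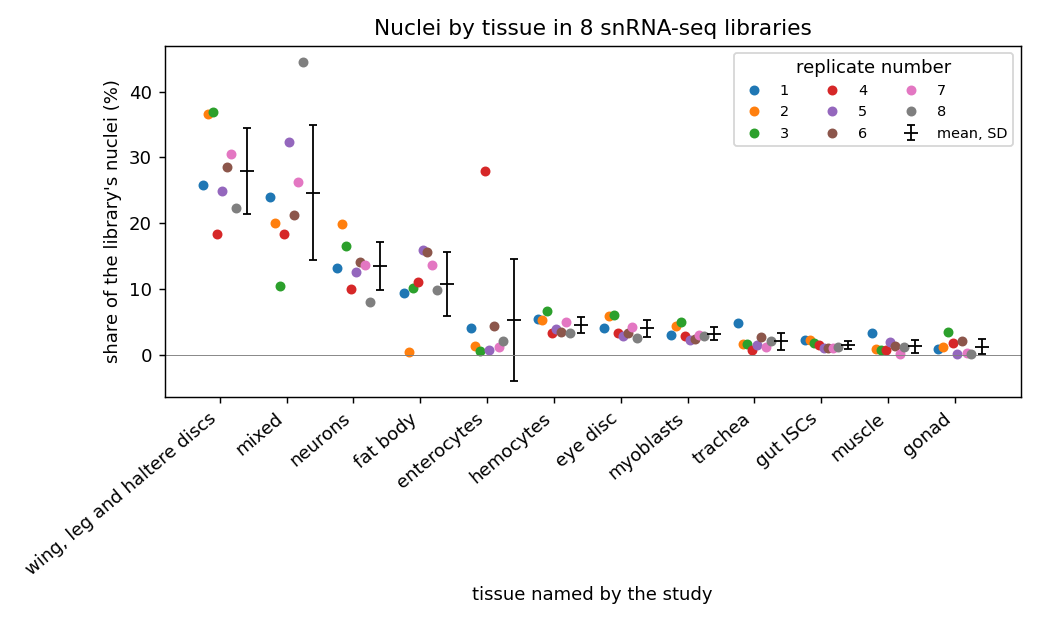
Share of the nuclei of each library (percent, vertical axis) in each tissue or group of clusters (horizontal axis). Each point is 1 of the 8 libraries and the marks show the mean and SD. Replicate 4 lies apart for enterocytes at 27.9% and replicate 2 for fat body at 0.444%.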

Through filtering steps, such as correcting for ambient RNA and removing doublets, we captured 30,819 nuclei and identified 28 cell-type clusters at resolution 1.0 (Fig. 3b, Supplementary Data 6a–b). Furthermore, we re-clustered eight poorly separated “mixed” clusters into 12 clusters at resolution 0.5 (Fig. 3c, Supplementary Data 6c). 

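The 8 mixed clusters (clusters 2, 8, 9, 11, 16, 19, 22 and 27) held 7448 nuclei. The assignment of these nuclei to the 12 re-clustered groups is not among the deposited files, so the mixed clusters were examined as they are numbered in Fig. 3b. Median genes per nucleus, taken within each library, were 405 ± 116 (SD, n = 8 libraries) in the mixed clusters and 577 ± 46.9 in the other clusters. Single mixed clusters went both ways, with medians over all their nuclei of 269 genes in cluster 2, 776.5 in cluster 16 and 988.5 in cluster 9. The mixed clusters were lower in 8 of 8 libraries (exact paired permutation test, two-sided, p = 0.00781, the smallest p that 8 libraries allow). Median UMIs were 718 ± 201 and 1001 ± 121, lower in 7 of 8 libraries (exact permutation test, two-sided, p = 0.0391). Mixed nuclei also stood apart in their barcodes, since 25.8% of them carried a barcode that also occurs in another library, against 1.33% of the other nuclei. When only nuclei with a barcode found in 1 library were kept, a choice made after seeing the data, the difference in genes fell to -56.9, lower in 6 of 8 libraries, and was not past the threshold (exact permutation test, two-sided, p = 0.383). The leading genes differed between mixed clusters in the comparison of summed counts per library with edgeR's quasi-likelihood test. *Cpr47Eg*, a cuticle protein gene, led cluster 8 with a log2 fold change of 6.87 (standard error 0.45, adjusted p = 8.78e-11) and was found in 27.8% of its nuclei against 1.57% elsewhere. *CG14265* led cluster 27 with a log2 fold change of 8.52 (standard error 0.95, adjusted p = 1.97e-07), followed by *lcs*, *Pig1*, *CG13460* and *CG14852*. The 5 leading genes of cluster 2 were *CG9269*, *CG30380*, *PGRP-LF*, *CNT2* and *CG11854*, with log2 fold changes of 2.85 to 3.95. Apart from *CG11854* (84.9% of nuclei against 28.5% elsewhere), they were found in only 1.22 to 3.98% of its nuclei, against 0.443 to 1.52% elsewhere. Those of cluster 11 were *CG11835*, *FipoQ*, *CG5177*, *Act87E* and *fau*. Cluster 9 was led by *Obp28a*, *BomS2*, *Pxd*, *CG17738* and *CG8854*, cluster 16 by *CG11382*, *CG13678*, *Nplp4*, *CG15353* and *tpr*, cluster 19 by *lncRNA:CR33948*, *CG14664*, *Achl*, *CG34193* and *ple*, and cluster 22 by *CG14795*, *CG8086*, *CG15546*, *Cpr49Af* and *Cpr49Ah*. Of those of cluster 9, *Obp28a* was in the fewest nuclei, 1.47% against 0.508% elsewhere, with a log2 fold change of 3.72 (standard error 1.07).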

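For each cluster, corrected counts were summed within each library over the nuclei of the cluster and over all other nuclei, and the 2 sums were compared over the 8 libraries. The sums were rounded to whole numbers, scaled by edgeR's TMM method and tested with its quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes left by its filter on low counts. Genes with a log2 fold change of at least 0.54, the paper's limit, and an adjusted p below 0.05 were taken as marker genes. Between 86 marker genes (cluster 27) and 2167 (cluster 9) were found per cluster. *sals* (3R of BDGP6.54, from 11437547 to 11451791) was higher in the muscle cluster 23, with a log2 fold change of 4.95 (standard error 0.46, adjusted p = 2.31e-08). In the trachea cluster 18, *trh* (3L, from 366524 to 392633) had a log2 fold change of 3.38 (standard error 0.24, adjusted p = 1.71e-08). *gl* had its highest value in the eye disc cluster 26, at 5.54 (standard error 0.29, adjusted p = 6.11e-13), and *Sp1* in the disc cluster 0, at 5.19 (standard error 0.27, adjusted p = 1.57e-10). *dati*, on chromosome 4, marked the neuron cluster 10 at 7.75, and *para*, on the X chromosome, the neuron cluster 25 at 6.38. *CG43187* had its highest value in the stem cell cluster 21, at 8.39. Coordinates are from the BDGP6.54 annotation, and the text of the methods names no genome build for these libraries.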

Using a panel of cell-type-specific marker genes from the literature and the Fly Cell Atlas as reference^61^, we annotated clusters into broad cell/tissue-types, including those used in our tissue–secretome screen (e.g., muscle, fat body) (Fig. 3b and c, Supplementary Data 6b–d, Supplementary Fig. 17a). For example, hemocyte marker genes are enriched in cluster 7, and gut enterocyte marker genes are enriched in cluster 3 (Supplementary Fig. 17b and c). In addition, using the glial marker gene *repo*, we identified 3476 putative glial nuclei and computed a list of marker genes (Supplementary Data 6e). 

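In cluster 7 (1374 nuclei), *Hml* (3L of BDGP6.54, from 13846054 to 13860001) was found in 23.0% of nuclei against 3.75% of all others, at median depths of 1194 and 932 UMIs. Its log2 fold change was 3.77 (standard error 0.36, adjusted p = 3.90e-08 from edgeR's quasi-likelihood test). *NimC1* (2L, from 13973158 to 13976769) was found in 17.0% of nuclei of cluster 7 and 0.248% of the others, with a log2 fold change of 6.74 (standard error 0.25, adjusted p = 1.49e-13). *GlcAT-P* (6.39), *Pxn* (5.31), *Karl* (4.88), *pnr* (4.70), *zfh1* (4.03) and *Ppn* (2.48) also had their highest log2 fold changes in cluster 7, whereas *vkg* reached 2.62 there and 2.74 in the fat body cluster 15. *Pxn* overlaps *lncRNA:CR45660* on the same strand, so counts of this pair are uncertain. In cluster 3 (2055 nuclei), *Jon65Aiii* was found in 61.4% of nuclei against 16.3% of the others, at median depths of 636 and 974 UMIs. Its log2 fold change was 4.51 (standard error 0.89, adjusted p = 0.00127), and 3.12 without replicate 1. *mesh* (3R, from 31178389 to 31195762) had a log2 fold change of 5.04 (standard error 0.82, adjusted p = 0.000198), higher in 6 of 8 libraries, and 2.69 without replicate 1. *Amy-p*, a near copy of *Amy-d*, reached 4.23 (standard error 0.75, adjusted p = 0.000489), with reads that the counting could have split between the copies. Cluster 3 drew 1508 of its nuclei from replicate 4.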

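*repo* (3R of BDGP6.54, from 18236192 to 18239602) was above 0 in 98 nuclei, or 0.318% of all nuclei (95% Wilson interval 0.261 to 0.387%). Each library held 3 to 30 of them (median 10.5). Mixed clusters held 47, of which 26 were in cluster 16 (4.02% of its nuclei), and myoblasts held 19 (1.96%). *repo* was found in 5 neuron nuclei (0.123%), 7 nuclei of wing, leg and haltere discs (0.0835%) and 0 of 1374 hemocytes, which allows a share of up to 0.218%. Intervals and limits cover counting error only. Nuclei with *repo* were deeper, with a median of 1613 UMIs against 945 in the others, so they were compared with nuclei without *repo* from the same cluster and of like depth (median 1596 UMIs). Of the nuclei with *repo*, 33.7% held at least 2 of the glial genes *moody*, *Gs2*, *alrm*, *nrv2* and *Eaat1*, against 15.0% of the matched nuclei (one-sided permutation test, p = 0.000999, the smallest that 1000 draws allow). At least 1 of the 5 was found in 55.1% and 47.7%, which was not past the threshold (permutation test, one-sided, p = 0.0519). Thinning nuclei to 300 UMIs moved the count most among the settings that keep all clusters, to 13 nuclei. Part of this fall comes from rounding before the thinning, since only 61 nuclei held at least 0.5 counts of *repo*. The part of Supplementary Data 6e at hand holds no line of the table, with 3476 lines left out, so the authors' list could not be set against these nuclei. Comparing the 98 nuclei with all others in edgeR gave 152 marker genes. With 1 replicate left out, between 70 (without replicate 6) and 178 were found, and 92, 84 and 89 without replicates 4, 5 and 8. Data simulated for this comparison over 6736 genes, with 200 of them changed, recovered 5.83% of the genes raised by 1.5 on the log2 scale. The share was 30.1% with DESeq2's size factors, which gave 488 marker genes on the real data.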

Similar efforts to identify heart, nephrocyte, and oenocyte nuclei failed, perhaps because these cell types are less abundant. 

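Marker genes fixed in advance were counted together in single nuclei, and each marker's values were shuffled 1000 times among the nuclei of its library to give the number that chance allows. Of the oenocyte markers *FASN3*, *FASN2*, *Cyp4g1*, *svp*, *lectin-22C*, *Lectin-galC1* and *CG7763*, at least 2 were found in 765 nuclei, against 402 on average after shuffling and 455 at most (permutation test, one-sided, p = 0.000999, the smallest that 1000 draws allow). Of these nuclei 153 were in cluster 9, a mixed cluster. Of the nephrocyte markers *Klf15*, *sns*, *kirre* and *Cubn* at least 2 were found in 671 nuclei against 407 (at most 462), with 115 of these nuclei in the neuron cluster 6. For the heart, *Hand*, *tin*, *tup*, *mid* and *prc*, the number was 76 against 52.3 (at most 81, permutation test, one-sided, p = 0.00300). Requiring at least 3 markers left 254 nuclei for oenocytes, 14 for nephrocytes and 4 for heart, against 16.5, 3.17 and 0.149 after shuffling. Under the same rule, 640 nuclei held at least 3 hemocyte markers and 19 at least 3 glial markers. Shuffling within a library breaks all links between genes, including those due to depth, so these numbers are no counts of cells of a type.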

An interactive version of this 3rd instar larval snRNA-seq map can be found at https://www.flyrnai.org/scRNA/body_larvae/.

**Fig. 3:**
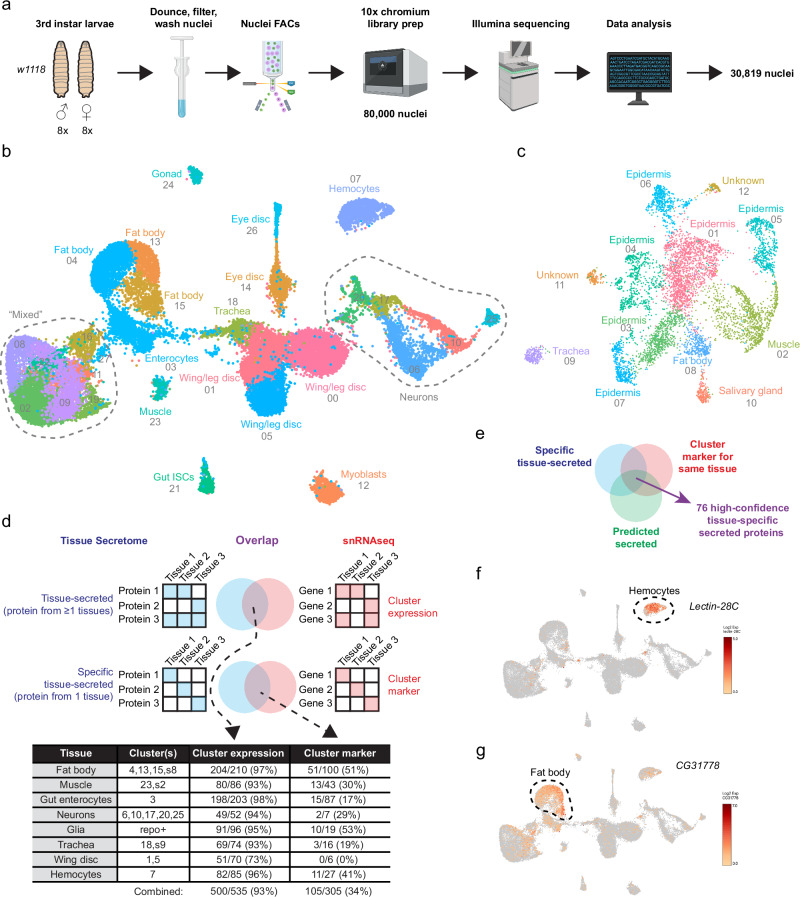
A 3rd instar larval single-nucleus RNA-seq map. **a** Workflow schematic of larval nuclear isolation, droplet sequencing, and analysis. Created in BioRender. Bosch, J. (2026) https://BioRender.com/ljt0gdw. **b** A single UMAP of the 3rd instar larvae containing 28 annotated cell-type clusters, including 8 “mixed” clusters that were re-clustered in (**c**). Resolution is 1.0. **c** A single re-clustered UMAP of the “mixed” cluster in **b**, annotated as 10 cell-types and 2 unknown cell-types. Resolution is 0.5. **d** Strategy to compare tissue secretome proteins with their encoding gene snRNA-seq expression (top). Table with overlap comparisons (bottom). **e** Venn diagram showing the approach to identify high-confidence tissue-specific secreted proteins. **f** and **g** Depiction of gene expression (heatmap) in UMAP in (**b**). Heatmap scale (right) and location of the highest cluster gene expression (dotted circle). Genes depicted are **f** *Lectin-28c* and **g** *CG31778*.

Next, we examined the overlap between our tissue-of-origin proteomic data and tissue-expression of the encoding genes. 

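Supplementary Data 5 lists 535 secreted proteins, of which 521 were assigned by mass spectrometry to at least 1 of the 8 tissues that also have clusters. Genes of 521 of the 535 proteins were matched to the matrix, 514 by symbol and 7 by a synonym, and 14 were not matched. Counts were scaled to 10000 per nucleus and log-transformed, and a gene was taken as expressed in a tissue when its mean was at least 0.01 or at least 10% of nuclei held it in any cluster of that tissue. Of the tissue's proteins with a gene in the matrix, 198 of 204 (97.1%) were expressed in the fat body and 184 of 199 (92.5%) in the gut. The numbers were 90 of 93 (96.8%) in glia, 79 of 84 (94.0%) in hemocytes, 67 of 73 (91.8%) in trachea, 55 of 68 (80.9%) in wing disc and 42 of 50 (84.0%) in neurons. Secreted proteins assigned only to other tissues, again those with a gene in the matrix, passed the same rule in 90.9% of cases in the fat body, 88.5% in the gut, 86.0% in glia, 74.4% in hemocytes, 73.0% in trachea, 70.0% in wing disc and 83.7% in neurons. The difference was past the threshold in fat body, glia, trachea and hemocytes (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 0.0103, 0.00487, 0.000893 and 0.000139) and not in gut, wing disc or neurons (0.201, 0.111 and 1). Of all other genes of the matrix, 59.6 to 73.2% passed the rule in these 7 tissues. The mean of at least 0.01 alone gave the same numbers in all 8 tissues, so the 10% part of the rule added no gene. In a group as small as the 98 glial nuclei, such a mean can rest on 1 nucleus, so passing the rule is weak evidence of expression there. The 10% rule alone gave the lowest numbers in these tissues apart from glia, for example 56 in the gut. In glia the lowest was 64, with expression required in at least 6 libraries.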

First, we counted how many genes encoding our 535 tissue-secreted proteins were expressed in the corresponding snRNA-seq cluster(s) (Fig. 3d, Supplementary Data 3b, Supplementary Data 6f–i). For example, of the 86 muscle-secreted proteins, 80 (93%) of the encoding genes were expressed in the muscle clusters. 

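The muscle cluster 23 held 401 nuclei with a median of 699 UMIs. The muscle nuclei of the re-clustered mixed clusters, which the paper counts with it, are not marked in the deposited files. Of the 86 muscle-secreted proteins, 85 had a gene in the matrix, and 76 of these (89.4% of 85, or 88.4% of 86) were expressed under the rule above. The 9 genes that did not pass were *CG10702*, *CG13247*, *CG16713*, *CG6867*, *GluProRS*, *Nepl13*, *Sdr*, *Yp3* and *sif*. Among secreted proteins assigned only to other tissues, 68.1% passed the rule in this cluster (Fisher's exact test, two-sided, adjusted p = 0.000139), as did 51.6% of all other genes of the matrix. Averages taken without the log gave 80 genes, and the 10% rule alone gave 38.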

Second, to measure tissue-specificity, we counted how many genes encoding tissue-specific secreted proteins are marker genes for the same cluster (Fig. 3d, Supplementary Data 3b, Supplementary Data 6d, e, j). For example, of the 43 muscle-specific-secreted proteins, 13 (30%) of the encoding genes were muscle cluster marker genes. 

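Marker genes were called as above, and a tissue-specific protein was one assigned by mass spectrometry to a single tissue. In the fat body clusters 2108 genes were marker genes, among them 62 of the 82 tested genes of fat-body-specific proteins (100 proteins), against 37.6% of tested genes of proteins specific to 1 other tissue (Fisher's exact test, two-sided, adjusted p = 8.38e-08). In hemocytes, with 1434 marker genes, it was 15 of 21 (27 proteins) against 12.3% (adjusted p = 8.38e-08), and in the gut, with 498, it was 23 of 60 (87 proteins) against 8.38% (adjusted p = 6.76e-07). The difference was not past the threshold in neurons with 2 of 5 against 7.69% (adjusted p = 0.0915), in glia with 2 of 17 against 2.83% or in trachea with 3 of 15 against 7.58% (both 0.137), or in the wing disc with 0 of 5 against 14.0% (adjusted p = 1). None of the 5 wing disc genes was higher at an unadjusted p below 0.05 in edgeR, and DESeq2 also called 0. In the gut, leaving out replicate 4 left 289 marker genes and 17 of the specific ones. DESeq2's size factors in place of TMM moved the number of marker genes from 498 to 1262 in the gut and from 2108 to 3368 in the fat body. This scaling raised the median log2 fold change of all tested genes by 0.55 in the gut cluster 3 and by 0.65 to 1.30 in the fat body clusters. The genes higher than elsewhere were then 80.7% of all that differed in the gut, against 45.2% with TMM, and 53.4% against 33.6% in the fat body.

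**Figure D2:**
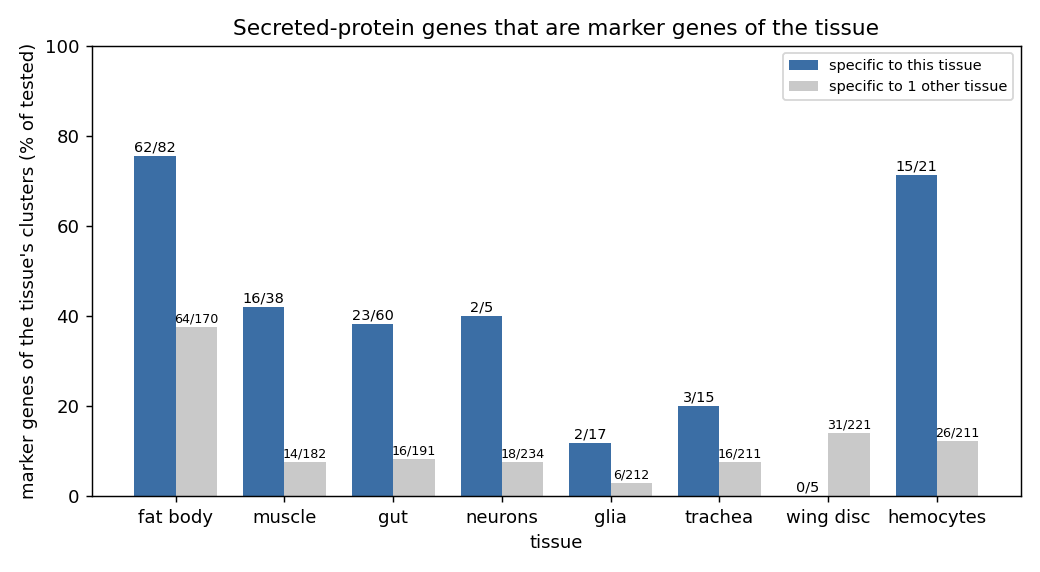
Tested genes of tissue-specific secreted proteins that are marker genes of that tissue (percent, vertical axis) by tissue (horizontal axis), for proteins specific to this tissue and for proteins specific to 1 other tissue. Labels give marker genes over genes tested, such as 62 of 82 in the fat body.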

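Muscle, taken as cluster 23 alone, had 719 marker genes, and 38 of the 43 muscle-specific proteins had a gene with enough counts to be tested. Of these, 16 (37.2% of 43) were marker genes, against 7.69% of the tested genes of proteins specific to 1 other tissue (Fisher's exact test, two-sided, adjusted p = 1.68e-06). *Nlg1* had the largest difference, with 392 ± 190 CPM (counts scaled to a common total; SD, n = 8 libraries) in muscle and 5.36 ± 1.65 elsewhere, a log2 fold change of 5.98 (standard error 0.36, adjusted p = 2.86e-11 from edgeR's quasi-likelihood test). *CG5612*, also among the 3 largest, had a log2 fold change of 4.14 (standard error 0.56, adjusted p = 4.01e-06) and was higher in only 5 of 8 libraries. Leaving out 1 replicate gave 13 to 16 genes. Data simulated for the muscle cluster held 6737 genes, of which 200 were changed, far fewer than differed in the real data. There the test found 13.9% of genes raised by 1.5 on the log2 scale with TMM scaling and 54.5% with DESeq2's size factors. On the real data DESeq2's size factors gave fewer marker genes in muscle, 629 in all and 15 among the specific ones.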

In total, these comparisons for 8 tissue types show that 93% (500 out of 535) of tissue-secreted proteins are expressed in at least one corresponding tissue cluster(s) and 34% (105 out of 305) of genes encoding tissue-specific-secreted proteins are marker genes for the expected cluster(s) (Fig. 3d).

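Over the 8 tissues, 481 of the 535 secreted proteins (89.9%) had a gene expressed in at least 1 corresponding tissue, or 92.3% of the 521 proteins assigned to these tissues. Requiring expression in at least 6 of the 8 libraries gave 396, an average of at least 0.1 gave 339 and the 10% rule alone gave 286. Averages taken without the log gave 501. Of the 305 proteins specific to 1 of the 8 tissues, 123 (40.3%) had a marker gene of that tissue. Adjusted over the list alone, 125 were marker genes, a count added after the data were seen. The list comes from mass spectrometry of other samples. Leaving out 1 replicate gave 114 to 129, taking nuclei as replicates gave 101, DESeq2's size factors 136, no filter on low counts 147 and DESeq2 180. From these overlaps, the paper concludes in its discussion that the genes expressed in the clusters overlap with the proteins found by labeling in the same tissues, as does their tissue-specific expression.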

Next, to identify possible ligand–receptor relationships between cell-types and organs, we analyzed our snRNA-seq data using FlyPhoneDB2^62^ (Supplementary Fig. 18, Supplementary Data 6k). The results highlight published local cell–cell interactions and distant inter-organ interactions, including Slit-Roundabout2 signaling in neurons^63^, Serrate-Notch signaling from imaginal discs to trachea by direct contact^64^, and Myoglianin–Thickveins from muscle to imaginal discs via circulation^31^. In addition, we identified putative inter-organ interactions involving established signaling ligands, such as Slit-Syndecan signaling from neurons to gut intestinal stem cells (ISCs) and Wnt4-Frizzled/Frizzled2 signaling between myoblasts and neurons. 

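CPM with an SD were taken per library over all nuclei of a tissue, and the CPM of a gene's highest cluster over the nuclei of all libraries together. In neurons, *sli* (2R of BDGP6.54, from 15869495 to 15922118) had 264 ± 34.1 CPM (SD, n = 8 libraries) and was found in 21.9% of nuclei, against 12.3% of all others at median depths of 871 and 960 UMIs. Its receptor gene *robo2* (2L, from 1380086 to 1420453) had 1138 ± 173 CPM in neurons, with its highest value, 2312 CPM, in the disc cluster 1. *Ser* (3R, from 27172090 to 27194267) had 807 ± 60.6 CPM in imaginal discs and was found in 35.3% of their nuclei against 4.92% of the others, at 1048 and 866 UMIs. *N*, on the X chromosome, had 2528 ± 428 CPM in trachea and was found in 72.0% of nuclei against 48.1%, but trachea nuclei were deeper, at 1307 against 941 UMIs. Its highest value, 4211 CPM, was in the disc cluster 5. *myo*, on chromosome 4 from 690686 to 696055, was found in 44.6% of muscle nuclei against 20.5% of the others, although muscle nuclei were shallower at 699 against 949 UMIs. *tkv* (2L, from 5219000 to 5271384) had 1267 ± 56.2 CPM in imaginal discs and was found in 62.8% of nuclei against 20.6%. The permutation scores of FlyPhoneDB2 were not recomputed.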

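*Sdc* (2R of BDGP6.54, from 21392402 to 21481176) had 1734 ± 160 CPM (SD, n = 8 libraries) in gut intestinal stem cells and was found in 83.0% of their nuclei against 55.5% of all others, at median depths of 1429 and 939 UMIs. Its highest value was in the eye disc cluster 26, at 3812 CPM over all libraries together, as for the other highest values. *Wnt4* (2L, from 7255419 to 7277171) had 388 ± 125 CPM in myoblasts, in 15.9% of nuclei against 3.30%, and 306 ± 62.2 CPM in neurons, in 11.2% of nuclei against 2.55%. Median depths were 1092 UMIs in myoblasts and 871 in neurons, so depth gives no higher share in neurons. *fz* (3L, from 14274343 to 14368639) had 1371 ± 95.8 CPM in neurons and 3486 CPM in the disc cluster 5, its highest. *fz2* (3L, from 19140975 to 19235373) had 1353 ± 217 CPM in myoblasts and its highest value, 2241 CPM, in the disc cluster 1.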

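*CG10359* (3L of BDGP6.54, from 3612192 to 3615244) had 564 ± 313 CPM (SD, n = 8 libraries) in muscle, where it was highest, and was found in 34.2% of muscle nuclei against 7.64% of all others, at median depths of 699 and 949 UMIs. *mew*, on the X chromosome from 13214409 to 13258490, had 923 ± 62.0 CPM in imaginal discs and 2182 CPM, over all libraries together, in the stem cell cluster 21, its highest. *CG16704* (2L, from 3692123 to 3692587) had 3682 ± 1644 CPM in fat body and was found in 88.1% of its nuclei against 20.3%, at 898 and 951 UMIs. *Sb* (3R, from 16116161 to 16145284) had 485 ± 48.1 CPM in imaginal discs, in 16.4% of nuclei against 2.18%. *Tl* (3R, from 26799041 to 26842403) had 998 ± 241 CPM in hemocytes, its highest cluster, in 55.7% of nuclei against 17.1% at 1194 and 932 UMIs.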

Integrating these results with our tissue–secretome dataset further revealed candidate inter-organ ligands, including muscle-secreted CG10359 binding to Multiple edematous wings (Mew) in imaginal discs, fat-body-secreted CG16704 binding to Stubble (Sb) in imaginal discs, and hemocyte-secreted Lectin-28c binding to Toll (Tl) in hemocytes. Together, these analyses demonstrate that combining snRNA-seq with tissue–secretome profiling can uncover both known and candidate ligand–receptor interactions within and between organs.

Finally, we defined a list of 76 high-confidence tissue-specific secreted proteins as (1) tissue-specific proteins from our proteomic screen, (2) encoded by marker genes for the same tissue cluster(s), and (3) predicted to be secreted or transmembrane (Fig. 3e, Supplementary Data 6l). In this list, we found known tissue-specific hemolymph proteins, such as Myo from muscle, Nimrod B1 (NimB1) from hemocytes, and Adenosine deaminase-related growth factor D (ADGF-D) from fat body (Supplementary Data 6l). 

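*NimB1* (2L of BDGP6.54, from 13963507 to 13965088) had 409 ± 50.7 CPM (SD, n = 8 libraries) in the hemocyte cluster and 1.84 ± 1.23 elsewhere, a log2 fold change of 7.62 (standard error 0.30, adjusted p = 2.98e-13 from edgeR's quasi-likelihood test). It was found in 34.3% of hemocyte nuclei and 0.384% of the others. *myo* had 771 ± 301 CPM in muscle and 209 ± 64.2 elsewhere, a log2 fold change of 1.86 (standard error 0.38, adjusted p = 0.000357), higher in 8 of 8 libraries. Hemocytes also held *myo*, at 483 ± 98.0 CPM. *Adgf-D* (3R, from 13703084 to 13705402) had 79.9 ± 43.5 CPM in the fat body cluster 13 and 6.82 ± 3.37 elsewhere, a log2 fold change of 4.11 (standard error 0.34, adjusted p = 3.78e-11), higher in 7 of 8 libraries. With each replicate left out in turn, the log2 fold changes stayed between 7.46 and 7.87 for *NimB1*, 1.63 and 2.01 for *myo*, and 3.92 and 4.38 for *Adgf-D*.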

Interestingly, this list contains mostly uncharacterized proteins, such as Lectin-28C and CG31778, which are enriched in hemocytes and fat body, respectively (Fig. 3f and g).

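*lectin-28C* (2L of BDGP6.54, from 7857077 to 7860120) was found in 47.6% of hemocyte nuclei and 1.16% of all others, at median depths of 1194 and 932 UMIs. It had 756 ± 170 CPM (SD, n = 8 libraries) in hemocytes and 5.80 ± 2.75 elsewhere, a log2 fold change of 6.87 (standard error 0.26, adjusted p = 1.49e-13 from edgeR's quasi-likelihood test). *CG31778* (2L, from 3704106 to 3705488) had 703 ± 309 CPM in the fat body cluster 13 and 63.6 ± 40.8 elsewhere, a log2 fold change of 3.96 (standard error 0.49, adjusted p = 1.98e-08), higher in 7 of 8 libraries. Of the nuclei of cluster 13, 69.2% held it, against 8.94% of all others at 1703 and 929 UMIs, and in hemocytes 10.9% did. With DESeq2's size factors its log2 fold change was 5.16.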

### A collection of knock-in flies to characterize tissue-specific secreted proteins in vivo

Next, we used in vivo knock-in fly strains to test if proteins from our proteomic screen are expressed in the expected tissue, present in circulation, and/or localize non-autonomously to distant tissues (Fig. 4a). We chose to target 22 proteins based on their tissue-specific expression, lack of characterization, presence in the blood, and prediction as secreted/transmembrane (Supplementary Data 7a and b). Included in this list are seven C-type lectin proteins (e.g. lectin-22C), six proteases/protease-inhibitors (e.g. CG31821), two proteins with no predicted functional domains or characterization (CG3777, CG9917), and the transmembrane protein CG6867 (see also above).

**Fig. 4:**
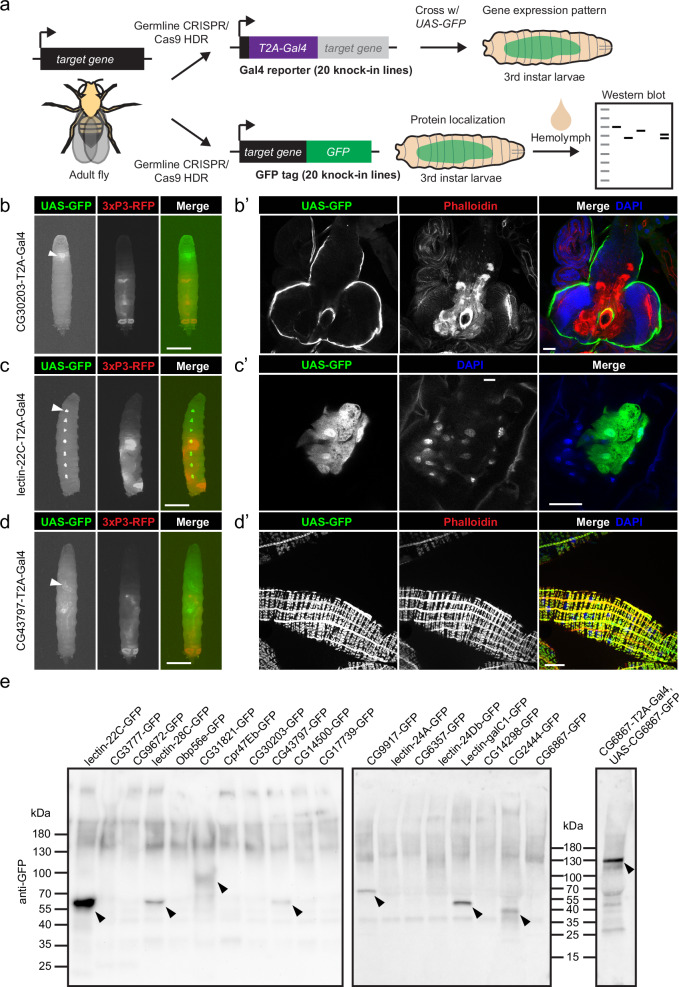
In vivo characterization of hemolymph proteins using knock-in fly lines. **a** Schematic of generating fly knock-ins and experimental use to assay gene expression and protein localization. **b–d** Widefield fluorescence microscopy images of whole 3rd instar larvae expressing *UAS-GFP* (green) under the control of the *gene-T2A-Gal4* transgene. Also shown is *3xP3-RFP* (red) marker fluorescence. Arrowheads indicate localized GFP fluorescence in the **b** brain, **c** oenocytes, and **d** visceral gut muscle. Scale bar is 1 mm. Experiments were repeated twice independently with similar results. **b’–d’** Confocal microscopy images of dissected tissues from 3rd instar larvae, showing anti-GFP (green), phalloidin-660 (red), and DAPI (blue) stains. Scale bars are 50 µm. **b–b’** *CG30203-T2A-Gal4*, **c–c’** *lectin-22C-T2A-Gal4*, **d–d’** *CG43797-T2A-Gal4*. **b’** and **c’** are confocal slices, **d’** is a projection. **e** Anti-GFP western blots of 3rd instar larval hemolymph collected from GFP-tag lines. Arrowheads indicate bands at the expected molecular weight. (58.8 kDa = Lectin-22c-GFP; 59.2 kDa = Lectin-28c-GFP; 77.4 kDa = CG31821-GFP; 56.2 kDa = CG43797-GFP; 63.1 kDa = CG9917-GFP; 50.8 kDa = Lectin-galC1-GFP; 41.4 kDa = CG2444-GFP; 134.3 kDa = CG6867-GFP). Experiments were repeated twice independently with similar results.

We generated knock-in fly strains using CRISPR/Cas9 and homology-directed repair (HDR) in the fly germline as previously described^65^. To analyze gene expression, we inserted a *T2A-Gal4* reporter gene^66^ into the 5’ coding sequence (Fig. 4a). These *T2A-Gal4* alleles are predicted to be null, as the insertion truncates the endogenous protein. To analyze protein localization, we inserted *GFP* into the 3’ coding sequence to create C-terminal GFP fusion proteins (Fig. 4a). To facilitate the creation of these knock-in lines, donor plasmids containing the positive selection marker *3xP3-RFP*^65,67^ were modified to include the negative selection marker *GMR-eya(shRNA)*, which helps identify unwanted off-target plasmid integration^68^ (Supplementary Fig. 19a and b). In total, we generated 20 *T2A-Gal4* and 20 GFP-tag knock-in fly strains (Fig. 4, Supplementary Data 7). Consistent with previous reports^68^, donor backbone integration into the germ line was common. For example, of the 88 injected G0 males that produced *3xP3-RFP*-positive progeny, 42 (48%) also produced progeny carrying the *GMR-eya(shRNA)* marker (Supplementary Fig. 19c, Supplementary Data 7).

Gene expression patterns were visualized by crossing *T2A-Gal4* lines to *UAS-GFP* flies and imaging GFP fluorescence in 3rd instar larvae (Fig. 4a). 19 out of 20 lines exhibited expression in the expected tissue(s) (Supplementary Data 7a, Fig. 4b–d, Supplementary Fig. 20). This includes cases where Gal4 expression closely mirrors that seen in our tissue–secretome data, such as *CG30203-T2A-Gal4*, *Lectin-22c-T2A-*Gal4, and *CG43797-T2A-Gal4*, which are specifically expressed in perineural glia, oenocytes, and gut visceral muscle, respectively (Fig. 4b–d, Supplementary Data 7a). One line did not match our TurboID-labeling experiments—*Obp56e-T2A-Gal4* is expressed primarily in tracheal spiracles (Supplementary Fig. 20), however Obp56e was enriched from heart/nephrocyte and wing disc (Supplementary Data 3b). 

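*Obp56e* (2R of BDGP6.54, from 19712345 to 19712932) was found in 1 of 4924 nuclei of the wing disc clusters 1 and 5, or 0.0203% (95% exact interval 0.000514 to 0.113%). Over all wing, leg and haltere disc clusters it was found in 6 of 8386 nuclei (0.0715%). None of 622 trachea nuclei held it, which allows a share of up to 0.482%. Mixed clusters held 62 of the 90 nuclei with this gene, or 0.832% of their 7448 nuclei, at a median depth of 740 UMIs against 1055 in the discs. The share in the discs lay below that of all nuclei, 0.292%, so the gene was not detectable there above background at this depth. It had too few counts to be tested as a marker gene.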

Since *Obp56e* transcript is not detected in wing discs^57^ (Supplementary Data 6f) or larval nephrocytes^69^, we believe that this is a false positive. One possibility is that the wing disc Gal4 driver (*MS1096-Gal4*) is expressed in tracheal spiracles.

Next, we determined if GFP-tagged target proteins were circulating in hemolymph. We collected hemolymph from 3rd instar larvae and performed anti-GFP western blotting. Encouragingly, we detected a band at the expected molecular weight for 7 out of 19 GFP-tagged lines (Fig. 4e, Supplementary Data 7b). Only 2 out of 5 positive control GFP-tagged proteins were detected using this method (Supplementary Fig. 21), indicating a high false-negative rate and likely explaining why the remaining 11 GFP-tagged proteins were not detected in hemolymph. Interestingly, gene expression and protein band detection are not correlated by a Mann–Whitney test (Supplementary Data 7c), indicating that lack of GFP-tagged protein detection cannot be explained simply by lower gene expression.

Finally, to identify evidence of inter-organ trafficking, we imaged GFP fluorescence in 3rd instar larvae knock-in animals and systematically compared each gene’s tissue-specific expression pattern (Gal4 gene reporter) with its protein localization (GFP protein fusion) (Fig. 4a) across 19 genes. Specifically, we searched cases in which GFP-tagged proteins localized to tissues distinct from their site of synthesis. For CG2444, gene expression was restricted to the fat body, yet the protein localized to the cuticle (Fig. 5a), an important extracellular matrix on the surface of the animal. Similarly, CG6867 was expressed in somatic muscle, and the protein accumulated in wing imaginal discs (Fig. 5b), which develop into the adult wing. Both CG2444-GFP and CG6867-GFP were detected in hemolymph (Fig. 4e), supporting their release into circulation by secretion and shedding, respectively. Notably, for CG6867, we only detected the protein on wing imaginal discs and in the blood using a *UAS-CG6867-GFP* transgene and not with the endogenous CG6867-GFP knock-in line, suggesting the endogenous signal may be below the detection limit. Together, these results suggest that CG2444 is trafficked from fat-to-cuticle, and CG6867 is trafficked from muscle-to-wing imaginal disc.

**Fig. 5:**
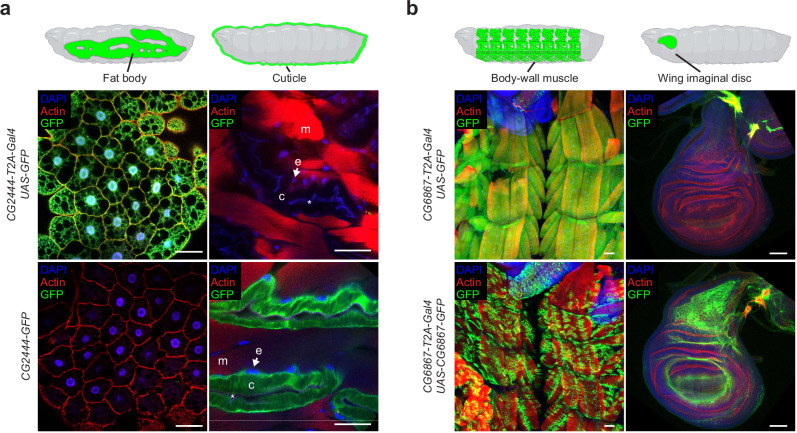
Inter-organ localization of hemolymph proteins. **a** and **b** Confocal microscopy images of dissected tissues from 3rd instar larvae with indicated genotypes, showing anti-GFP (green), phalloidin (red), and DAPI (blue) stains. Autofluorescence of the cuticle is also shown in blue. Images of the same tissue were acquired using identical confocal settings to allow direct comparison of fluorescence intensity. Scale bars are 50 µm. Schematic above confocal images show the location of indicated tissues/structures in 3rd instar larvae. Created in BioRender. Bosch, J. (2026) https://BioRender.com/6etdpnn Experiments were repeated independently twice with similar results. **a** Images are confocal slices. m = muscle, e = epidermal cell nuclei, c = cuticle, asterix (*) = outside face of cuticle. **b** Images are confocal projections.

In summary, our knock-in fly strains validate our tissue–secretome dataset as biologically accurate and containing tissue-specific hemolymph proteins and candidate mediators of inter-organ communication.

## Discussion

This study presents a comprehensive in vivo tissue–secretome map in *Drosophila melanogaster* by integrating proximity labeling, mass spectrometry, single-nucleus RNA-seq, and CRISPR knock-in technology (Fig. 6). We report genetic tools, protocols, and datasets that will broadly benefit the scientific community working on secreted proteins, hemolymph proteins, and inter-organ communication. For example, our datasets can help assign functions to uncharacterized proteins and may be a source of human–fly conserved tissue biomarkers.

**Fig. 6:**
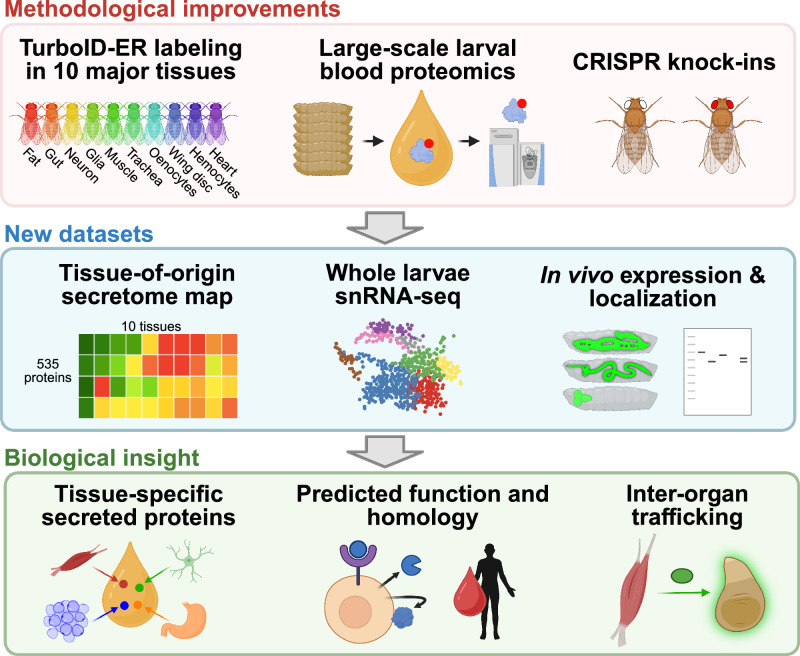
Schematic summary of *Drosophila* tissue–secretome mapping and major findings. Created in BioRender. Bosch, J. (2026) https://BioRender.com/zfrfle5.

We report cell lines and fly strains for labeling secretory proteins in *Drosophila*. In particular, our *UAS-GFP-TurboID-ER* fly lines are compatible with thousands of Gal4 lines^70^ to label secreted proteins in a cell-type-specific manner. Furthermore, generating two-transgene *X-Gal4, UAS-GFP-TurboID-ER* fly lines is made simple by screening for GFP fluorescence in animals. We provide 10 such *GFP-TurboID-ER* lines in this study, which express in major tissue types (e.g., muscle, glia, neurons, etc.) and should be useful to the *Drosophila* community to identify secreted proteins or intracellular ER/Golgi-resident proteins.

In addition, we report optimized protocols for isolating *Drosophila* hemolymph and streptavidin pulldowns. Previous hemolymph collection methods from larvae or adults were not scalable for large-scale streptavidin pulldowns and often do not remove hemocytes and cell debris^20,71,72^. Our protocol yields >3 mg of soluble hemolymph proteins in ~30 min, which is comparable to human blood plasma samples^73^ and is sufficient for streptavidin pulldown and LC–MS/MS^74^. We used larvae because they yield large amounts of hemolymph^75–77^, but this protocol could be adapted for adult flies. Similarly, while we focused on soluble proteins, this protocol could be applied to circulating exosomes, metabolites, and extracellular RNA. Finally, we empirically determined a wash buffer (2% SDS and 4 M Urea) that reduces non-specific binding of abundant LSP proteins to streptavidin beads. While it is unclear whether LSP proteins are representative of other non-specific binders, the inclusion of SDS and high urea concentrations is likely beneficial. Similar conditions have been used by others to reduce background binding to streptavidin beads^78–81^.

We report proteomic datasets of secreted proteins in *Drosophila*. We identified 72 proteins secreted from S2R+ cells, including uncharacterized proteins such as CG5080. Importantly, we report an in vivo tissue–secretome map of 535 proteins in *Drosophila* hemolymph from 10 major tissue types, most of which have no previously described role in hemolymph. The predominance of fat body-derived proteins is expected, as this tissue is functionally analogous to the mammalian liver, the primary source of circulating plasma proteins^82,83^. Unexpectedly, more than half of the circulating proteins originated from a single tissue. While other studies have applied in vivo TurboID-ER labeling in mice^8,11–16,18^, often focusing on a limited number of tissues, our study extends this approach to 10 major tissue types to facilitate cross-tissue analysis of the secretome. In contrast to a previous study that identified protein trafficking between tissues in *Drosophila*^18^, our study focused on circulating proteins, offering a more scalable approach using hemolymph-only collection and enabling direct cross-sample comparison. Finally, using label-free MS of larval hemolymph, we identified 4566 proteins, which is four times more than a previous study^20^. Importantly, tissue-specific labeling identified circulating proteins not observed in bulk hemolymph. Together, these proteomic resources represent a comprehensive dataset of larval *Drosophila* secreted and hemolymph proteins.

Bioinformatic analysis of the 535 tissue-secreted proteins indicates that this dataset is a valuable resource for interrogating extracellular and inter-organ biology. These proteins are enriched for extracellular functions and for tissue-specific pathways consistent with known biology. Notably, we defined at least 143 proteins with annotated features suggestive of inter-organ function, and three proteins that may signal through candidate receptors, providing a foundation for future studies. The large degree of conservation between these fly proteins and human secreted, circulating, and disease-associated proteins underscores the relevance of these data beyond *Drosophila*.

We report a snRNA-seq atlas of whole third instar *Drosophila* larvae, which we used to compare our proteomics results. While previous studies profiled dissected larval tissues^56–58^, we generated a snRNA-seq dataset from intact whole larvae, and it is publicly accessible at flyrnai.org. Interestingly, our snRNA-seq dataset revealed at least two clusters of unknown identity. We identified cell-types corresponding to 8/10 tissues used for TurboID labeling and found convincing overlap between the genes expressed, as well as tissue-specific expression. We did not identify oenocytes and heart/nephrocytes, perhaps because our dataset was relatively small (~30k nuclei) and these cell-types are less frequent. In addition, not all tissue-specific proteins corresponded to cluster-specific marker genes in the snRNA-seq data, which may reflect post-transcriptional regulation, regulated secretion, or limitations in the sensitivity of either method.

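The number of tissue-specific proteins that could be tested was small in several tissues, with 5 tested genes in neurons, 5 in the wing disc and 15 in trachea. In neurons the marker genes among them were *Pgant2*, with a log2 fold change of 2.21 (standard error 0.16, adjusted p = 1.00e-09 from edgeR's quasi-likelihood test), and *RhoGEF3*, with 2.08 (standard error 0.27, adjusted p = 8.44e-07). In trachea they were *CG3777* at 2.07, *scrib* at 1.07 and *Nrg* at 0.70 (standard error 0.16, adjusted p = 0.00143). *Nrg* stayed past the threshold in most settings but fell to 0.51 without replicate 5. In glia they were *CG11670* at 3.53 (standard error 0.68, adjusted p = 0.00172), higher in 6 of 8 libraries, and *CG6357* at 2.15 (standard error 0.63, adjusted p = 0.0190). With each replicate left out, *CG11670* ranged from 2.69 to 3.94. *CG6357* was higher in only 2 of 8 libraries, and its log2 fold change fell to 0.38 without replicate 6, so it rests on few nuclei. In the fat body the largest were *Nepl18* (4.47), *Nepl21* (4.39) and *Obp99c* (4.33), and in the gut *CG9672* reached 4.95, higher in 6 of 8 libraries. The fat body had 95 specific proteins with a gene in the matrix, of which 82 were tested.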

We report a collection of 40 CRISPR/Cas9 knock-in fly strains to investigate the quality of our proteomics data. All but one Gal4 line expressed in the expected tissue(s), including specific patterns in oenocytes, fat body, and hemocytes, as well as sub-cell-types within tissues, such as perineural glia and enterocytes in a sub-region of the midgut. These Gal4 lines may be valuable tools for gene-function studies, including tissue-specific drivers as well as loss-of-function alleles. For example, *CG31821-Gal4* and *CG14298-Gal4* are expressed in circular gut muscles and mouth hook muscles, respectively, which, to our knowledge, are not represented by existing Gal4 drivers. Many of our GFP knock-in lines showed GFP signal in hemolymph or localized to distant tissues, confirming their secretion. Because we generated knock-in fly strains for largely uncharacterized genes, this in vivo data opens areas of investigation. For example, *CG31821-T2A-Gal4* is homozygous lethal, suggesting this gene is essential, and may have functions related to visceral muscle like its human homolog Serine carboxypeptidase 1 (SCPEP1), which is expressed in smooth muscle^84^ and present in plasma^1^. Finally, we showed tissue-specific expression of seven uncharacterized C-type lectins (e.g., Lectin-22c) in the gut, muscle, oenocytes, fat body, and hemocytes. Given the established roles of C-type lectins in innate immunity, their distinct expression patterns may indicate coordinated immune functions across multiple tissues.

Importantly, the generation of these knock-in lines was facilitated by our improved donor plasmids incorporating both positive and negative visible selection markers. Donor backbone integration is a frequent outcome of CRISPR-HDR genome editing^67,68^, yet positive selection markers alone do not distinguish these imprecise events. Our inclusion of a separate marker on the backbone, as used by others^67,68^, enables simple exclusion of backbone integration events prior to labor-intensive molecular validation, substantially reducing screening effort. Thus, these improved *T2A-Gal4* and GFP-fusion donor plasmids should facilitate knock-in generation at additional loci.

Using our knock-in fly strains, we identified two uncharacterized proteins that localize to tissues distinct from their site of synthesis, suggesting they have inter-organ functions. CG2444 belongs to the single von Willebrand factor C-domain (SVC proteins) family^85^, which is thought to respond to environmental challenges. Since the fat body is known to be an integrator of metabolic and immune changes^86^, and the cuticle is a barrier to the environment, including pathogens^87^, CG2444 may be a remote factor from the fat body that alters cuticle composition or function. Our results also suggest a mechanism of CG2444-GFP transcytosis through epidermal cells, like that observed for Serp transcytosis through tracheal cells^88^. CG6867, a transmembrane protein, is the single fly ortholog of vertebrate olfactomedins and closely resembles the human transmembrane protein Gliomedin (GLDN)^53^. Since the ectodomain of Gliomedin is known to be shed^89^ and binds to the extracellular matrix (ECM) protein Perlecan^90^, we hypothesize that the ectodomain of CG6867 is shed from muscle and integrates into the ECM of distal tissues such as the wing imaginal discs. This finding, together with our identification of candidate ectodomains of other transmembrane proteins, suggests that shedding may be an understudied source of circulating inter-organ factors. Future studies of these two candidate inter-organ factors should investigate their roles in target tissues.

An important concern is that TurboID-ER may be secreted and label proteins extracellularly, thus confounding the tissue-specificity imparted by its genetic expression. Indeed, we detected GFP-TurboID-KDEL in S2R+ media and in larval hemolymph. This could be explained by overwhelming the KDEL receptor or by cell culture artifacts, such as cell lysis, and may be addressed by reducing TurboID-ER expression. However, several lines of evidence suggest that extracellular labeling is minimal and does not confound our results. First, ATP levels are low in the extracellular space^91^ and extracellular labeling with TurboID requires added ATP^92^. Second, we saw minimal labeling of abundant cow proteins (from fetal bovine serum) in S2R+ cell culture media, which are not visible on protein gels but are detectable by MS. Third, we saw tissue-specific labeling in vivo rather than widespread labeling of abundant proteins, and the proteomic profiles from tissue-specific labeling vs. total hemolymph were distinct. Finally, the use of a KDEL sequence to retain promiscuous biotin ligases in the ER has been used successfully by others to label tissue-specific secreted proteins^8,11,13–16,18^. Together, these results indicate that while some TurboID-ER is secreted, it does not impact the specificity of our secretome-mapping strategy.

Another concern is artifacts caused by TurboID labeling. For example, our list of 535 tissue-secreted proteins contains a small number of ER-resident, cytoplasmic, and transmembrane proteins. TurboID-ER expression could, in theory, cause biotinylated proteins to mislocalize, such as by protein misfolding, ER-stress, or saturation of KDEL receptors. However, 96% of the proteins identified in our tissue–secretome map were also present in hemolymph from wild-type animals, and our fly strains constitutively expressing TurboID-ER were viable and fertile, arguing against widespread mislocalization or ER-stress toxicity. Furthermore, GFP-tagged knock-in lines confirmed hemolymph secretion for many of these proteins. We also speculate that non-secretory proteins were identified due to mislocalization of TurboID-ER into the cytoplasm and subsequent cell leakage, either of which could be tissue-specific. Indeed, we identified seven ribosomal proteins (e.g., RpL8) specifically from muscle. Finally, transmembrane proteins likely represent shed ectodomains rather than intact membrane proteins, as supported by peptide mapping and their lack of exosome annotations. Therefore, we argue that these possible artifacts do not impede us from identifying true secreted proteins.

We note important limitations with our in vivo TurboID-labeling strategy to identify secreted proteins in hemolymph. Since TurboID-ER labels surface-exposed lysine residues on proteins in the secretory pathway, LC–MS/MS may simply miss proteins that are low abundance, small, or otherwise have few accessible lysines. For example, we did not identify Dilp or Unpaired hormones, although other hormones such as Myo and ITP were identified. In addition, our approach should not identify secreted proteins that bypass the ER or remain locally deposited. Conversely, some proteins identified in hemolymph may not function there, but instead were released by tissue leakage, blood collection, or biotin labeling. These could include ER resident proteins, ECM-deposited proteins, or proteins from other extracellular locations (e.g., tracheal lumen, gut lumen, cuticle). For example, we identified the iotaTrypsin digestive enzyme from gut enterocytes and the ER-resident protein ERp44 from six tissues. Finally, because our analysis was limited to 3rd instar larvae, some proteins relevant to adult physiology or translational contexts may not have been identified.

Additional limitations arise from the use of tissue-specific Gal4 drivers, as their strength, timing, and specificity can influence whether proteins are detected and correctly assigned to their tissue(s) of origin. Weak drivers may produce insufficient TurboID-ER labeling, whereas strong drivers (e.g. *lpp-Gal4*) could increase protein recovery. Temporal expression differences may also limit the detection of proteins secreted earlier in development. Furthermore, some drivers exhibit off-target expression (e.g., *repo-Gal4* and *MS1096-Gal4* in salivary glands, *lpp-Gal4* in glia^93^), which could lead to incorrect tissue assignments. Conversely, some drivers may be too spatially restricted to capture the full secretome of a tissue (e.g., *MS1096-Gal4*, which is limited to the wing disc pouch). Finally, some secreted proteins undergo endocytosis and subsequent re-secretion^94^, which could confound tissue-of-origin assignments if labeling occurs in recipient tissues. For example, we identified Apolpp from muscle in addition to its established fat body origin, though *apolpp* is expressed in muscle^55^ (https://www.flyrnai.org/scRNA/body_larvae/).

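*apolpp*, on chromosome 4 of BDGP6.54 from 1060969 to 1077273, had 5112 ± 2268 CPM (SD, n = 8 libraries) in fat body and 208 ± 214 CPM in muscle. Fat body was higher in 8 of 8 libraries, with a mean log2 ratio of 5.41 after adding 1 CPM (exact paired permutation test, two-sided, p = 0.00781, the smallest p that 8 libraries allow). Clusters that are neither fat body nor muscle had 239 ± 128 CPM. Muscle was above these in 2 of 8 libraries, with a mean log2 ratio of -1.14 (exact permutation test, two-sided, p = 0.273). The share of nuclei with *apolpp* was 84.5% in fat body, 37.6% in muscle and 39.6% in the clusters that are neither, at median depths of 898 UMIs in fat body and 699 in muscle. The share in muscle was thus near that of the other clusters. These include the mixed clusters, where the paper's re-clustering places a fat body group, so they are no clean background. Muscle had 7 to 129 nuclei per library, and its log2 ratio to the other clusters had an SD of 2.62. The comparison therefore neither shows nor excludes expression in muscle. The paper also cites an atlas of the adult fly here, which was not examined.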

In addition to experimental limitations, there is an inherent trade-off between sensitivity and specificity in defining high-confidence tissue-secreted proteins. We set tissue-specific fold-change thresholds to minimize false discoveries and present a highly confident protein set, consistent with common proteomics practice to reduce costly follow-up on false leads. The empirical FDR for these thresholds ranged from 0% to 13.8%, within commonly used ranges (typically ~5%). However, minimizing false discoveries increases false negatives, and proteins not identified as secreted should not be interpreted as truly absent from circulation. Accordingly, our thresholds represent a conservative guideline, and more relaxed thresholds could expand candidate lists depending on tolerance for false discoveries and availability of supporting biological evidence.

An additional limitation concerns the use of C-terminal GFP knock-in alleles to validate circulating proteins by western blot. Although GFP tagging enables direct detection, it may alter folding, stability, trafficking, or proteolytic processing, especially for secreted proteins whose maturation or cleavage may separate GFP from the circulating fragment. Low expression or protein accumulation, combined with a high anti-GFP background, may also cause false negatives. Consistent with this, we observed similarly high false-negative rates for experimental knock-in lines and known hemolymph proteins (Fig. 4e, Supplementary Fig. 21), indicating that limited detection sensitivity is an inherent assay limitation rather than evidence of failed secretion.

Our datasets provide a foundation for further exploration and utility. Researchers can search our datasets to investigate specific proteins/tissues of interest, and we have already experimentally identified at least two candidate inter-organ proteins, highlighting their potential to discover new biology. Additionally, this resource may facilitate the discovery of human biomarkers, as illustrated by our identification of over 300 fly proteins whose human homologs are secreted or detected in plasma. Future studies employing additional Gal4 drivers could expand coverage to tissues not examined here, such as the ring gland or epidermis. Furthermore, this method could be applied to disease models to identify tissue-specific induced factors that promote or prevent pathology. Finally, our tissue-specific TurboID-ER labeling and large-scale collection approach could be adapted to other species, including insect disease vectors, and to other extracellular compartments beyond hemolymph, such as the gut lumen, cuticle, or proteins transferred between individuals.

## Methods

### Plasmid cloning

Plasmid DNAs were constructed and propagated using standard protocols. Briefly, chemically competent TOP10 *E. coli* (Invitrogen, C404010) were transformed with plasmids containing either Ampicillin or Kanamycin resistance genes and were selected on LB-Agar plates with 100 µg/mL Ampicillin or 50 µg/mL Kanamycin. Similarly, gateway destination plasmids containing the *ccdB* toxic gene were propagated in *ccdB*-resistant *E. coli* (Invitrogen, A10460) by culturing in LB containing 100 µg/mL Ampicillin and 25 µg/mL Chloramphenicol. Oligo and dsDNA sequences are in Supplementary Data 8a.

*pMT-EGFP-V5* (Addgene #240240, DGRC #1696) was generated by EcoRI/XbaI (NEB, R3101S, R0145S) restriction enzyme digestion and ligation of PCR-amplified *EGFP* sequence into *pMT/V5-His B* (Invitrogen, V4120-20).

#### Entry vectors

Construction of pEntr vectors (for Gateway cloning) was performed by Gibson assembly (NEB, E2621S) of PCR amplified backbone from *pEntr-dTOPO* (Invitrogen C4040-10) and PCR-amplified gene coding sequence (when appropriate, with or without stop codon).

*pEntr_sfGFP-TurboID* (Addgene #240226, DGRC #1682) and *pEntr_BiP-sfGFP-TurboID-KDEL* (Addgene #240223, DGRC #1679) were generated by Gibson assembly of overlapping PCR-amplified fragments containing *sfGFP*, *TurboID*, and *pEntr* backbone sequences. *sfGFP* (superfolder GFP) was amplified from *pCRISPaint-sfGFP-3xP3-RFP* (Addgene #127566)^65^. *TurboID* was amplified from *pUAS-V5-TurboID-NES* (Addgene #116904)^6^. *BiP* and *KDEL* sequences were added by oligos.

*pEntr_HA-spGFP11* (Addgene #240224, DGRC #1680) was generated by Gibson assembly of a *HA-spGFP11* gBlock DNA fragment into *pEntr* backbone sequence.

*pEntr_spatzle-HA* (Addgene #240227, DGRC #1683) and *pEntr_hhN-HA* (Addgene #240225, DGRC #1681) were generated by Gibson assembly of overlapping PCR-amplified fragments containing *spatzle* or *hhN*, and *pEntr_HA-spGFP11* backbone sequences. *spatzle* sequence was amplified from larval cDNA. *hhN* was amplified from *Actin Hh-FL*^95^. hhN is an N-terminal portion of Hh that normally results after protein cleavage. Full-length spatzle can be cleaved by Easter^96^; however, this is unlikely to occur in S2R+ cells, which express low levels of Easter (DGET, https://www.flyrnai.org/tools/dget/web/). In both cases, the C-terminal HA tag is fused to the mature signaling portion of the protein.

*pEntr_CG6867_nostop* (Addgene #240238, DGRC #1694) was generated by Gibson assembly of PCR-amplified coding sequence into *pEntr* backbone sequence. *CG6867* was amplified from cDNA clone FI21454 (DGRC #1661063).

#### Gateway vectors

*pWal10-roe-sfGFP* (Addgene #240239, DGRC #1695) was generated by PCR amplification of the *sfGFP* sequence from *pCRISPaint-sfGFP-3xP3-RFP* (Addgene #127566)^65^ and ligation into *pWal10-roe*^97^ that was digested with XbaI (NEB, R0145).

#### Gateway cloning LR reactions

*pMT-sfGFP-TurboID* (Addgene #240231, DGRC #1687)*, pMT-sfGFP-TurboID-ER* (Addgene #240230, DGRC #1686)*, pUAS-sfGFP-TurboID-ER* (Addgene #240232, DGRC #1688), pMT-Myc-BirA*G3 (Addgene #240233, DGRC #1689), pMT-Myc-BirA*G3-ER (Addgene #240234, DGRC #1690)*, pUAS-spatzle-HA* (Addgene #240235, DGRC #1691)*, pUAS-hhN-HA* (Addgene #240236, DGRC #1692), and *pUAS-CG6867-sfGFP* (Addgene #240237, DGRC #1693) were constructed by Gateway cloning. Cloning reactions were performed using LR Clonase II Enzyme mix (Invitrogen 11791-020). Published entry plasmids used were pEntr_Myc-BirA*-G3 and pEntr_Myc-BirA*G3-ER (Addgene # 173814)^18^. Published destination plasmids used were *pWalium10-roe*^97^, *pValium10-roe*^97^, and *pMK33-GW*^98^. See Supplementary Data 8b for information on assembled gateway plasmids.

#### Scarless GFP and Gal4 HDR donor plasmids with a GMReya(shRNA) marker

*pHD-sfGFP-ScarlessDsRed-GMR-eya(shRNA)* (Addgene #240228, DGRC #1684) and *pHD-T2A-Gal4-3xP3DsRed-GMR-eya(shRNA)* (Addgene #240229, DGRC #1685) were cloned by first mutating the EcoRI site in *pBS-GMR-eya(shRNA)* (Addgene #157991)^68^ using site-directed mutagenesis (NEB, E0554S) to produce *pBS-GMR-eya(shRNA)_EcoRImut* (Addgene #240222, DGRC #1678). *sfGFP-ScarlessDsRed* was PCR amplified from *pHD-sfGFP-ScarlessDsRed* (Addgene # 80811) (flycrispr.org)^67^, and *T2A-Gal4-ScarlessDsRed* was PCR amplified from Bosch CRISPaint plasmid *pCRISPaint-T2A-GAL4-Hsp70*^99^. Each fragment was cloned into *pBS-GMR-eya(shRNA)_EcoRImut*, which had been digested with SacI and HindIII (NEB, R3156S, R3104S), by Gibson assembly.

#### Cloning homology arms into donor plasmids

For T2A-Gal4 knock-ins, 1–2 kb genomic homology arms were designed that flank a sgRNA target cut site in the 5’ coding sequence. Homology arms were PCR amplified from *nos-Cas9* fly genomic DNA, such that genes on Chr. X or II were amplified from *nos-Cas9attP2*, and genes on Chr. III were amplified from *nos-Cas9attP40*.

For sfGFP knock-ins, 1–2 kb genomic homology arms were designed that flank a sgRNA target cut site near the start (for N-terminal fusion) or stop codon (for C-terminal fusion). Homology arms were amplified as for T2A-Gal4 knock-ins. In addition, we introduced 4–5 mutations in the PAM and spacer sequence that introduce synonymous codons in the coding sequence. Mutations were encoded on PCR primer 5’ extensions or a synthesized dsDNA fragment that bridged the wild-type homology arm and the insert.

PCR amplified homology arms, and in some cases synthesized dsDNA, were assembled in a Gibson reaction with *pHD-T2A-Gal4-ScarlessDsRed-GMR-eya(shRNA)* that had been digested with EcoRI-HF (NEB, R3101S), or *pHD-T2A-Gal4-ScarlessDsRed-GMR-eya(shRNA)* that had been digested with AscI/SacI-HF (NEB, R0558S, R3156S). In some cases, correctly assembled donor plasmids were screened by colony PCR using common primer pairs that flank the homology arms.

#### sgRNA plasmid cloning

sgRNA target sites were selected using the Find CRISPRs tool (v3.1.0) (https://www.flyrnai.org/crispr3/web/)^100^. Plasmids encoding sgRNAs were constructed by annealing oligos and ligating into *pCFD3* (Addgene # 49410)^101^ digested with BpiI (Thermo Fisher, ER1011), or by PCR amplifying dual sgRNA sequences and Gibson cloning into *pCFD5* (Addgene # 73914)^102^ digested with BpiI.

### S2R+ cell culture

*Drosophila* S2R+ cells^27^ were cultured at 25 °C using Schneider’s media (21720-024; Thermo Fisher Scientific) with 10% fetal bovine serum (A3912; Sigma) and 50 U/mL penicillin–streptomycin (15070-063; Thermo Fisher Scientific). Cells were transfected using Effectene (301427; Qiagen) following the manufacturer’s instructions.

For testing TurboID constructs by imaging, S2R+ cells were transfected with *pMT-sfGFP-TurboID* or *pMT-sfGFP-TurboID-ER* plasmids in six-well plates. Four days after transfection, 100 μM CuSO_4_ and 50 μM biotin (Sigma, B4639-1G) were added to induce gene expression and promote biotinylation, respectively. 24 h later, cells were resuspended, diluted to 1 × 10^6^ cells/mL, and transferred to 384-well glass plates (PerkinElmer, 6007558).

For testing labeling of Spz and hhN secreted proteins, S2R+ cells were transfected in six-well plates with *pAct-Gal4* (Y. Hiromi, National Institute of Genetics, Mishima, Japan), and *pUAS-spatzle-HA* or *pUAS-hhN-HA*, and *pMT-GFP-V5* or *pMT-sfGFP-TurboID-ER*.

*S2R*+*-MT-sfGFP-TurboID* (DGRC #350) and *S2R*+*-MT-sfGFP-TurboID-ER* (DGRC #351) stable cell lines were generated by transfecting S2R+ with *pMT-sfGFP-TurboID* or *pMT-sfGFP-TurboID-ER* plasmids in six-well plates. These *pMK33*^42^-derived plasmids contain a Hygromycin resistance gene and a *Metallothionein* promoter to induce gene expression. After 4 days, transfected cells were selected with 200 µg/mL Hygromycin (Calbiochem; 400051-1MU) in Schneider’s medium for ~1 month. *S2R*+-MT-Myc-BirA*G3 and *S2R*+-MT-Myc-BirA*G3-ER cell lines were isolated in the same manner.

For western analysis of biotinylated proteins, *S2R*+*-MT-sfGFP-TurboID* or *S2R*+*-MT-sfGFP-TurboID-ER* cells were grown in T25 flasks until near confluency (8 × 10^6^ cells/mL). 100 μM CuSO_4_ and 50 μM biotin (Sigma, B4639-1G) were added to induce gene expression and promote biotinylation, respectively. 24 h later, cells and culture media were collected separately. First, 1 mL of culture media was collected and centrifuged at 1000×*g* for 5 min to pellet remaining cells. The cell-free media was filtered through a 0.2 µm centrifuge filter (VWR, 525-0017) and concentrated with a 0.5 mL 3 kDa centrifuge filter (Sigma, UFC500324) at 14,000×*g*. To help remove excess biotin from the sample, 500 µL of PBS was added to the retentate on the column, and the sample was centrifuged again. This biotin wash was performed 2×. The retentate was recovered (~25 µL) and protein concentration determined by BCA assay (Thermo Fisher, 23227). Second, the transfected cells were resuspended, centrifuged at 1000×*g* for 5 min, and the supernatant was discarded. The cell pellet was resuspended in PBS, and centrifugation was repeated; the supernatant was discarded, the cell pellet was lysed in RIPA buffer with protease inhibitors (Thermo Fisher, 89901, 87786), and the protein concentration was determined by BCA assay.

For small-scale streptavidin pulldown experiments involving transfection, 4 days after transfection in six-well plates, 100 μM CuSO4 and 50 μM biotin (Sigma, B4639-1G) were added to induce gene expression and promote biotinylation, respectively. For small-scale streptavidin pulldown experiments involving stable cell lines, cells were grown to ~8 × 10^6^ cells/mL in six-well plates, and 100 μM CuSO_4_ and 50 μM biotin were added to induce gene expression and promote biotinylation, respectively. 24 h later, 1 mL of culture media was collected and centrifuged at 1000×*g* for 5 min to pellet remaining cells. The cell-free media was filtered through a 0.2 µm centrifuge filter (VWR, 525-0017) and concentrated with 0.5 mL 3 kDa centrifuge filter (Sigma, UFC500324) at 14,000×*g*. To help remove excess biotin from the sample, 500 µL of PBS was added to the retentate on the column, and the sample was centrifuged again. This biotin wash was performed 2×. The retentate was recovered (~25 µL) and protein concentration determined by BCA assay (Thermo Fisher, 23227).

For large-scale streptavidin pulldown experiments, *S2R*+*-MT-sfGFP-TurboID* and *S2R*+*-MT-sfGFP-TurboID-ER* cells were grown in 182 cm^2^ cell culture flasks (hold 30 mL volume) until nearly confluent (8 × 10^6^ cells/mL). 100 μM CuSO_4_ and 50 μM biotin (Sigma, B4639-1G) were added to induce gene expression and promote biotinylation, respectively. 24 h later, 30 mL of culture media was collected and centrifuged at 1000×*g* for 5 min to pellet remaining cells. The cell-free media was filtered through a 0.2 µm centrifuge filter (Thomas Scientific, 229710) and concentrated with 15 mL 3 kDa centrifuge filter (Sigma, UFC900324) at 4000×*g*. To help remove excess biotin from the sample, 15 mL of PBS was added to the retentate on the column, and the sample was centrifuged again. This biotin wash was performed 2×. The retentate was recovered (200–500 µL) and protein concentration determined by BCA assay (Thermo Fisher, 23227).

### Antibody staining and imaging

S2R+ cells in 384-well plates were fixed in 4% paraformaldehyde (Electron Microscopy Sciences, 15710) for 30 min, washed with PBS with 0.1% Triton X-100 (PBT) three times for 5 min each, stained with primary antibodies overnight at 4˚ °C, washed with PBT, stained with secondary antibodies for 2 h at 25˚ °C, and washed with PBS. Plates were imaged on an IN Cell Analyzer 6000 (GE Healthcare) using a ×60 objective. Images were processed using Fiji (v2.14) software.

Antibodies used:

mouse anti-Cnx99A (1:10, DSHB, Cnx99A 6-2-1)

chicken anti-GFP (1:1000, AVES labs GFP1020)

streptavidin-647 (1:500, Thermo Fisher, S21374)

goat anti-chicken 488 (1:500, Thermo Fisher, A-11039)

donkey anti-mouse 488 (1:500, Molecular Probes A-21202)

rabbit anti-myc (1:250, Cell Signaling 71D10)

donkey anti-rabbit 488 (1:500, Molecular Probes A21206)

Whole larvae fluorescence was imaged by immobilizing 3rd instar larvae in a drop of PBS in a glass-well dish on a slide warmer (set to maximum) for 5 min. Larvae were imaged on a Zeiss Axio Zoom V16 fluorescence microscope. Tissue-Gal4, UAS-GFP-TurboID-ER lines were crossed with *UAS-6x-GFP* to boost the fluorescence signal.

For imaging larval tissues, wandering 3rd instar larvae were dissected in PBS, and tissues were fixed in 4% paraformaldehyde for 20 min. Tissues were permeabilized in PBT, blocked for 1 h in 5% normal goat serum (S-1000, Vector Labs) at room temperature, and incubated with anti-GFP antibody overnight at 4 °C, washed with PBT, incubated with anti-chicken 488 and phalloidin and DAPI for 4 h at room temperature, washed with PBT and PBS, and incubated in mounting media (90% glycerol + 10% PBS) overnight at 4 °C. Stained tissues were mounted on a glass slide under a coverslip using Vectashield (H-1000, Vector Laboratories Inc). Images of stained tissues were acquired on a Zeiss 780 confocal microscope. Images were processed using Fiji (v2.14) software.

Antibodies/stains used:

chicken anti-GFP (1:1000, AVES labs GFP1020)

goat anti-chicken 488 (1:500, Thermo Fisher, A-11039)

phalloidin-660 (1:40, Invitrogen, A22285)

DAPI (1:1000, Invitrogen, D1306)

### Western blotting and SDS–PAGE gel staining

Protein or cell samples were denatured in 2× SDS Sample buffer (100 mM Tris–Cl, pH 6.8, 4% SDS, 0.2% bromophenol blue, 20% glycerol, 0.58 M β-mercaptoethanol) by boiling for 10 min. Denatured proteins and Pageruler Prestained Protein Ladder (Thermo Fisher Scientific 26616) were loaded into 4–20% Mini-PROTEAN TGX gels (Biorad 4561096) using running buffer (25 mM Tris, 192 mM glycine, 0.1% SDS, pH 8.3). Equal amounts of denatured proteins were loaded per lane unless otherwise noted. Gels were run at 100–200 V in a Mini-PROTEAN Tetra Vertical Electrophoresis Cell (Biorad 1658004).

Denatured proteins loaded per lane:

Fig. 4e—3.6 µg

Supplementary Fig. 3a and b—15 µg

Supplementary Fig. 3c and d—15 µg

Supplementary Fig. 4—Pulldown: Not determined due to sample buffer elution. 20 µL loaded.

Supplementary Fig. 4—Input: 5.4 µg

Supplementary Fig. 5a—Not determined due to sample buffer elution. 20 µL loaded.

Supplementary Fig. 5b—Input: 5.4 µg

Supplementary Fig. 5b—Flowthrough: same volume as input

Supplementary Fig. 5b—Pulldown: Not determined due to sample buffer elution. 20 µL loaded.

Supplementary Fig. 6c and d—3.6 µg

Supplementary Fig. 6e—Dilution series, µg loaded indicated on the figure.

Supplementary Fig. 7c—Not determined due to sample buffer elution. 20 µL loaded.

Supplementary Fig. 7d—20 µg

Supplementary Fig. 8a—Not determined due to sample buffer elution. 20 µL loaded.

Supplementary Fig. 8b—Not determined due to sample buffer elution. 20 µL loaded.

Supplementary Fig. 21—3.6 µg

For large-scale pulldown/M.S. involving excised Coomassie-stained gel bands, 5/6th of the elution was run on a gel, and individual protein bands were excised, whereas 1/6th of the elution was run 1 cm into the gel, and the entire lane was excised.

For western blotting, proteins were transferred to Immobilon-FL PVDF (Millipore IPFL00010) in transfer buffer (25 mM Tris, 192 mM glycine) using a Trans-Blot Turbo Transfer System (Biorad 1704150) (Standard SD program). When applicable, blots were stained with Ponceau S Solution (Sigma, P7170) for 5 min, washed with ddH_2_O, imaged on a ChemiDoc MP Imaging System (BioRad), and destained in 0.1 M NaOH. Blots were incubated in TBST (1 × TBS + 0.1% Tween20) for 20 min on an orbital shaker, blocked in 3% BSA (Sigma, A3912) in TBST for 1 h at room temperature, and incubated with primary antibody diluted in blocking solution overnight at 4 °C. Blots were washed with TBST and incubated in secondary antibody in blocking solution for 4 h at room temperature. Blots were washed in TBST before detection of proteins. HRP-conjugated streptavidin or secondary antibodies were visualized using ECL (34580, ThermoFisher). Fluorophore-conjugated secondary antibodies were visualized using fluorescence. Blots were imaged on a ChemiDoc MP Imaging System (BioRad). Target proteins were reprobed by incubating blots with stripping buffer (Thermo Scientific 46430) following the manufacturer’s instructions, re-blocked in 3% BSA in TBST, and incubated with primary antibody overnight as described.

Antibodies used:

Streptavidin-HRP (0.3 µg/mL, Thermo Fisher, S911)

Rhodamine Anti-Actin (1:10,000, Biorad 12004163)

rabbit anti-GFP (1:5000, Invitrogen a6455)

goat anti-rabbit 800 (1:5000, Thermo Fisher, A32730)

chicken anti-HA (1:5000, Aves, ET-HA100)

goat anti-chicken-HRP (1:1000, Sigma, SAB3700199)

rabbit anti-LSP-1γ (1:5000)^103^

rabbit anti-myc (1:2000, Cell Signaling 71D10)

donkey anti-rabbit-HRP (1:3000, Amersham NA934)

SDS–PAGE gels were stained using silver staining or Coomassie staining. For silver-stained gels, we used the Pierce Silver Stain Kit (Thermo Fisher, 24612). For Coomassie staining, SDS–PAGE gels were fixed in fixing solution (40% Methanol/10% acetic acid) for 1 h, stained in 0.25% Coomassie Brilliant Blue R-250 in fixing solution for 4 h, and destained in fixing solution. Stained gels were imaged on a ChemiDoc MP Imaging System. Gel lanes and bands were cut out using a clean razor blade.

### Streptavidin pulldowns

Streptavidin pulldowns were performed as previously^6^ with modifications noted.

For small-scale pulldowns (i.e., for western analysis), 360 µg of sample was resuspended in 500 µL RIPA buffer + protease inhibitors (Thermo Fisher, 89901, 87786). 7.5 µL of resuspended sample was removed as input and boiled with 7.5 µL 4× SDS Sample Buffer (200 mM Tris–Cl pH 6.8, 8% SDS, 0.4% bromophenol blue, 40% glycerol, 1.16 M β-mercaptoethanol). 30 µL of magnetic streptavidin beads (Pierce 88817) were washed in RIPA buffer using a magnetic rack (Bio-Rad, 1614916), combined with the sample, and allowed to bind the beads for 1 h at room temperature. Note that Supplementary Fig. 5b used the small-scale pulldown protocol.

For large-scale pulldowns (i.e., for LC–MS/MS), 3 mg of sample was diluted with RIPA buffer + 1× protease inhibitors to 500 µL total volume. 5 µL of this sample input was retained and boiled with 4× sample buffer for later SDS–PAGE analysis. 250 µL of magnetic streptavidin beads were washed in RIPA buffer using a magnetic rack, combined with the sample, and allowed to bind the beads for 1 h at room temperature. Note that Supplementary Fig. 5a used the large-scale pulldown protocol.

Sample + beads were incubated rocking for one hour at room temperature. Beads were washed sequentially to remove nonspecific binders (1 mL for each wash): twice with RIPA buffer, once with 1 M KCl, once with 0.1 M Na_2_CO_3_, once with 2 M urea in 10 mM Tris–HCl (pH 8.0), and twice with RIPA buffer.

To reduce non-specific binding to beads, we tested alternative urea wash steps, which ranged from 2, 4, 6, or 8 M urea and 0%, 1%, or 2% SDS. We used 4 M urea + 2% SDS in 10 mM Tris–HCl pH 8.0, for pulldowns for the full 10-tissue secretome map using TMT labeling and LC–MS/MS.

For elution of biotinylated proteins from beads to run on an SDS–PAGE gel, beads were boiled in 30 µL of 3× SDS Sample buffer with biotin and DTT (150 mM Tris–Cl pH 6.8, 6% SDS, 0.3% bromophenol blue, 30% glycerol, 0.87 M β-mercaptoethanol, 2 mM biotin, 20 mM DTT) for 10 min.

For submission of biotinylated proteins for on-bead digestion, we suspended washed beads in 500 µL in PBS (for LC–MS/MS using spectral counting) or RIPA buffer (for LC–MS/MS using TMT labeling).

### Protein localization prediction and searching

Uniprot entry #s from LC–MS/MS data were input into the Uniprot Retrieve/ID mapping tool (https://www.uniprot.org/id-mapping), and exported fields “Subcellular Location”, “Topological domain”, “Transmembrane”, and “Signal”. For the “Subcellular Location” and “Topological domain” fields, secreted and/or transmembrane proteins were identified using the keywords “secreted” or “extracellular”. For the “Transmembrane” and “Signal” fields, secreted and/or transmembrane proteins were identified by the presence of a predicted transmembrane domain or signal sequence, respectively.

Uniprot entry #s were converted to FlyBase gene names (FBgns), input into the Flybase Batch Download tool (http://flybase.org/batchdownload), and exported the field “Gene Ontology(GO): Cellular Component”. Secreted and/or transmembrane proteins were identified using keywords “extracellular space; GO:0005615” or “extracellular region; GO:0005576”.

FBgns were compared with predictions of “Secreted proteins” and “Trans-membrane proteins”, the Gene List Annotation for *Drosophila* (GLAD) tool (v1.0) (https://www.flyrnai.org/tools/glad/web/)^52^.

FBgns were converted to Flybase polypeptides (FBpp) for all protein isoforms (http://flybase.org/download/sequence/batch) and used as input for SignalP 6.0^104^, SignalP 5.0^105^, TMHMM 2.0^106^, DeepTMHMM 1.0^107^, and DeepLoc 2.0^108^. In all cases, the default threshold of each software package was used to classify whether a protein had a secretion signal sequence (SignalP), transmembrane domain (TMHMM and DeepTMHMM), or “Extracellular” localization (DeepLoc). To maximize identifying domains suggestive of secretion, any single protein isoform that scored as secreted, transmembrane, or extracellular was used as a representative of the gene encoding all protein isoforms.

We classified proteins as either “secreted” or “transmembrane” by comparing localization predictions from Uniprot, Flybase, GLAD, and bioinformatic prediction software. For example, proteins that contained a secretion signal sequence with no transmembrane domain were classified as “secreted”, and proteins that contained a transmembrane domain as “transmembrane”.

535 tissue-secreted proteins were designated “found in or annotated as in hemolymph” by combined searching of the term “hemolymph” (FBbt:00005061) on Flybase, Uniprot subcellular location “hemolymph”, presence in a previous 3rd instar hemolymph proteomic dataset^20^, and presence in this study’s label-free 3rd instar hemolymph proteomic dataset. 535 tissue-secreted proteins were designated “known function in hemolymph” and sub-functional categories (e.g., Hormone/growth factor) by manual curation using Flybase reports and literature searching.

Pie charts were made using Prism (v10.4.1) (Graphpad).

### Homology and disease association searching

Fly genes with at least one human homolog were identified using the DIOPT Ortholog Finder (https://www.flyrnai.org/diopt) version 10.0^109^ by searching Fly → Human using Flybase gene numbers (FBgns) corresponding to the 535 tissue-specific proteins. Homologs were defined as having a DIOPT score of 3 or higher.

Fly genes that correspond to conserved secreted and/or plasma proteins were identified by querying DIOPT Human → Fly using a list of human secreted proteins and a list of human plasma proteins from the Human Protein Atlas^2^. Homologs were defined as having a DIOPT score of 3 or higher.

Fly genes with at least one human homolog with at least one OMIM phenotype were identified using FlyBase (dmel_human_orthologs_disease_fb_2025_05.tsv).

### Bioinformatic definition of small and large proteins

The *Drosophila* proteome containing 30,836 protein isoforms was downloaded from Flybase (dmel-all-translation-r6.66.fasta). A Python (v3.13.2) script was used to extract FBgn IDs encoding proteins 100aa or smaller for all protein isoforms (847 in total). A separate Python script was used to extract FBgn IDs encoding any protein isoforms larger than 100aa (13,139 in total).

### *Drosophila* genetics

Flies were maintained on standard fly food at 25 °C. All in vivo experiments were performed using wandering third instar *Drosophila melanogaster* larvae (5 days after egg laying), unless otherwise indicated. Larvae were not sexed except where specified.

Fly stocks were obtained from the Perrimon lab collection, stock centers, donating labs, or generated in this study (see below).

Perrimon Lab stocks:

*Lpp-Gal4* (Chr. III)

*Hml-Gal4* (Chr. X)

*yw; nos-Cas9 attp40* (Chr. II)

*yw; nos-Cas9 attp2* (Chr. III)

Bloomington *Drosophila* Stock Center:

*w*^*1118*^ (5905)

*repo-Gal4* (7415)

*promE-Gal4* (65405)

*elav-Gal4* (8760)

*MS10906-Gal4* (8860)

*mef2-Gal4* (27390)

w[1118]; Herm[3xP3-ECFP,alphatub-piggyBacK10]M6; MKRS/TM6B, Tb[1]) (32070)

yv,P[y[+t7.7] = nos-phiC31\int.NLS]X;P [y[+t7.7] = CaryP]attP40 (25709)

P[y[+t7.7] = nos-phiC31\int.NLS]X, y(1) sc(1) v(1) sev(21); P[y[+t7.7] = CaryP]attP2 (25710)

*UAS-6x-GFP* (52262)

Kyoto Stock Center:

*btl-Gal4* (105276)

*myo1a-Gal4* (112001)

Other sources:

*4xHand-Gal4* ^110^

This study (BDSC stock # indicated):

*w; UAS-sfGFP-TurboID-ER Chr.II* (BDSC 606643)

*w;; UAS-sfGFP-TurboID-ER Chr.III* (BDSC 606644)

*w;; Mef2-Gal4, UAS-sfGFP-TurboID-ER/TM3, Sb* (BDSC 606645)

*w, MS1096-Gal4; UAS-sfGFP-TurboID-ER* (BDSC 606646)

*w;; 4xHand-Gal4, UAS-sfGFP-TurboID-ER/CyO* (BDSC 606647)

*w, hml-Gal4; UAS-sfGFP-TurboID-ER* (BDSC 606648)

*w;; promE-Gal4, UAS-sfGFP-TurboID-ER/TM3* (BDSC 606649)

*w; Myola-Gal4, UAS-sfGFP-TurboID-ER/CyO* (BDSC 606650)

*w;; lpp-Gal4, UAS-sfGFP-TurboID-ER/TM3* (BDSC 606651)

*w;; btl-Gal4, UAS-sfGFP-TurboID-ER/TM3* (BDSC 606652)

*w;; elav-Gal4, UAS-sfGFP-TurboID-ER/TM3* (BDSC 606653)

*w;; repo-Gal4, UAS-sfGFP-TurboID-ER/TM3* (BDSC 606695)

*yw;; UAS-CG6867-sfGFP* (BDSC 606654)

See Supplementary Data 7 for information on knock-in fly strains.

Transgenic flies were made by injecting an *attB*-containing plasmid at 200 ng/µL into *nos-PhiC31* integrase-expressing embryos that contain an *attP* landing site (*attP40* or *attP2*). The plasmid contains a *white+* marker gene for positive selection. Injected adults were outcrossed to *white-* balancer chromosome lines to isolate transgenic founder flies with *white*+(red) eyes and generate balanced stocks.

Fly strains stably carrying both *Gal4* and *UAS-sfGFP-TurboID-ER* transgenes were generated by genetic crosses between *Gal4* strains with *UAS-sfGFP-TurboID-ER*, using recombination in cases where both transgenes were on the same chromosome. Isolating flies carrying both transgenes was aided by manually selecting larvae or adults that contained GFP fluorescence, using a Zeiss Axio Zoom V16 fluorescence microscope.

Knock-in flies were made by co-injecting the sgRNA plasmid and donor plasmid (500 ng/µL total) into *nos-Cas9* embryos. We used a 5:1 ratio of donor:sgRNA plasmid. *nos-Cas9 attp40* was used for targeting genes on Chr. III and *nos-Cas9 attp2* was used for targeting genes on Chr. X, II, and IV. Injected embryos were raised to adult flies, which were outcrossed to *yw*, and adult progeny were screened for RFP+ fluorescent eyes on a Zeiss Axio Zoom V16 fluorescence microscope. Injected males were set up as single male crosses to *yw* females, and injected females were set up as pooled crosses with *yw* males. We recorded the number of injected male crosses or pooled female crosses that gave any RFP+ progeny. We also recorded the number of injected male crosses or pooled female crosses that gave any RFP+ progeny that had small eyes. Candidate knock-in flies (RFP+, normal-size eyes) were outcrossed to a balancer chromosome to establish a stock, while also collecting RFP+ flies for PCR genotyping. Genomic DNA was isolated from 25 adult RFP+ flies using the Quick-DNA miniprep kit (Zymo, D3024). Candidate RFP+ lines were genotyped by PCR by amplifying and sequencing the region flanking both homology arms. Primers that amplify the homology arm region were designed such that one primer binds to the genomic sequence distal to the homology arm and the other primer binds to the insert sequence. This strategy ensures that the target locus is amplified. Amplified homology arm regions were Sanger sequenced to confirm the correct knock-in event. The overall knock-in success rate was calculated as the number of targeting constructs (i.e., unique injection mixes) vs. the number of successful knock-in fly strains.

To generate scarless sfGFP-tagged knock-in lines, the *3xP3-RFP* marker was removed by crossing pre-excision alleles to a PBac transposase strain (*Herm[3xP3-ECFP,alphatub-piggyBacK10]M6*), outcrossing F1 progeny to a balancer strain, and selecting F2 progeny that lack the RFP+ eye marker. Candidate sfGFP-tagged alleles were genotyped as described above, using one primer that binds the *GFP* sequence and one that binds distal to the homology arm.

### Larval hemolymph isolation

#### Large-scale collection (for streptavidin pulldowns)

To synchronize developmental timing and prevent overcrowding of larvae, we allowed adult flies to lay eggs on food with yeast pellets for 6–8 h, and progeny were raised at 25 °C. Four days later, larvae were floated with 20% Glycerol (Sigma, G7757-1GA) and ~200 were transferred to fresh fly food containing excess biotin (Sigma, B4639-1G). Biotin fly food was prepared by mixing a biotin stock solution (1 mM Biotin in H_2_O) 1:10 with microwaved liquid fly food (final 100 µM Biotin). Transferred larvae were raised on biotin fly food at 25 °C for 24 h. Five-day-old larvae were floated with 20% Glycerol and washed using a mesh basket (Genesee Scientific, 46-102, 57-107, 57-101) to remove excess biotin fly food stuck to larvae. 1 g washed larvae (~400 larvae) were transferred to a glass dish (Carolina Biological Supply 742300) on ice. Larvae were washed with ice-cold PBS (Gibco, 10010023) in the glass dish until no food particles remained, after which larvae were resuspended in 1000 µL ice cold PBS.

Larvae were bled using microscissors (World Precision Instruments, 501778) to nick the posterior cuticle. Larval bleeding for each sample (~400 larvae) was performed within ~30 min while keeping the glass dish on ice. Larval blood in PBS was filtered through a 100 µm cell strainer (Falcon, 352360) to remove carcasses, using ice-cold PBS to gently rinse the glass dish and carcasses in the cell strainer, finishing with no more than 15 mL diluted crude larval blood in PBS per sample (~400 larvae). Crude diluted blood was centrifuged at 250×*g* for 10 min, the supernatant was passed through a 0.8 µm/0.2 µm filter (Pall Corporation 4187) using a 30 mL syringe (BD 309650), and the flowthrough was centrifuged through a 15 mL 3 kDa centrifugal filter unit (Millipore UFC9003) at 4000×*g*. The resulting ~250 µL purified, concentrated blood was removed from the centrifugal filter unit and diluted with 500 µL RIPA (Thermo Fisher, 89901) + 1.5× protease inhibitors (Thermo Fisher, 87786). Protein concentration was determined using a BCA assay (Thermo Fisher, 23227). The remaining sample was snap-frozen in liquid nitrogen and stored at −80 °C.

#### Small-scale collection (for non-pulldowns, for western blotting)

Twenty 3rd instar larvae were washed in cold PBS and transferred to a paper towel to dry for 1 min. Larvae were transferred to a 1” × 1” square of parafilm. Larvae were bled using microscissors (World Precision Instruments, 501778) to nick the posterior cuticle, and the carcasses were pushed together to pool the bled hemolymph. 2 µL of raw hemolymph was removed and transferred to 10 µL of cold PBS. The diluted hemolymph was centrifuged at 1000×*g* for 10 min at 4 °C to pellet cells and tissue. 10 µL of supernatant was transferred to a new tube containing 10 µL 4× sample buffer and boiled for 10 min.

### LC–MS/MS for pilot TurboID-ER labeling experiments in S2R+ cells and hemolymph

Protein samples were reduced with 55 mM DTT, alkylated with 10 mM iodoacetamide (Sigma-Aldrich), and digested overnight with TPCK-modified trypsin/LysC (Promega) at pH = 8.3. Peptides were immunoprecipitated with a pTyr antibody, dried out in a SpeedVac, resuspended in 10 μL of 1% Acetonitrile/98.9% Water, 0.1% Formic acid. 3 μL of the digested protein samples were analyzed in positive ion mode via microcapillary tandem mass spectrometry (LC–MS/MS) using a high-resolution hybrid QExactive HF Orbitrap Mass Spectrometer (Thermo Fisher Scientific) via HCD with data-dependent analysis (DDA) with 1 MS1 scan followed by 8 MS2 scans per cycle (Top 8). Peptides were delivered and separated using an EASY-nLC1000 nanoflow UPLC (Thermo Fisher Scientific) at 300 nL/min using self-packed 15 cm length × 75 μm i.d. C18 fritted microcapillary columns. Solvent gradient conditions were 90 min from 3% B buffer to 38% B (B buffer: 100% acetonitrile; A buffer: 0.9% acetonitrile/0.1% formic acid/99.0% water). MS/MS spectra were analyzed using Mascot Version 2.7 (Matrix Science) by searching the reversed and concatenated *Drosophila* protein Database: the Drosophila_20180328 database (unknown version, 13767 entries) with a parent ion tolerance of 18 ppm and fragment ion tolerance of 0.05 Da. Carbamidomethylation of cysteine (+57.0293 Da) was specified as a fixed modification, and oxidation of Methionine (+15.9949 Da), deamidation of Asparagine/Glutamine (+0.984 Da) as variable modifications. Results were imported into Scaffold Q+S 5.0 software (Proteome Software, Inc.) with a peptide threshold of ~70%, protein threshold of 95%, resulting in a peptide false discovery rate (FDR) of ~1%.

For tissue-labeling experiments involving whole-lane in-gel digestion, tissue-enriched proteins were calculated as >3 spectral counts from the tissue and at least 0.25 enrichment (# spectral counts from specific tissue/# spectral counts from all tissues).

### Tissue secretome map: On-bead trypsin digestion of biotinylated proteins

On-bead trypsin digestion was performed as described previously^6^. The biotin-labeled proteins bound to magnetic beads were further washed to remove detergent traces. Magnetic beads were immobilized and washed twice with 200 μL of 50 mM Tris–HCl buffer (pH 7.5), followed by two washes with 2 M urea/50 mM Tris (pH 7.5) buffer. A partial trypsin digestion was performed to release proteins from the beads by using 80 μL of 2 M urea/50 mM Tris containing 1 mM DTT and 0.4 μg trypsin (Mass Spectrometry Grade, Promega, catalog #V5280) for 1 h at 25 °C. Magnetic beads were immobilized and the supernatant containing partially digested proteins was transferred to a fresh tube. The beads were washed twice with 60 μL of 2 M urea/50 mM Tris buffer (pH 7.5), and the washes were combined with the on-bead digest supernatant. Proteins were reduced with 4 mM DTT for 30 min at 25 °C with shaking, followed by alkylation with 10 mM iodoacetamide for 45 min in the dark at 25 °C. Proteins were completely digested by adding 0.5 μg of trypsin and incubating overnight at 25 °C with shaking. Following the overnight incubation, samples were acidified to 1% formic acid (FA) and desalted using stage tips containing 2× C18 disks (Empore, Fisher Scientific catalog # 13-110-019) as described next. The stage tip column was conditioned with 1 × 100 μL methanol, 1 × 100 μL 50% acetonitrile (ACN)/1% FA, and 2 × 100 μL 0.1% FA washes. Acidified peptides were bound to the column, washed with 2 × 100 μL 0.1% FA, and eluted with 50 μL 50% ACN/0.1% FA. Eluted peptides were dried using a vacuum concentrator.

### Tissue secretome map: TMT-labeling and fractionation of peptides

Desalted peptides were labeled with 10-plex TMT reagents (ThermoFisher Scientific, catalog #9406) and fractionated as described previously^6^. Dried peptides were reconstituted in 100 μL of 50 mM HEPES, labeled using 0.8 mg of TMT reagent in 41 μL of anhydrous acetonitrile for 1 h at room temperature. The TMT reactions were quenched with 8 μL of 5% hydroxylamine at room temperature for 15 min with shaking, and the labeled peptides were desalted on C18 stage tips as described above. Peptides were fractionated by basic reverse phase using styrenedivinylbenzene-reverse phase sulfonate (SDB-RPS, Empore, Fisher Scientific catalog # 13-110-023) material in stage tip columns. Two-disc punches were packed in a tip and equilibrated with 50 μL methanol, 50 μL 50% CAN/0.1% FA, and 2 × 75 μL 0.1% FA washes. Peptides were reconstituted in 0.1% FA and loaded into the column, followed by conditioning with 25 μL of 20 mM ammonium formate (AF). Next, peptides were sequentially eluted into 6 × 100 μL fractions with 20 mM AF and varying concentrations of ACN: 5%, 10%, 15%, 20%, 30%, and 55%. The six peptide fractions were dried by vacuum centrifugation.

### Tissue secretome map: liquid chromatography and mass spectrometry analysis

Desalted peptides were resuspended in 9 μL of 3% ACN/0.1% FA and analyzed by online nanoflow liquid chromatography tandem mass spectrometry (LC–MS/MS) using a Proxeon Easy-nLC 1200 coupled to a Q Exactive HF-X Hybrid Quadrupole-Orbitrap Mass Spectrometer (ThermoFisher Scientific) set to positive ion mode acquisition. Four μL of sample from each fraction were injected in a capillary column (360 × 75 µm, 50 °C) containing an integrated emitter tip packed to a length of approximately 25 cm with ReproSil-Pur C18-AQ 1.9 μm beads (Dr. Maisch GmbH, catalog # r119.aq). Chromatography was performed with a 110 min gradient of solvent A (3% ACN/0.1% FA) and solvent B (90% ACN/0.1% FA). The gradient profile, described as min:% solvent B, was 0:2, 1:6, 85:30, 94:60, 95:90, 100:90, 101:50, 110:50. Ion acquisition was performed in data-dependent MS2 (ddMS2) mode with the following relevant parameters: MS1 acquisition (60,000 resolution, 3E6 AGC target, 10 ms max injection time) and MS2 acquisition (Loop count = 20, 0.7*m*/*z* isolation window, 31 NCE, 45,000 resolution, 5E4 AGC target, 105 ms max injection time, 1E4 intensity threshold, 15 s dynamic exclusion, and charge exclusion for unassigned, 1 and >6).

### Tissue secretome map: proteomic data analysis

Collected RAW LC–MS/MS data were analyzed using the Spectrum Mill software package v6.1 pre-release (Agilent Technologies). MS2 spectra were extracted from RAW files and merged if originating from the same precursor, or within a retention time window of ±60 s and *m*/*z* range of ±1.4, followed by filtering for precursor mass range of 750–6000 Da and sequence tag length > 0. MS/MS search was performed against a custom concatenated FASTA database containing (1) the *Drosophila melanogaster* UniProt (www.uniprot.org) protein database (UP000000803) downloaded in September 2018, (2) a list of common non-human and non-fly contaminants, and (3) the GFP-TurboID-KDEL protein sequence (Supplementary Note 5). Search parameters were set to “Trypsin allow P”, <5 missed cleavages, fixed modifications (cysteine carbamidomethylation and TMT10 on N-term and internal lysine), and variable modifications (oxidized methionine, acetylation of the protein N-terminus, pyroglutamic acid on N-term Q, pyro carbamidomethyl on N-term C, and NHS-Biotin on K). Matching criteria included a 30% minimum matched peak intensity and a precursor and product mass tolerance of ±20 ppm. Peptide-level matches were validated if found to be below the 1.0% false discovery rate (FDR) threshold and within a precursor charge range of 2–5. TMT reporter ion intensities were corrected for isotopic impurities in the Spectrum Mill protein/peptide summary module using the afRICA correction method, which implements determinant calculations according to Cramer’s Rule^111^ and correction factors obtained from the reagent manufacturer’s certificate of analysis (Thermo Fisher, cat. # 90406, lot # UA280170).

A protein-centric summary containing TMT channel intensities was exported from Spectrum Mill for downstream analysis in the R (v4.1.0) environment for statistical computing. Proteins were filtered to remove those that do not originate from *Drosophila* or the TurboID protein. TMT quantitative values were removed if <2 peptides were quantified, or the protein score was below 20 for the plex to avoid low-quality quantification. In addition, proteins with a PaxDB (v5.0) score^112^ >1500 ppm are removed to remove extremely abundant contaminant proteins (e.g., ribosomes). Sample agreement and outliers were inspected by principal component analysis. Those with large distances in PC1 and PC2 from the average of the experimental group were flagged and manually inspected. Two outlier samples were detected and removed for downstream analysis. Downstream analysis was performed on each plex and tissue group separately. First, log TMT ratios were calculated by dividing by the median of the negative control samples within that plex and log2-transformed. Two-sample moderated *T*-tests were performed using the limma package (v3.48.3) in R with correction for multiple testing by calculating local FDR^113^, producing protein log_2_ fold-changes (logFC) and *q*-values for contrasts between samples expressing TurboID and controls. Missing values were not imputed, therefore logFC were not calculated for a protein within a specific plex and tissue group if (a) the protein had missing values across all replicates from the negative control samples in that plex or (b) the protein had missing values across all the experimental samples from the tissue group within the plex. The separate list of proteins with “infinite” logFC (Supplementary Data 3c) was defined as (a) having no reporter intensity for all negative control replicates in all plexes and (b) having reporter intensity values for all three replicates for a given tissue in a plex. Secretion signal sequences were determined by the Uniprot (www.uniprot.org) “Signal” field annotation. Correlation analysis was performed using Pearson’s correlation by comparing TMT ratios between all samples in a plex (Supplementary Fig. 11). Pearson’s correlation was also performed between the TMT logFC from the tissue secretome map and the log10 spectral counts from the label-free blood proteome dataset (see the “Methods” section and Supplementary Fig. 12).

### Tissue secretome map: Defining high-confidence tissue secreted factors

High-confidence proteins were defined by using an empirical false-discovery rate criterion using a predefined list of secreted positive control (PC) proteins and non-secreted negative controls (NC) (Supplementary Data 3a). The positive control list was obtained from ref. ^18^, which contains the following: (1) fly receptors and secreted factors and (2) fly orthologs of human receptors, secreted proteins, and blood plasma proteins. The negative control list contains proteins from the Uniprot database with “cytoplasm”, “nucleus”, or “mitochondria” subcellular location annotations, and proteins from the GLAD database (https://fgr.hms.harvard.edu/glad)^52^ with mitochondrial or transcription factor/DNA-binding annotation. Proteins were sorted in descending order using the logFC, and the empirical false discovery rate (FDR = FP/(FP + TP)) was calculated at each logFC threshold. False positives (FP) were defined as proteins in the NC list with a logFC equal to or greater than the threshold. True positives (TP) were defined as proteins in the PC list with a logFC equal to or greater than the threshold. The empirical FDR was plotted as a function of the logFC and inspected to manually select a point that minimizes logFC while preserving a small FDR. Four redundant protein isoforms were removed, which were selected in a way so as not to lose tissue-of-origin information. We removed B7Z0B3 (*CG10359*) from muscle, because B7Z0B2 (*CG10359*) was identified from muscle/heart/wingdisc/neurons. We removed B7YZF1 (*CG42336*) from fat, because A1Z8I8 (*CG42336*) was identified from fat/gut. We removed D3PK81 (*CtsF*) from muscle, because Q9VN93 (*CtsF*) was identified from muscle, is a longer isoform, and has a “reviewed” status at Uniprot. We removed Q8IQU1 (*verm*) from the trachea, because E1JI40 (*verm*) was identified from trachea/gut/heart/wingdisc.

### Blood proteome: Label-free proteomic analysis of whole blood

Whole blood from *Drosophila* larvae (250 µL at 30 mg/mL) was digested using the S-Trap Midi Spin Column (Protifi, catalog # C02-midi-10) as per the manufacturer's recommendation. Blood was diluted to 500 µL in SDS solubilization buffer (5% SDS, 50 mM TEAB, pH 7.5), clarified by centrifugation, and acidified using 50 µL of 12% phosphoric acid. The S-trap column was conditioned with 3.3 mL S-Trap buffer (90% MeOH, 100 mM TEAB, pH 7.1), samples were loaded by centrifugation, and washed with 3× 3 mL S-Trap buffer. Digestion was performed overnight with 1:50 wt:wt trypsin and 1:50 wt:wt LysC in 50 mM TEAB. Peptides were eluted sequentially with 500 µL each of 50 mM TEAB, 0.2% FA, and 0.2%FA/50%ACN. A total of 100 µg was lyophilized, resuspended in buffer A (5 mM ammonium formate, pH 10, in 2% acetonitrile), and fractionated by high pH reversed phase separation using a 3.5 µm Agilent Zorbax 300 Extend-C18 column (2.1 mm ID × 250 mm length). Samples were loaded onto the column and separated at a flow rate of 1 mL/min in a 96 min gradient with the following concentrations of solvent B (5 mM ammonium formate, pH 10.0 in 90% vol/vol MeCN): 16% solvent B at 13 min, 40% solvent B at 73 min, 44% solvent B at 77 min, 60% solvent B at 82 min, and 60% solvent B at 96 min. A total of 96 fractions were collected and concatenated non-sequentially into a final 24 fractions for proteomic analysis. Fractions were dried via vacuum centrifugation.

### Blood proteome: liquid chromatography and mass spectrometry analysis

Dried peptides were reconstituted at an estimated concentration of 0.5 µg/µL in 3% ACN/0.1% FA and analyzed by online nanoflow liquid chromatography tandem mass spectrometry (LC–MS/MS) using a Proxeon Easy-nLC 1200 coupled to a Q Exactive HF-X Hybrid Quadrupole-Orbitrap Mass Spectrometer (ThermoFisher Scientific). One μg of sample from each fraction was in a column setting similar to the one above. Chromatography was performed with a 110 min gradient of solvent A (3% ACN/0.1% FA) and solvent B (90% ACN/0.1% FA). The gradient profile, described as min: % solvent B, was 0:2, 1:6, 85:30, 94:60, 95:90, 100:90, 101:50, and 110:50. Ion acquisition was performed in data-dependent MS2 (ddMS2) mode with the following relevant parameters: MS1 acquisition (60,000 resolution, 3E6 AGC target, 10 ms max injection time) and MS2 acquisition (Loop count = 20, 0.7*m*/*z* isolation window, 28 NCE, 15,000 resolution, 1E5 AGC target, 50 ms max injection time, 1E4 intensity threshold, 7 s dynamic exclusion, and charge exclusion for unassigned, 1 and >6).

### Blood proteome: proteomic data analysis

Collected RAW LC–MS/MS data were analyzed using the Spectrum Mill software package v6.1 pre-release (Agilent Technologies). MS2 spectra were extracted from RAW files and merged if originating from the same precursor, or within a retention time window of ±60 s and *m*/*z* range of ±1.4, followed by filtering for precursor mass range of 750–6000 Da and sequence tag length > 0. MS/MS search was performed against a custom concatenated FASTA database containing (1) the *Drosophila melanogaster* UniProt protein database (UP000000803) downloaded in September 2018 and (2) a list of common non-human and non-fly contaminants. Search parameters were set to “Trypsin allow P”, <5 missed cleavages, fixed modifications (cysteine carbamidomethylation), and variable modifications (oxidized methionine, acetylation of the protein N-terminus, pyroglutamic acid on N-term Q, pyro carbamidomethyl on N-term C, and NHS-Biotin on K). Matching criteria included a 30% minimum matched peak intensity and a precursor and product mass tolerance of ±20 ppm. Peptide-level matches were validated if found to be below the 1.0% false discovery rate (FDR) threshold and within a precursor charge range of 2–5. Non-*Drosophila* proteins and proteins with a single unique peptide were removed from the results. The number of peptide-spectrum matches per protein (spectral counts) was used for semi-quantitative analysis and comparison to enrichments from the TMT-based tissue secretome map proteomics results.

### Gene set enrichment analysis, pathway enrichment analysis, and visualization

The gene set categories selected using PANGEA (v2beta)^37^ were GO slims, GLAD gene group annotation, pathway annotation from KEGG, DRSC, and FlyBase, expression annotation from AGR, as well as the tissue-specific gene expression from bulk as well as single-cell RNAseq datasets. The relevant gene sets from PANGEA results were selected, and the heatmaps were generated offline using MeV v4.7.4 (TM4 Microarray Software Suite). The scale on each plot was customized/optimized for visualization. The scale for both the heatmaps and bar graphs is −log_10_*P-*value, reflecting the significance of enrichment analysis. For analyzing connections with human disease, we separated queries using the Disease annotation AGR gene set category.

Pathway enrichment analysis was performed using g:Profiler (gprofiler2 v0.2.1)^41^ with the 535 high-confidence secreted proteins (Supplementary Data 3b) as input and all proteins identified across all plexes (Supplementary Data 3a) as a custom background. The pathway-enrichment results for all tissues were imported into Cytoscape v3.8.2 using the EnrichmentMap application for network visualization and cluster analysis with parameters *p*-value threshold of 1.0, FDR *Q*-value threshold of 0.05, and Jaccard Overlap Combined value of 0.375^114^.

### Bioinformatic prediction of tissue-secreted inter-organ proteins

The list of 535 tissue-secreted proteins was compared against annotated lists of “Matrisome” genes and “Major Signaling Pathway” genes using GLAD^52^, “DRSC PathON signaling pathway core components” and “FlyBase signaling pathway (experimental evidence)” using PANGEA^37^, and “XC domains likely involved in protein–protein interactions” and “XC domains mainly found in signaling molecules such as growth factors, hormones, and neuropeptides” using FlyXCDB^51^. Proteins overlapping with at least one of these gene lists were designated a potential inter-organ protein.

### Validating protein tissue-of-origin with transcriptome data

The processed *Drosophila* scRNA-seq datasets, such as FCA datasets and larval wing disc datasets, were obtained from the DRscDB database^61^, while tissue-specific bulk RNAseq datasets were obtained from the DGET database (v2.0.1)^115^. The tissue/cell type annotation from public datasets was manually matched to the tissue annotation of the secretome data then the genes expressed in each tissue/cell type were compared to the genes identified in the secretome data.

Overlap of our protein tissue secretome and our 3rd instar larval snRNA-seq data was determined by intersecting lists of FlyBase gene names (FBgn) between the two datasets. We represented LC–MS/MS-identified tissue secreted proteins as FBgns (Supplementary Data 3b) to enable matching FBgns from transcriptomic data. For validation of expression in a tissue, we counted the number of “Tissue X”-secreted proteins (Supplementary Data 3b) that are expressed in any “Tissue X” clusters. We defined expression as 1% or greater average expression OR 10% or greater percent expressed in Supplementary Data 5f–h. For validation of tissue-specific expression, we counted the number of “Tissue X”-specific secreted proteins (Supplementary Data 3b) that are marker genes in any “Tissue X” clusters. We defined a marker gene as 0.54 or greater avg_log2FC AND >0.05 p_val_adj. To calculate the combined number of tissue-secreted proteins that have a corresponding encoding gene expressed in the same tissue cluster(s), we counted the number of unique proteins expressed in at least one tissue (500) (Supplementary Data 6i). To calculate the combined number of tissue-specific-secreted proteins that have a corresponding encoding marker gene for the same tissue cluster(s), we counted the total number of cluster marker overlap proteins (105) (Supplementary Data 6j).

snRNA-seq data were processed using FlyPhoneDB2 (v1.0)^62^ by uploading the Seurat object and using default parameters, namely knowledgebase version 2, 0.1 percentage cutoff, and 1000 permutation times.

The 76 high-confidence tissue-specific secreted proteins were determined by counting all tissue-specific secreted proteins that overlapped a marker gene for the same cluster and were predicted to be secreted or transmembrane.

### Nuclei isolation from 3rd instar larvae, encapsulation, and sequencing for snRNA-seq

To synchronize developmental timing and prevent overcrowding of larvae, adult flies (*w1118*) were allowed to lay eggs on food supplemented with yeast pellets for 2–4 h. Progeny were raised at 25 °C. Five days later, 16 wandering third instar larvae (8 male, 8 female) that had not everted their spiracles were collected, washed with PBS, snap-frozen in liquid nitrogen, and stored at −80 °C.

Nuclei were isolated following a previously described protocol^55,116^. Briefly, 16 frozen larvae were homogenized in a glass dounce containing 1 mL of homogenization buffer (250 mM sucrose, 10 mM Tris, pH 8.0, 25 mM KCl, 5 mM MgCl_2_, 0.1% Triton-x 100, 0.5% RNaisin Plus [Promega, N2615], 1x protease inhibitor [Promega, G652A], 0.1 mM DTT). Nuclei were released by 20 strokes with a loose pestle, followed by 40 strokes with a tight pestle. Lysate containing nuclei was filtered sequentially through a 35 µm cell strainer (VWR, 21008-948) and a 40 µm cell strainer (Bel-Art, H13680-0040). A crude nuclei sample was isolated by centrifuging filtered lysate for 10 min at 1000×*g* at 4 °C, discarding the supernatant, and resuspending the pellet in 1000 µL 1×PBS/1%BSA by gentle pipetting. The crude nuclei sample was washed by three additional rounds of centrifugation and resuspension in 1×PBS/1%BSA. The washed nuclei sample was filtered through a 40 µm cell strainer (Bel-Art, H13680-0040), labeled with 1 µM DRAQ7 Dye (Invitrogen D15106), and 500,000 healthy nuclei were isolated by Sony SH800Z Cell Sorter into 1×PBS. FACS sorted nuclei were centrifuged for 10 min at 1000×*g* at 4 °C and resuspended in 250 µL 1×PBS/1%BSA + 1:1000 DAPI (manufacturer). Nuclei concentration was determined by counting DAPI+ nuclei on a hemocytometer, and sample concentration was adjusted to a final concentration of 1000 nuclei/µL in 1×PBS/1%BSA.

Nuclei were encapsulated and libraries created using the Chromium Next GEM Single Cell 3’ Reagents Kits v3.1, according to the 10X genomics protocol (Chromium Next GEM Single Cell 3’_v3.1_Rev_D). Samples were sequenced on an Illumina NovaSeq 6000 S4. (Following could be the data processing and analysis)

### Analysis of snRNA-seq data

Sequence alignment, cell calling, ambient RNA correction, and doublet removal were performed on eight replicates separately and before pooling for batch correction, dimension reductions, and clustering. Sequence alignment and cell calling were performed using CellRanger v7.1.0 (10X genomics) in ‘count’ mode using --force-cells=10000. DecontX (v1.0.0) was performed under default settings and used empty drops from each sample as background. After background correction, cells with fewer than 50 genes or 80 UMIs were removed. Cells with log10GenesPerUMI > 1 and UMI larger than 100,000 were also removed. DoubletFinder (v3) with 5% doublet formation rate (according to 10X suggestion) was used to remove potential multiplets from downstream analysis. After these quality control steps, about 30K high-quality cells from all samples were retained for downstream analysis. Harmony (v0.1) was performed on the retained cells, and the top 30 PC of the harmony-corrected PCs were used for UMAP visualization and Leiden clustering. Cells were grouped and annotated under clustering resolution = 1 for the best separation of rarer cell types by top marker genes. The web-based portal for data mining was implemented (https://www.flyrnai.org/scRNA/body_larvae/).

### RNA-seq expression analysis of GFP-tagged genes

RNA-seq expression values were obtained from DGET^115^. Genes were classified based on the presence or absence of a detectable GFP-tagged protein band by Western blot. Expression levels were compared between band-positive and band-negative genes using two-sided Mann–Whitney *U* tests, performed independently across six larval developmental stages. Average ranks were used to account for tied expression values.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Plasmids are available from Addgene and the *Drosophila* Genomic Resource Center (DGRC). Cell lines are available from the DGRC. Fly lines are available from the Bloomington *Drosophila* Stock Center (BDSC). Raw mass spectrometry data for the pilot secretome experiments from S2R+ and 3rd instar larvae are available from FigShare. 10.6084/m9.figshare.31286095. Raw mass spectrometry data for the Tissue Secretome Map (TMT experiment) and Blood proteome (Label-free experiment) have been deposited in the public proteomics repository MassIVE and are accessible at accession number MSV000098658. ftp://massive-ftp.ucsd.edu/v10/MSV000098658/. Raw snRNA-seq is available from the GEO at accession number GSE302679. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE302679. snRNA-seq data can also be accessed on a web-based portal: https://www.flyrnai.org/scRNA/body_larvae/. Raw graph data, western blots, and gels are in Source Data. Source data are provided with this paper.

# Supplementary material for: Multi-omic mapping of Drosophila protein secretomes reveals tissue-specific origins and inter-organ trafficking
**Source:** Nat Commun. 2026 Apr 20;17:5425. doi: 10.1038/s41467-026-71763-8
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Multi-omic mapping of Drosophila protein secretomes reveals tissue-specific origins and inter-organ trafficking**

Bosch et al. 2026

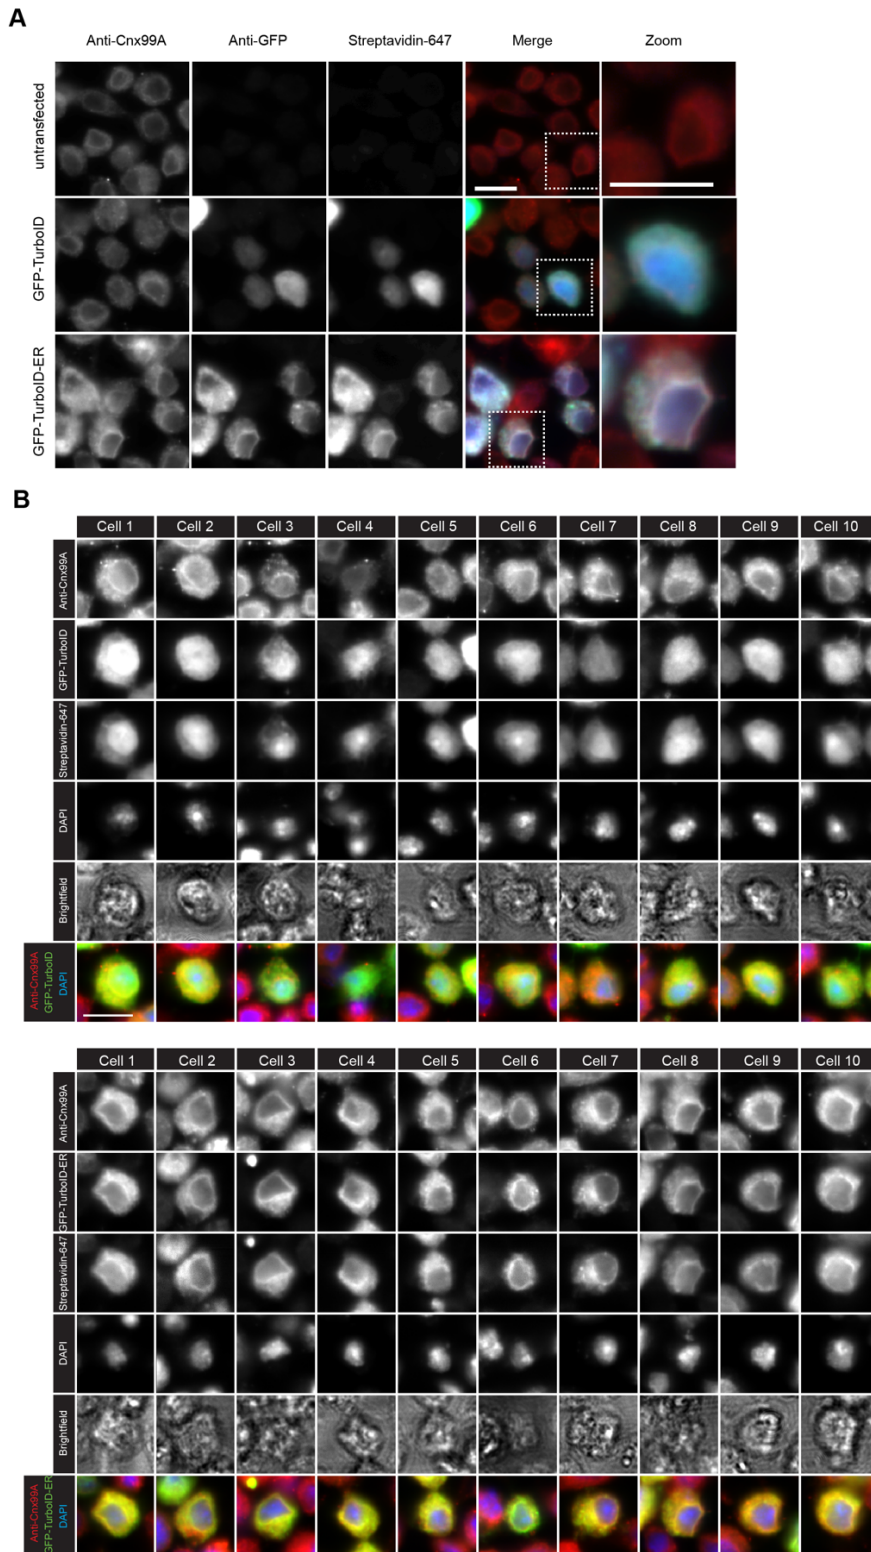

**Supplementary Figure 1: Imaging-based localization of GFP-TurbID proteins and biotin labeling in transfected S2R+ cells. (A)** Confocal microscopy of S2R+ cells transfected with *pMT-GFP-TurbID* or *pMT-GFP-TurbID-ER*. ER detected with Anti-Cnx99A (red), biotinylated proteins detected with streptavidin-647 (blue), and GFP-TurbID detected with anti-GFP (green). Zoomed regions indicated by white boxes. Scale bar is 10 $\mu$ m. Red and green channel signal intensity is the same for all samples. Blue channel signal for GFP-TurbID sample was lowered to match the signal intensity of GFP-TurbID-ER sample. **(B)** Representative images of 10 individual transfected cells expressing either GFP-TurbID (top) or GFP-TurbID-ER (bottom) to illustrate ER-localization of GFP-TurbID-ER and streptavidin-647.

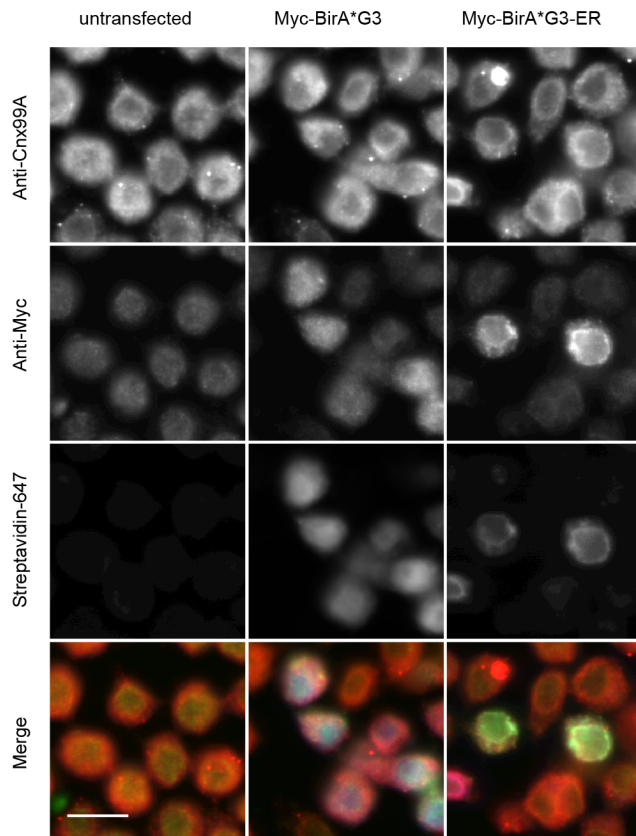

**Supplementary Figure 2: Imaging-based localization of Myc-BirA\*G3 and Myc-BirA\*G3-ER proteins and biotin labeling in transfected S2R+ cells.** Confocal microscopy of S2R+ cells transfected with *pMT-Myc-BirA\*G3* or *pMT-Myc-BirA\*G3-ER*. ER detected with Anti-Cnx99A (red), biotinylated proteins detected with streptavidin-647 (blue), and GFP-TurboID detected with anti-GFP (green). Scale bar is 10μm. Red and green channel signal intensity is the same for all samples. Blue channel signal for Myc-BirA\*G3 sample was lowered to match the signal intensity of Myc-BirA\*G3-ER sample. Experiments were repeated twice with similar results.

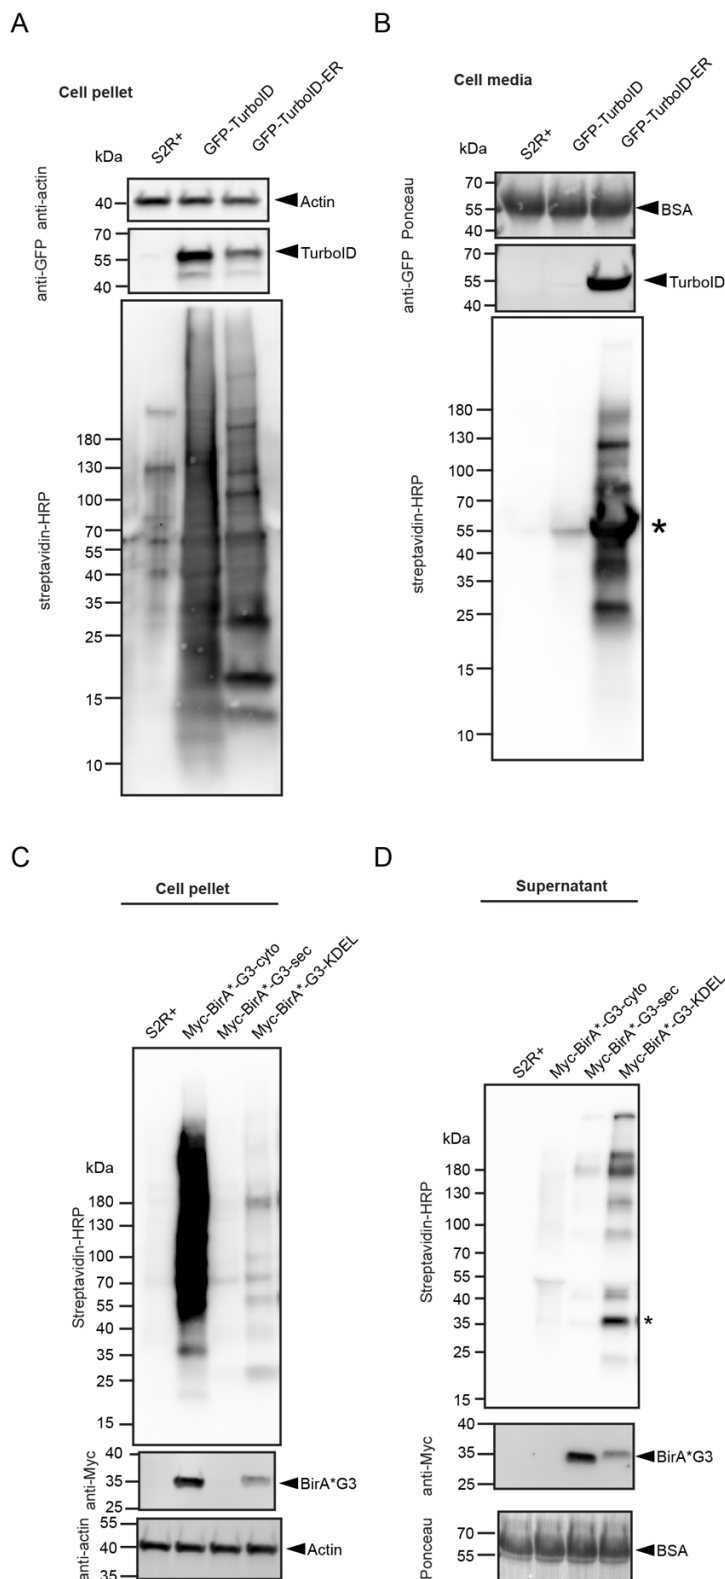

**Supplementary Figure 3: Western blot detection of biotinylated proteins in S2R+ cell pellets and media transfected with TurboID and BirA\*G3 constructs. (A-B)** Western blot of cell lysates (**A**) or cell media (**B**) from S2R+ cells stably expressing GFP-TurboID or GFP-TurboID-ER. Each lane loaded 15µg protein. Arrowheads indicate expected band, asterisk indicates auto-biotinylated GFP-TurboID. Experiments were repeated twice with similar results. **(C-D)** Western blot of cell lysates (**C**) or cell media (**D**) S2R+ cells transfected with *pMT-Myc-BirA\*G3* or *pMT-Myc-BirA\*G3-ER*. Each lane loaded 15µg protein. Arrowheads indicate expected band, asterisk indicates auto-biotinylated Myc-BirA\*G3. Ponceau staining shown is from a parallel replicate blot loaded with identical samples and protein amounts. Experiments were repeated twice with similar results.

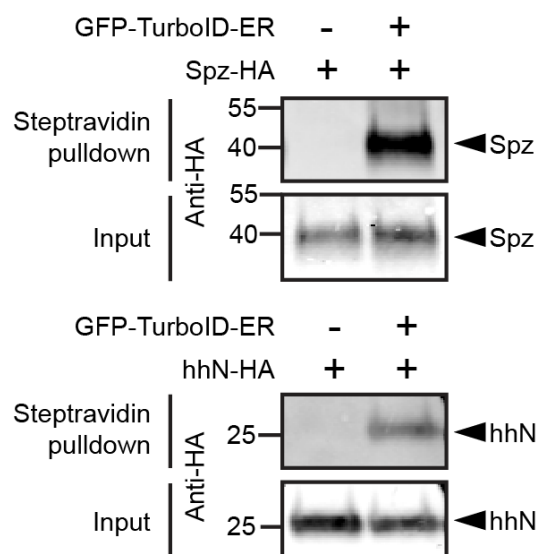

**Supplementary Figure 4: Streptavidin-pulldown of biotinylated HA-tagged known secreted proteins.**

Western blot of streptavidin-pulldown of HA-tagged secreted proteins in media from S2R+ cells transfected with *pMT-GFP-TurboID-ER*. Arrowheads indicate expected bands. Each lane loaded 15µg protein. Predicted molecular weight: Spz-HA 38.3 kDa, hhN-HA 23.6 kDa.

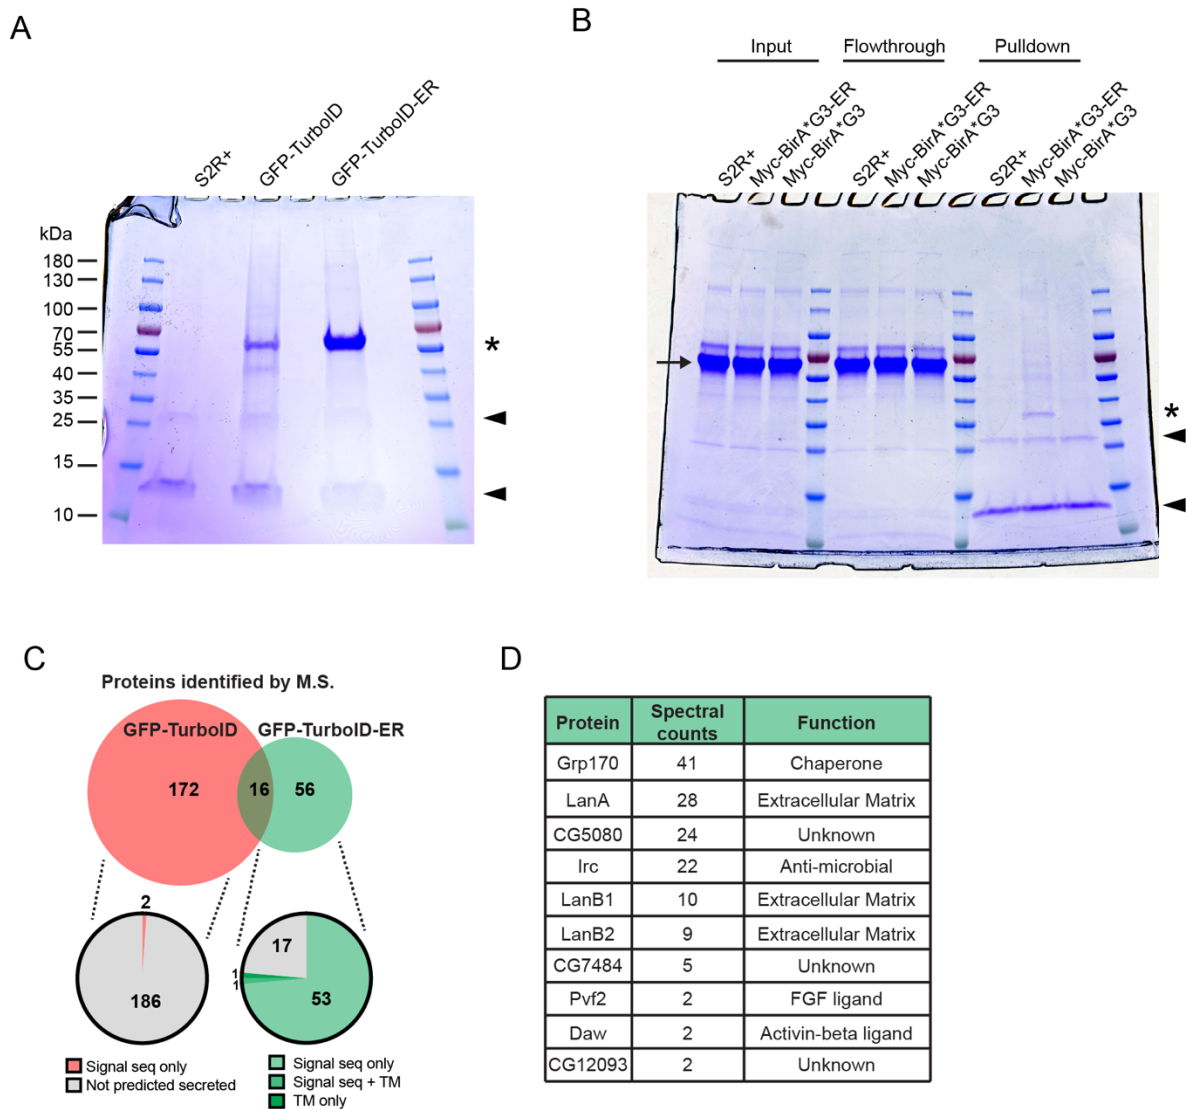

**Supplementary Figure 5: Large-scale pulldown of biotinylated proteins from the media of GFP-TurboID-ER expressing S2R+ cells** **(A)** Coomassie-stained SDS-PAGE gel of protein streptavidin-pulldown from 30ml media from *pMT-GFP-TurboID* or *pMT-GFP-TurboID-ER* stable cell lines. Arrowheads indicate streptavidin monomer and dimer. Asterisk indicates auto-biotinylated GFP-TurboID. Note this used the large-scale pulldown protocol (see methods). **(B)** Coomassie-stained SDS-PAGE gel of protein streptavidin-pulldown from 1ml media from *pMT-GFP-TurboID* or *pMT-GFP-TurboID-ER* stable cell lines. Gel includes input and post-bead flowthrough. Arrowheads indicate streptavidin monomer and dimer. Asterisk indicates auto-biotinylated Myc-BirA\*G3. Arrow indicates bovine serum albumin (BSA) from the fetal bovine serum (FBS) in cell culture media. Note this used the small-scale pulldown (see methods). **(C)** Analysis of proteins identified following whole biotinylated protein pulldown from cell media, gel lane excision, and liquid chromatography-tandem mass spectrometry (LC-MS/MS). Venn diagram showing the number of proteins identified (top), pie charts showing the fraction of predicted secreted proteins (bottom). **(D)** Table showing example secreted proteins identified from *pMT-GFP-TurboID-ER* cell media.

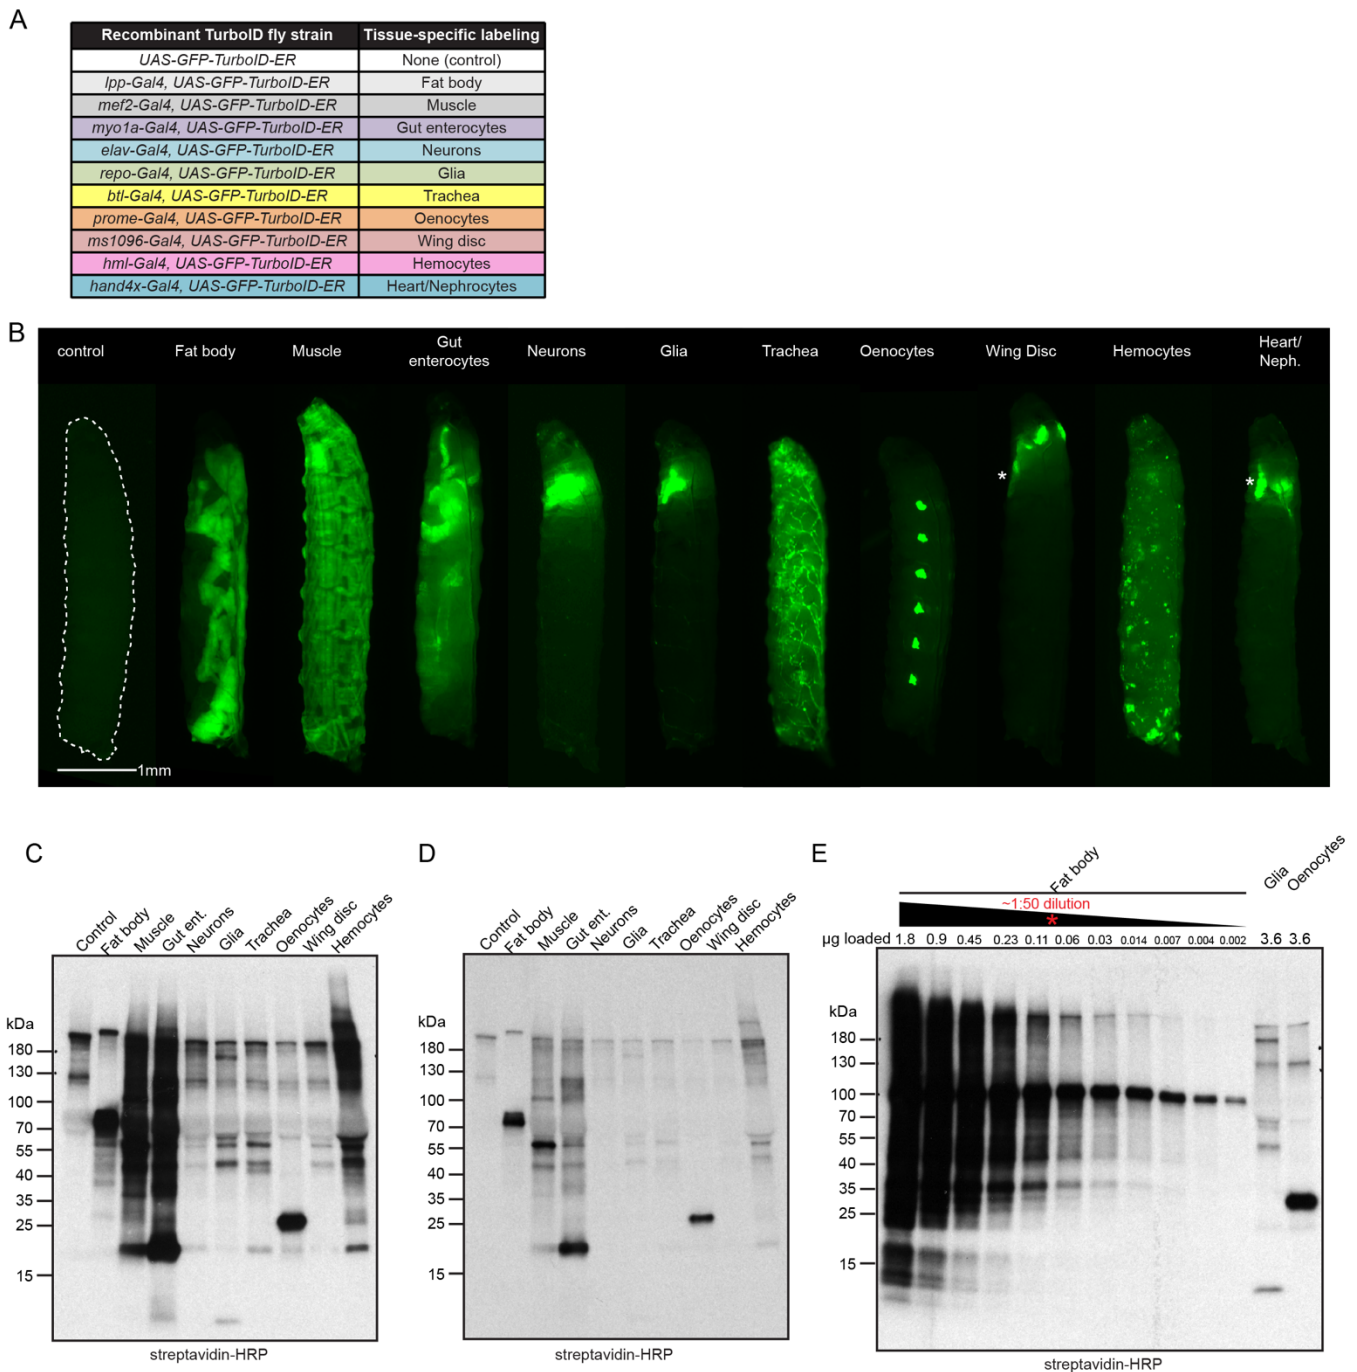

**Supplementary Figure 6: In vivo labeling of secreted proteins in specific tissues of *Drosophila* 3<sup>rd</sup> instar larvae. (A) Table of recombinant fly strains expressing GFP-TurboID-ER in major tissue types. (B) Stereo fluorescence microscopy 3<sup>rd</sup> instar larvae. Recombinant fly strain expression visualized with *UAS-6x-GFP* crossed to recombinant lines. Asterisks indicate expression in salivary glands. (C) Western blot of biotinylated proteins in purified hemolymph from 20 3<sup>rd</sup> instar larvae expressing GFP-TurboID-ER in specific tissues. All lanes loaded 3.6µg protein, except the fat body labeling sample (72ng). Experiments were repeated twice with similar results. (D) Lower exposure of blot in (C). (E) Western blot of biotinylated proteins in purified hemolymph from 3<sup>rd</sup> instar larvae expressing GFP-TurboID-ER in specific tissues. Serial dilution of fat body labeling sample to identify 72ng as comparable signal intensity to glia and oenocyte labeling samples.**

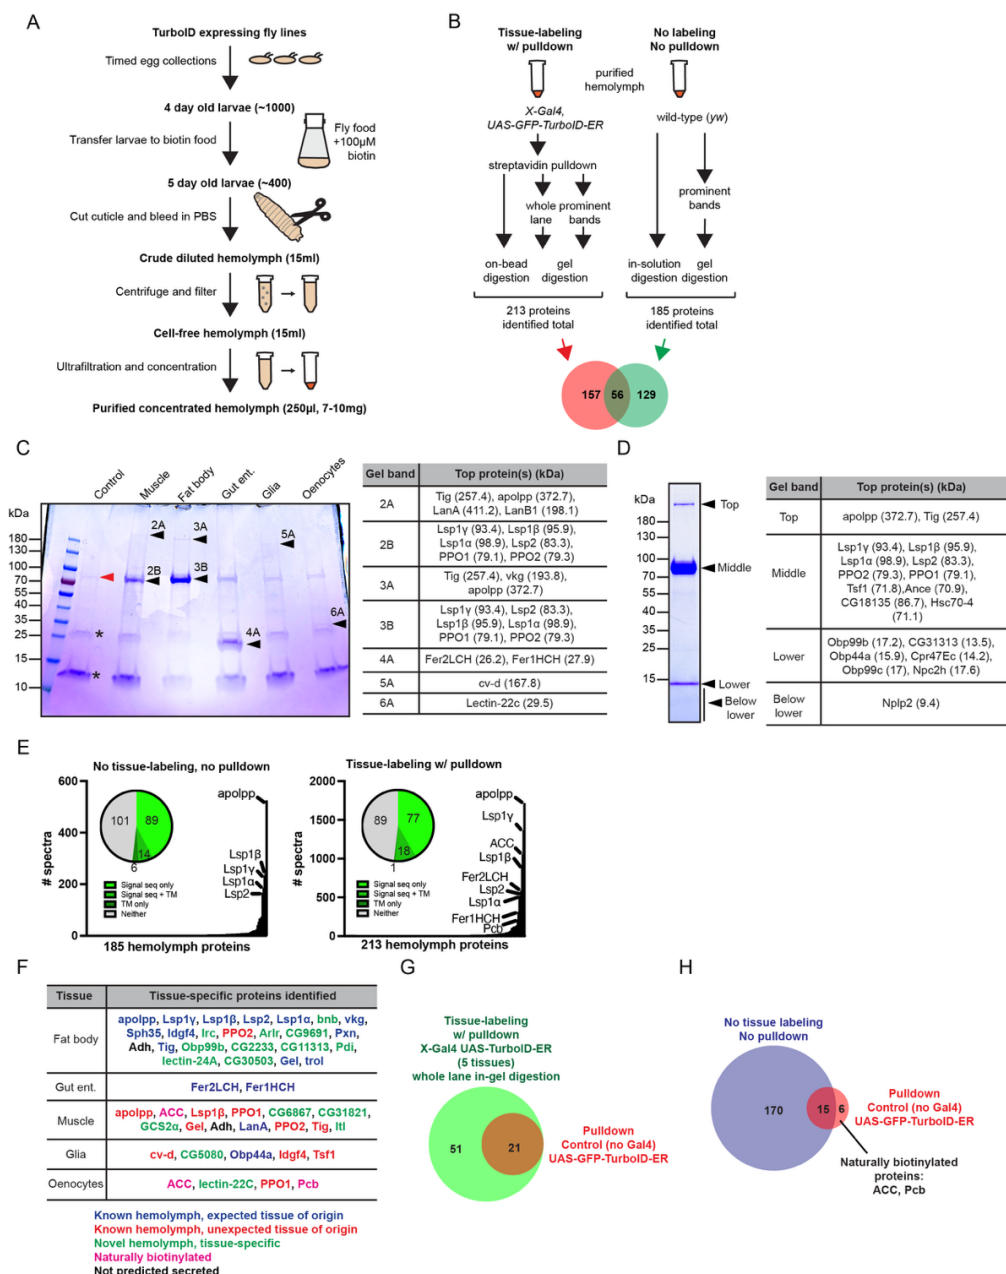

**Supplementary Figure 7: Large-scale pulldown hemolymph biotinylated proteins from 3<sup>rd</sup> instar hemolymph expressing tissue-specific GFP-TurboID-ER.** (A) Schematic of large-scale hemolymph isolation and purification from 3<sup>rd</sup> instar larvae. (B) Schematic of five experiments identifying proteins from hemolymph by LC-MS/MS. Three experiments were performed using tissue-labeling with streptavidin pulldown, and two using no labeling and no streptavidin pulldown. Venn diagram shows the number of proteins identified and overlap. (C) Coomassie-stained SDS-PAGE gel of protein streptavidin-pulldown from purified hemolymph from 3<sup>rd</sup> instar larvae expressing GFP-TurboID-ER in specific tissues (left). Black arrowheads indicate protein bands excised for mass spectrometry. Red arrowhead indicates likely non-specific pulldown of LSPs. Asterisks indicate streptavidin monomer and dimer. Table (right) shows top proteins identified. (D) Coomassie-stained SDS-PAGE gel of purified hemolymph from 3<sup>rd</sup> instar larvae (left). Black arrowheads indicate protein bands excised for mass spectrometry. Table (right) shows top proteins identified. (E) Analysis of proteins identified following mass spectrometry, ranked by # of peptide spectra, and predicted as secreted. (F) Table of 48 tissue-enriched proteins identified from tissue-labeling streptavidin pulldown and whole-lane gel excision. Enriched proteins defined as  $\geq 0.25$  spectral counts/sum spectral counts all experimental samples, and at least 3 spectral counts in enriched tissue. Previous characterization determined using Flybase ("hemolymph" GO term) and literature searching. (G) Venn diagram of # of proteins identified by LC-MS/MS in tissue-labeling vs. no labeling control for pulldown experiments involving whole lane in-gel digestion. (H) Venn diagram of # of proteins identified by LC-MS/MS in raw hemolymph (no pulldown) vs. no labeling control with pulldown involving whole lane in-gel digestion

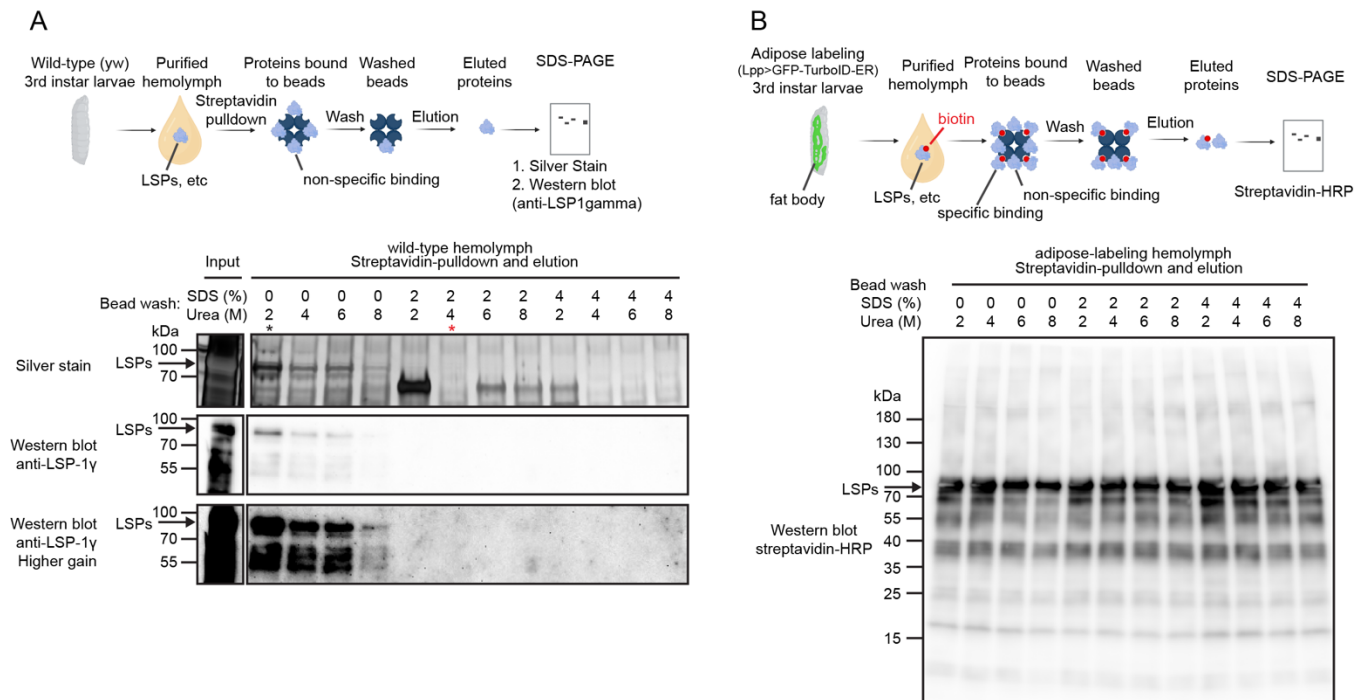

**Supplementary Figure 8: Improved streptavidin-bead washing. (A)** Experiment schematic and results. Silver stained SDS-PAGE gel (top) and western blot (middle/bottom) of eluted proteins after streptavidin pulldown of purified hemolymph from wild-type 3<sup>rd</sup> instar larvae. Arrow indicates molecular weight of LSPs. Different beads washing conditions are indicated. Improved washing condition uses 2% SDS and 4M Urea (red asterisk) compared to previous washing condition of 2M Urea (black asterisk). Created in BioRender. Bosch, J. (2026) <https://BioRender.com/b8yidst> **(B)** Experiment schematic and results. Western blot of eluted biotinylated proteins after streptavidin pulldown of purified hemolymph from 3<sup>rd</sup> instar larvae with fat body labeling. Arrow indicates molecular weight of LSPs. Different beads washing conditions are indicated.

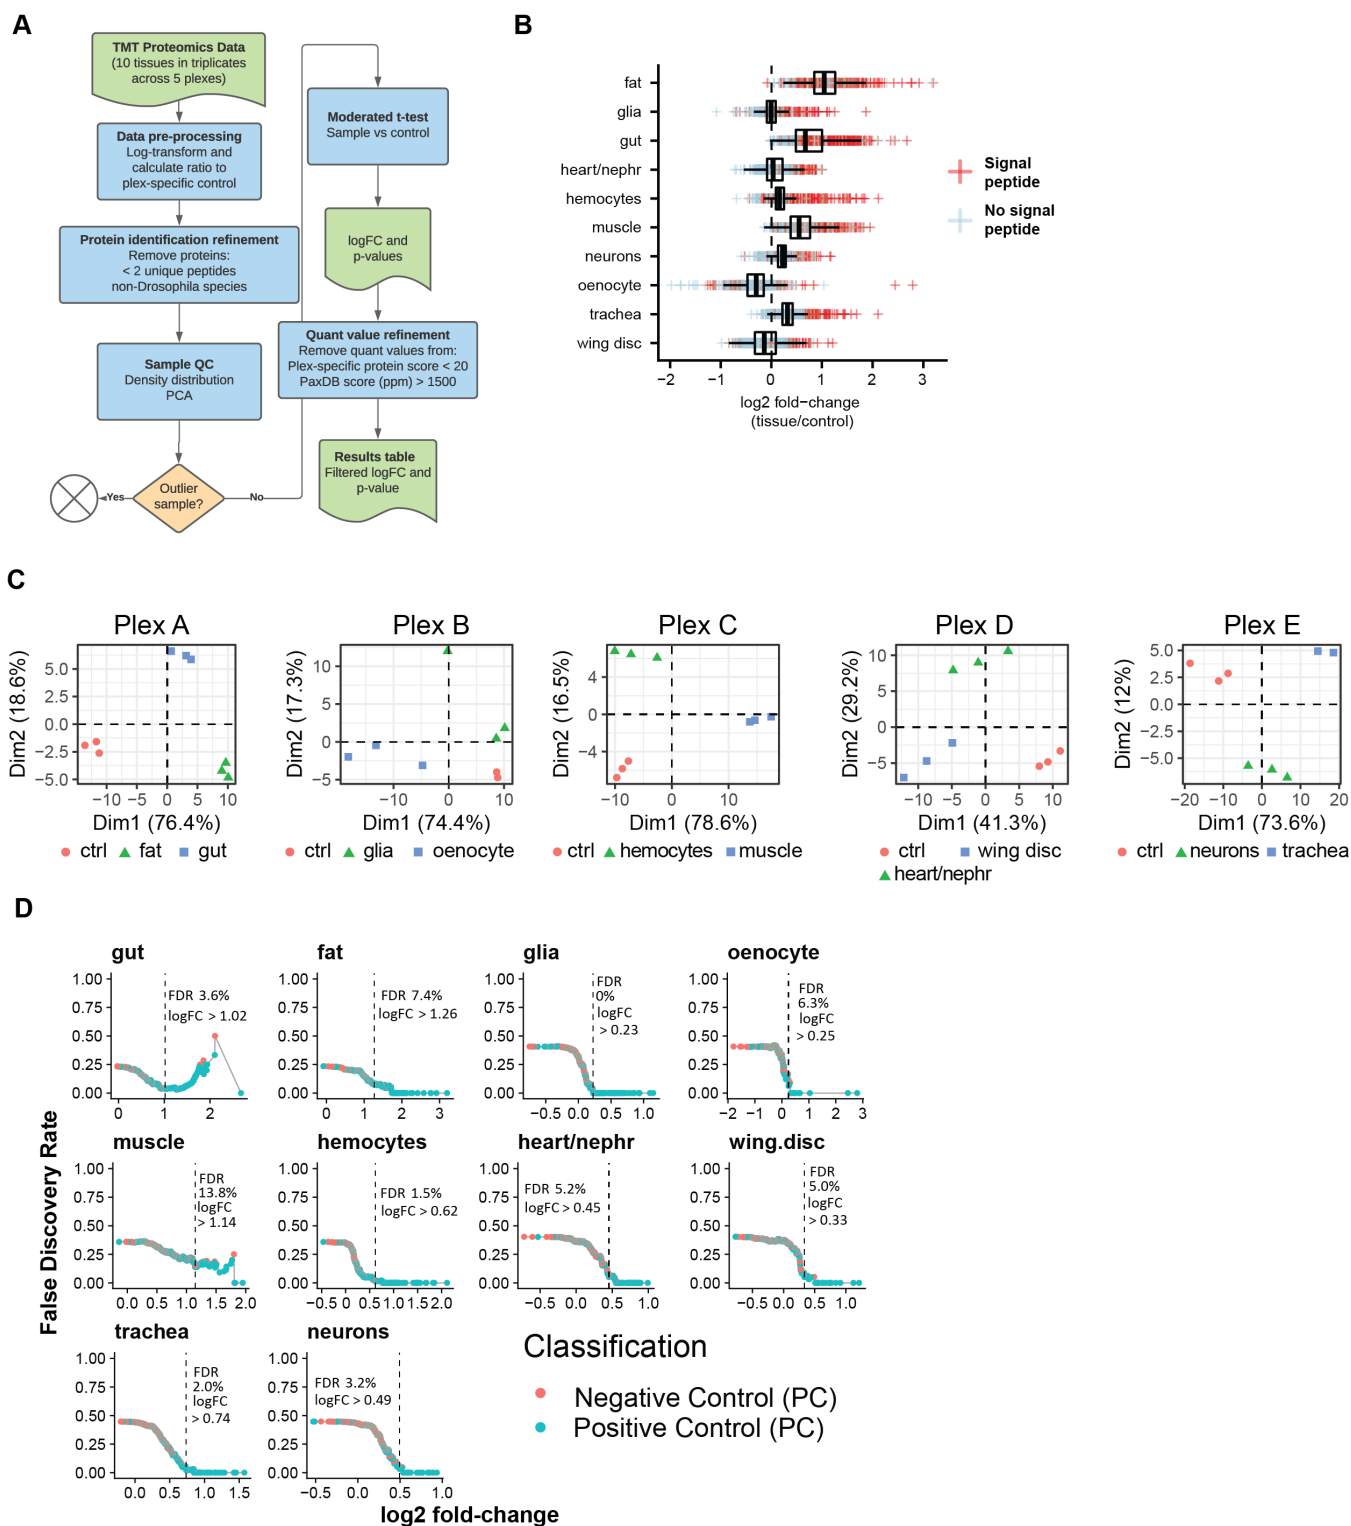

**Supplementary Figure 9: Workflows and data related to quantitative TMT proteomics experiments. (A)** Workflow for data processing and filtering criteria of proteomics data from tissue secreted proteins. **(B)** Boxplots showing log<sub>2</sub> fold-change of TMT intensities for each of the 10 tissues relative to the appropriate control. Individual protein values are shown in the plot with color indicating the content of a signal peptide. Enrichment of signal peptide-containing proteins is observed at higher fold-changes for all tissues. Signal peptide annotation by Uniprot. **(C)** Principal component analysis plots for each multiplexed set of samples show cluster of biological replicate samples. **(D)** Scatter plots showing empirical false discovery rate as a function of log<sub>2</sub> fold-change cutoffs using negative and positive controls for classification. The dotted line indicates manually selected point that tries to minimize the fold-change threshold at an acceptable empirical false discovery rate.

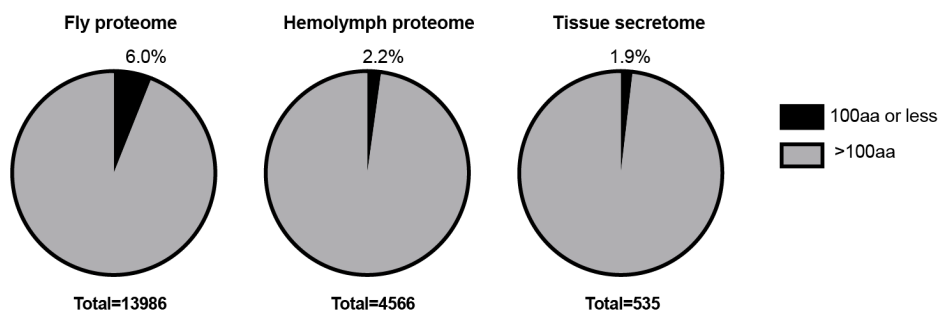

**Supplementary Figure 10: Small proteins in tissue-secretome and hemolymph proteomic datasets.** Pie charts showing the proportion of small proteins (100aa or less) in the fly proteome, hemolymph proteome, and tissue secretome datasets.

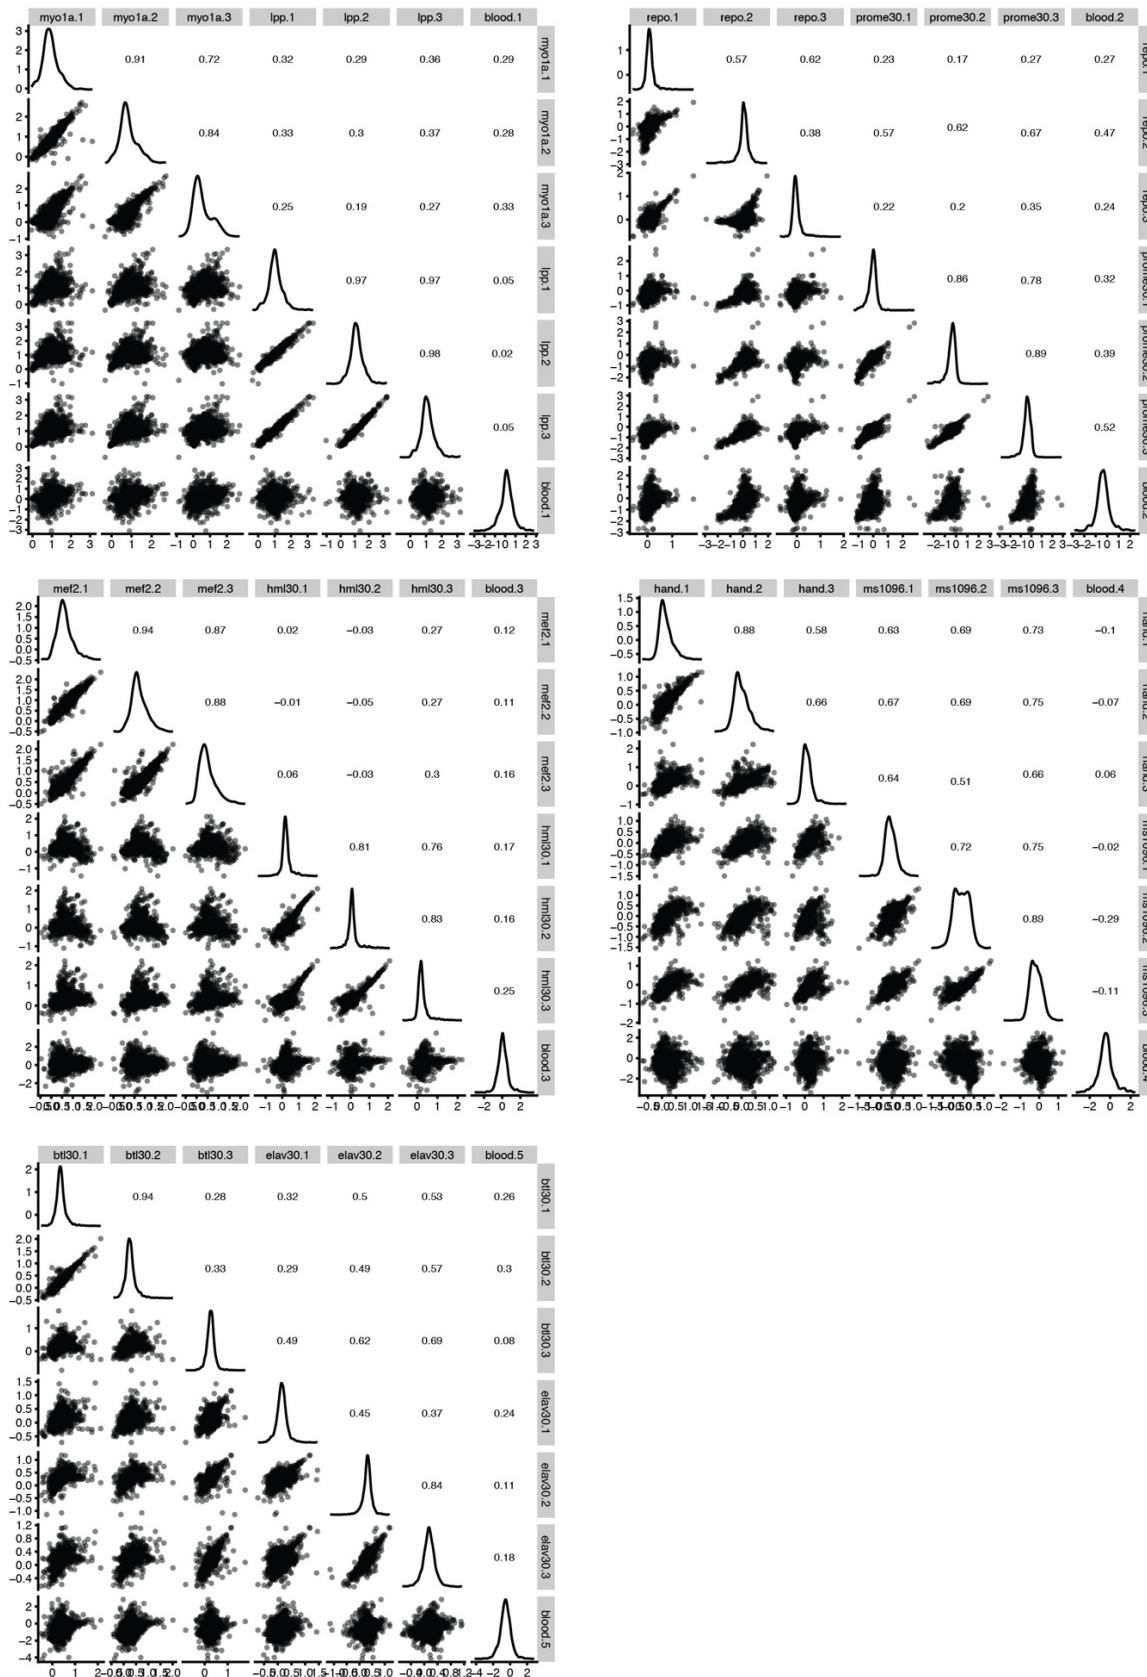

**Supplementary Figure 11: Pairwise comparison of protein enrichment across tissue secretome samples.** Pairwise plot between samples in the tissue secretome dataset. Pairwise TMT ratio data was plotted within each TMT plex experiment. Scatter plots are shown below the diagonal, density distributions on the diagonal, and Pearson correlation values are shown above the diagonal.

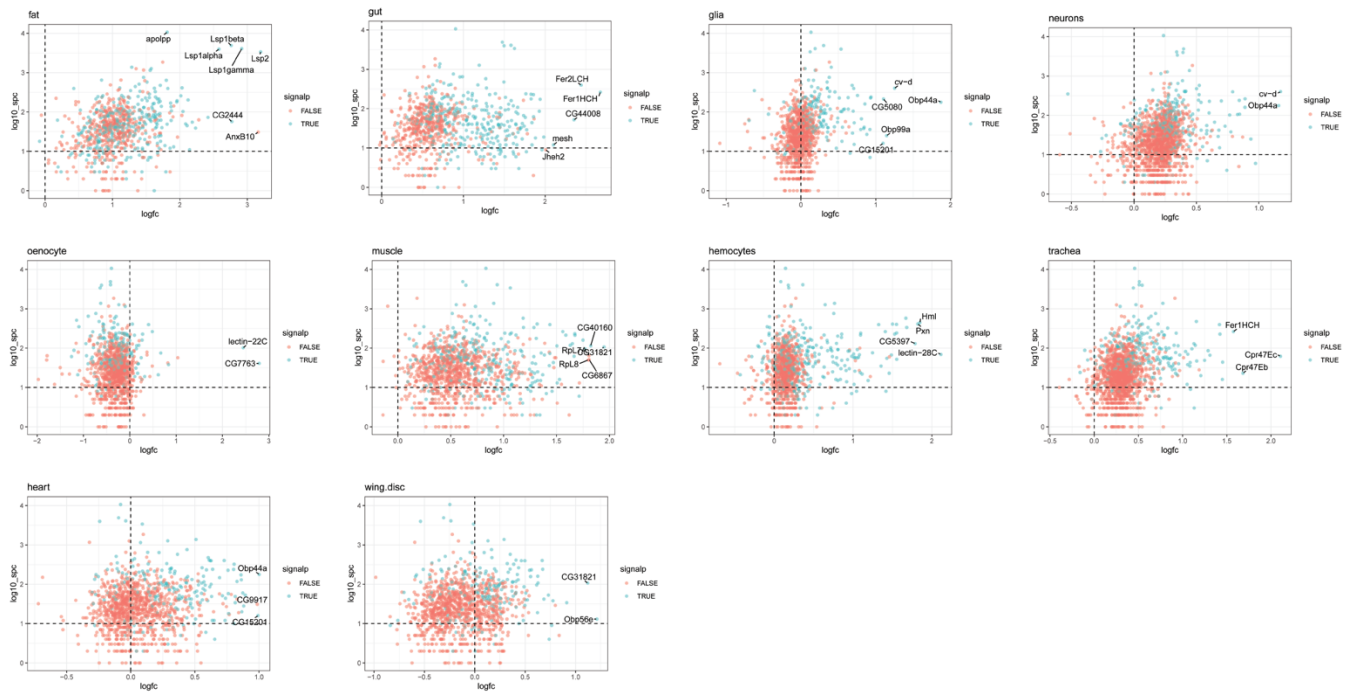

**Supplementary Figure 12: Comparison of tissue-specific enrichment versus bulk hemolymph abundance of secreted proteins.** Scatter plot showing  $\log_2$  fold-change from the tissue secretome dataset (tissue/control;  $\log_{fc}$ ) vs the label-free protein abundance from the whole blood proteome dataset as  $\log_{10}$  spectral counts ( $\log_{10\_spc}$ ). Color indicates the content of a signal peptide. Signal peptide annotation by Uniprot. Proteins with a large  $\log_{fc}$  are highlighted.

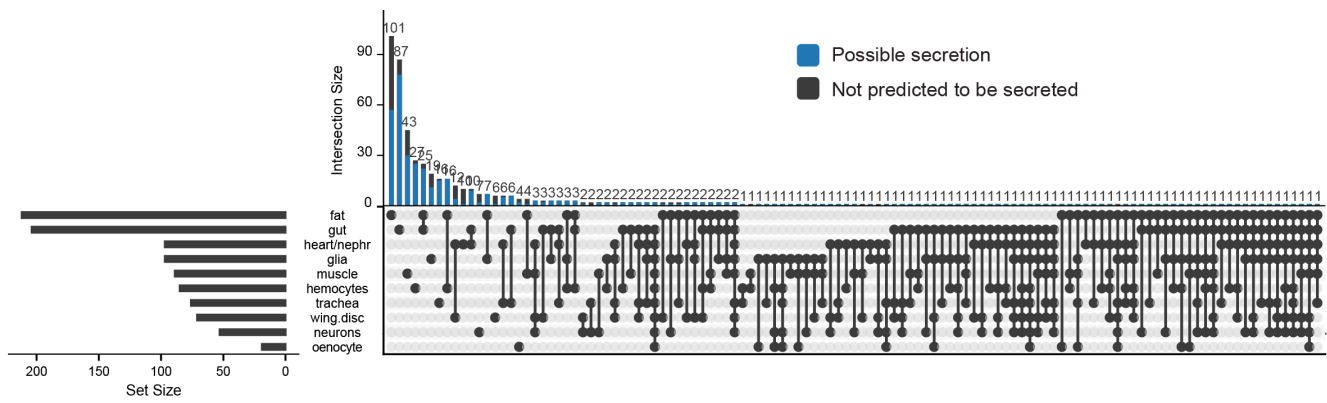

**Supplementary Figure 13: Tissue-specificity map of 535 identified proteins.** Upset plot showing the number of proteins identified as secreted by a unique tissue or by multiple tissues. The blue portion of the bar indicates the proportion of proteins annotated as secreted of transmembrane for each intersect.

A

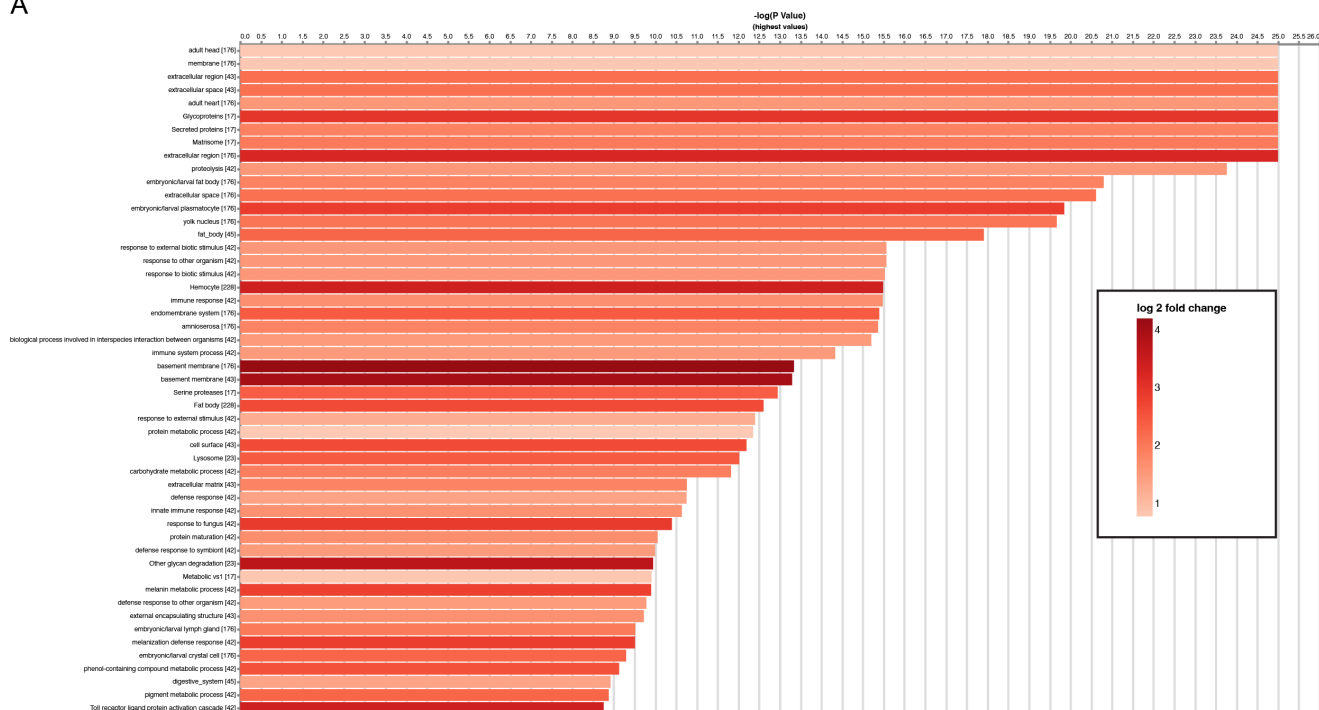

B

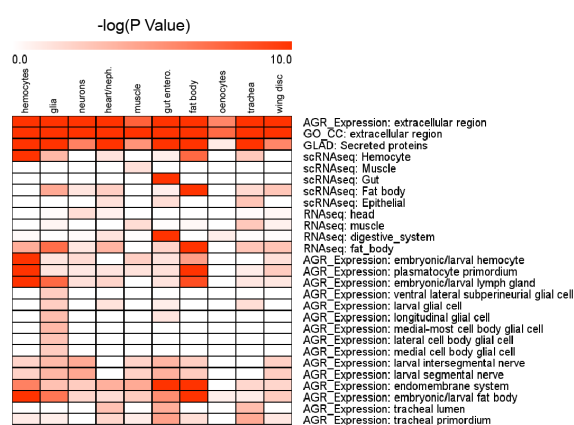

C

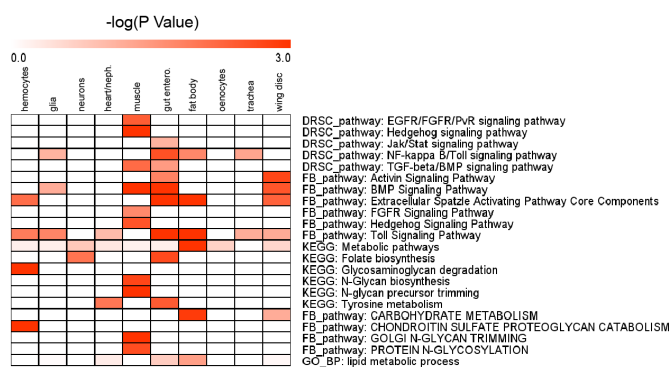

D

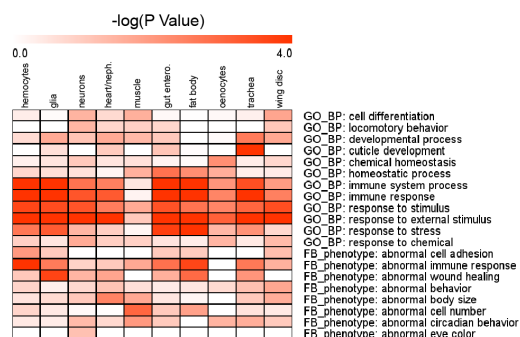

**Supplementary Figure 14: Gene set enrichment analysis of tissue-secreted proteins using PANGEA. (A)** Bar graph of gene set enrichment analysis on 535 tissue-secreted proteins using PANGEA. Y-axis shows gene set name and [category ID], X-axis shows  $-\log(P \text{ value})$  with bar color intensity showing  $\log_2$  fold change. **(B-D)** Enrichment heatmap of gene set enrichment analysis on secreted proteins from 10 individual tissues. **(B)** Subcellular localization and tissue specificity based on gene set annotation from bulk and scRNAseq datasets as well as AGR/GO/DRSC annotation. **(C)** Signaling and metabolic pathways analysis based on FlyBase, DRSC and KEGG annotation. **(D)** Biological process and phenotype analysis based on gene ontology and FlyBase annotation.

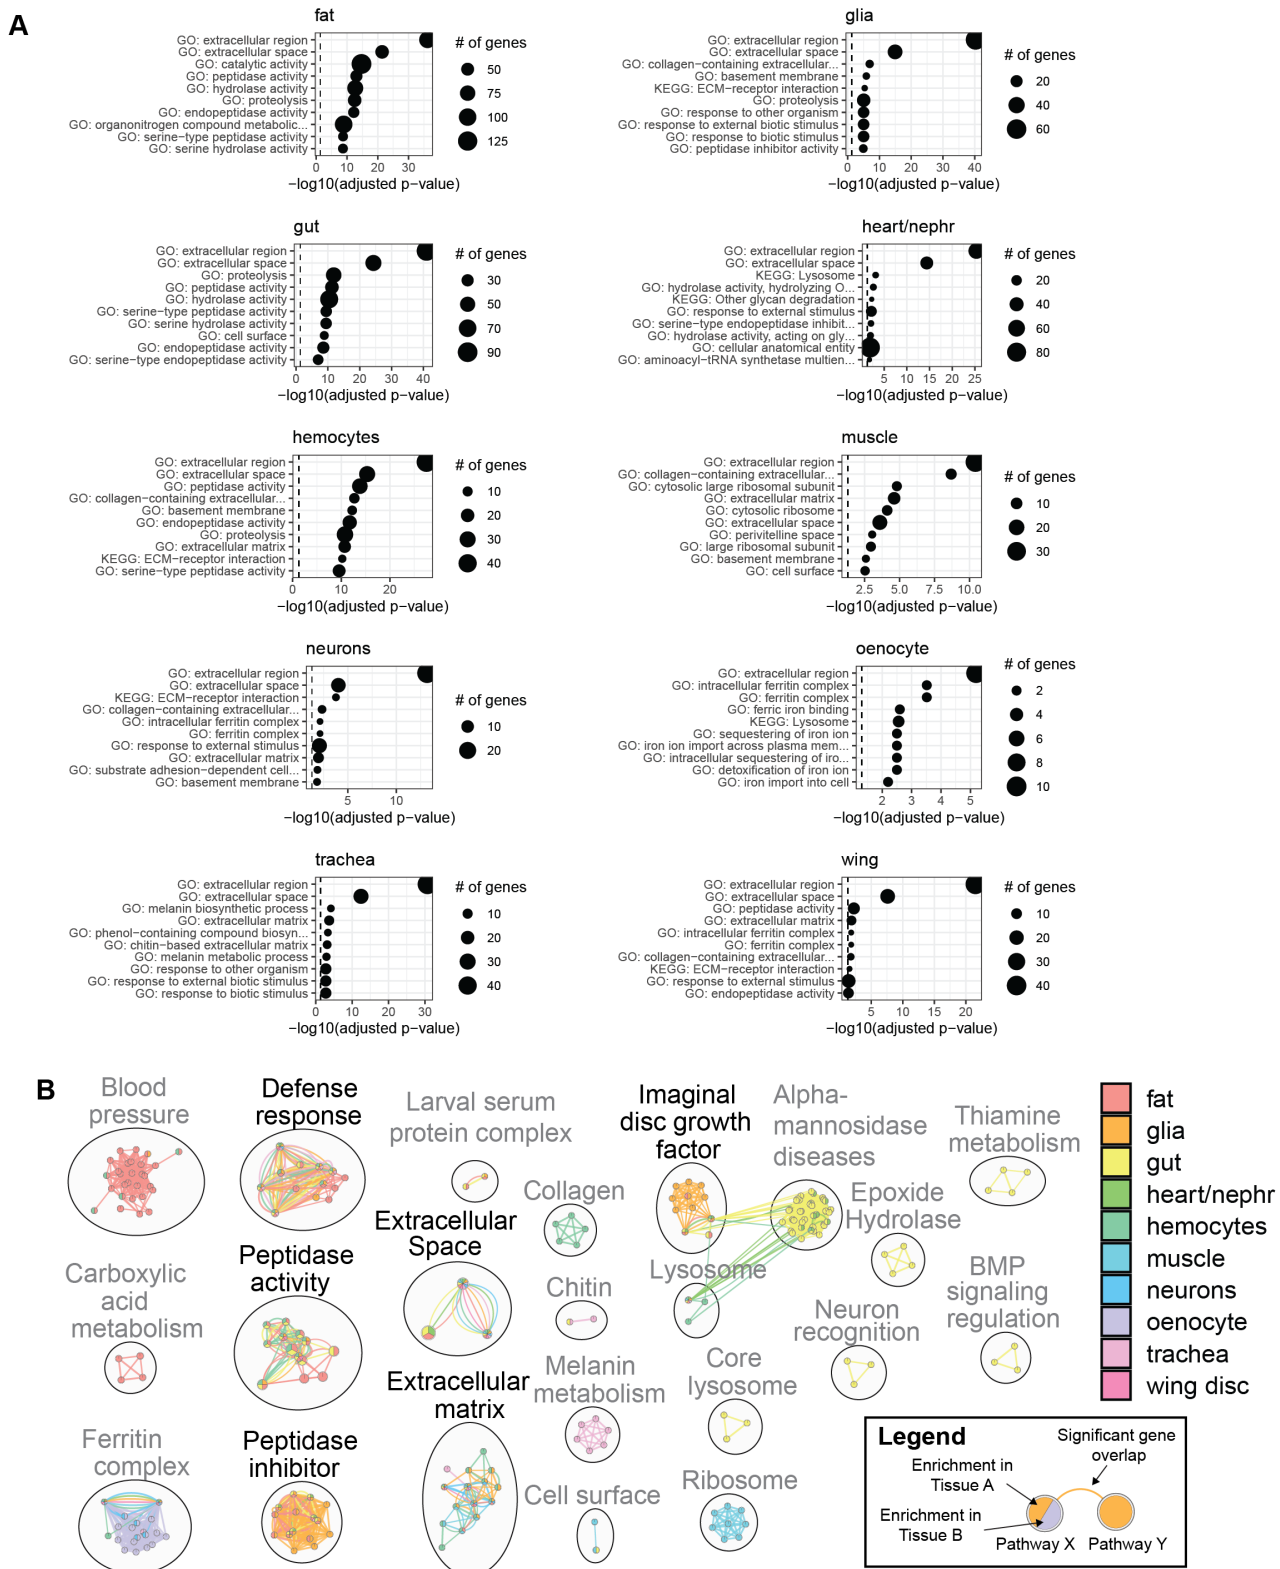

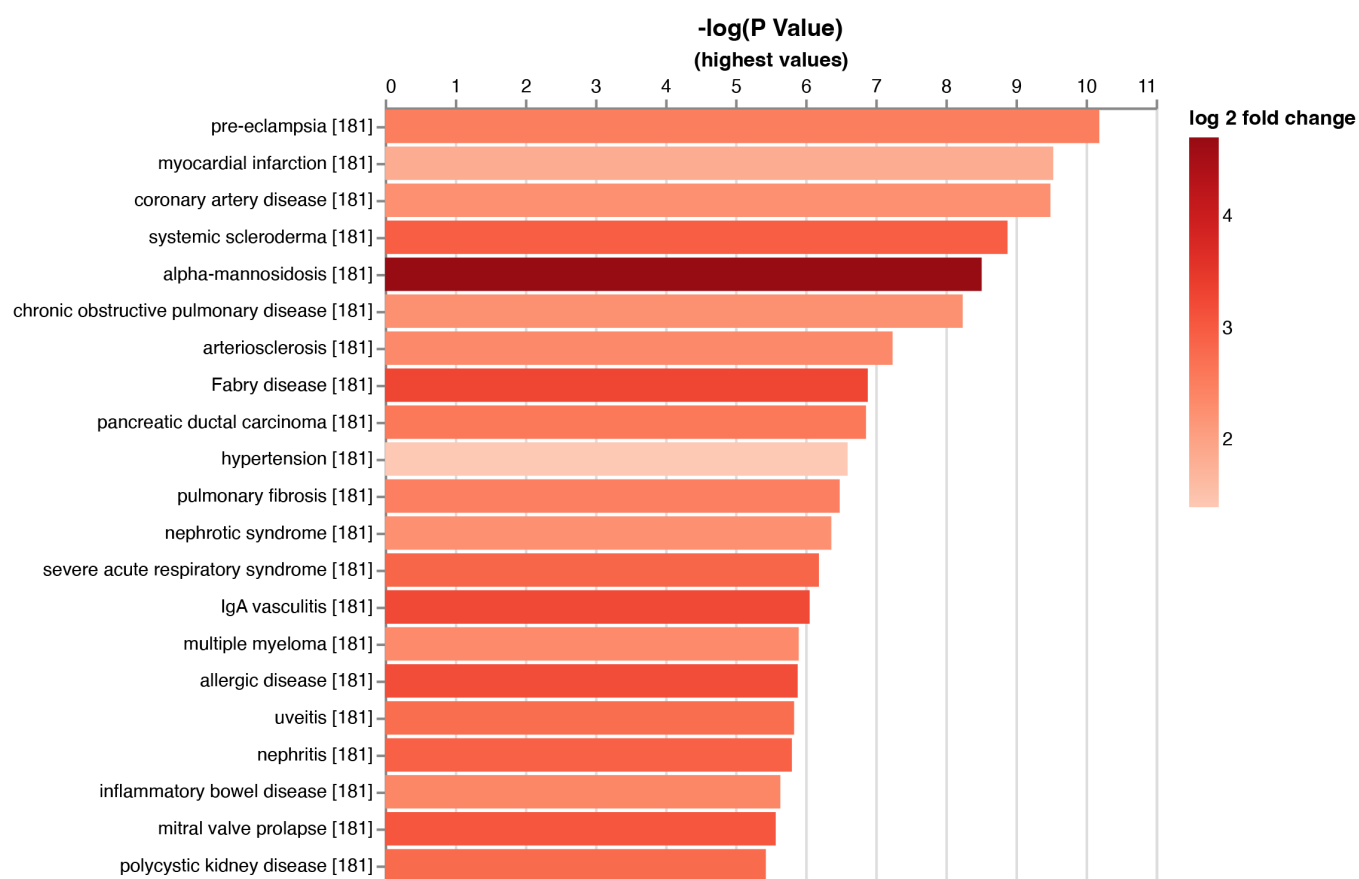

**Supplementary Figure 16: Gene set disease enrichment analysis of tissue-secreted proteins.** Bar graph of gene set enrichment analysis on 535 tissue-secreted proteins using PANGEA using Disease annotation AGR.

A

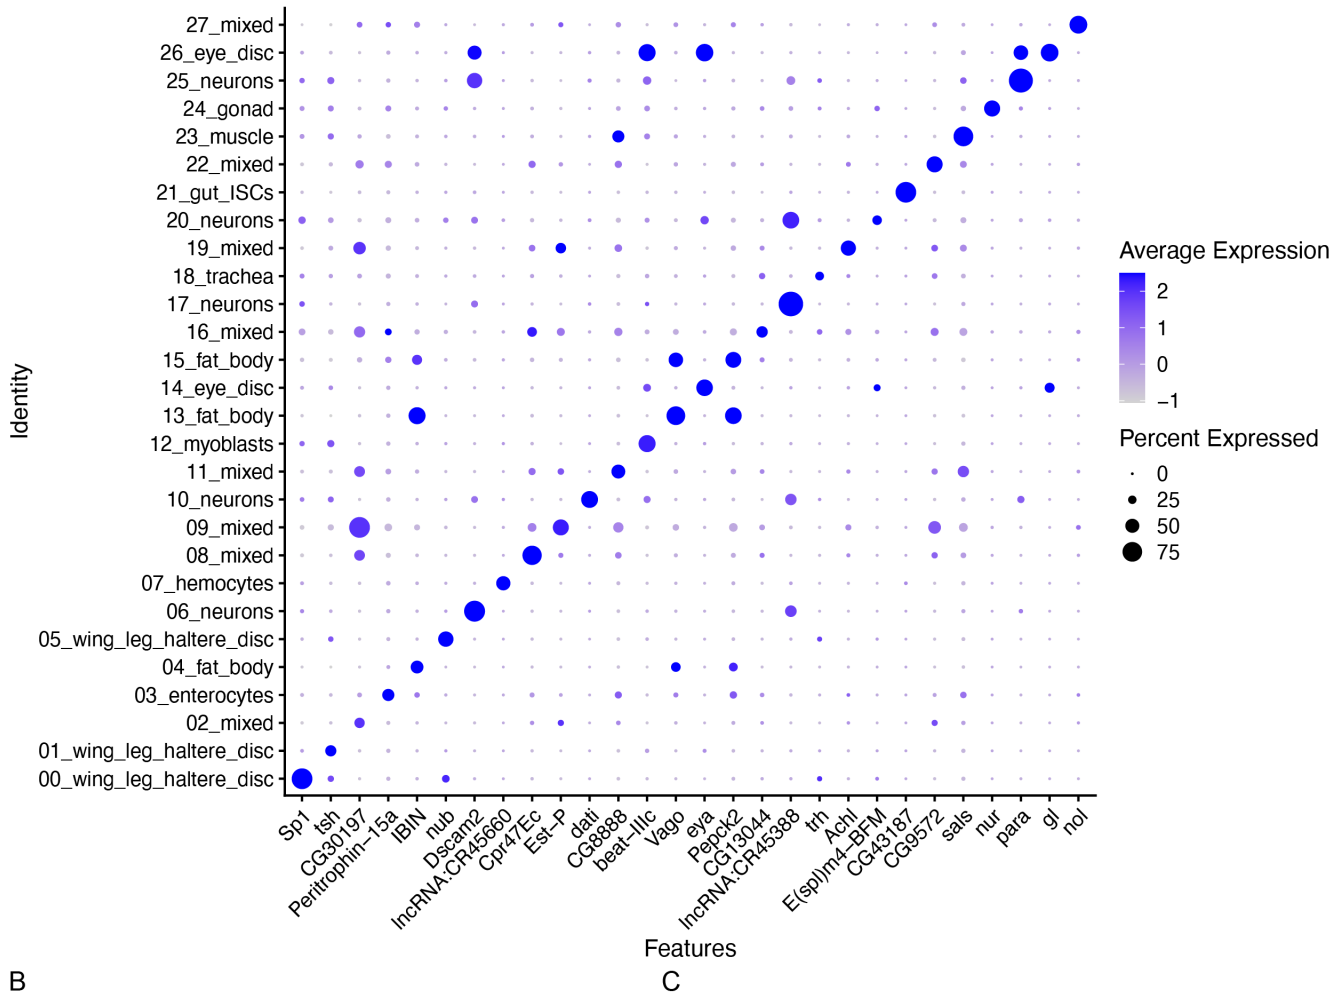

B

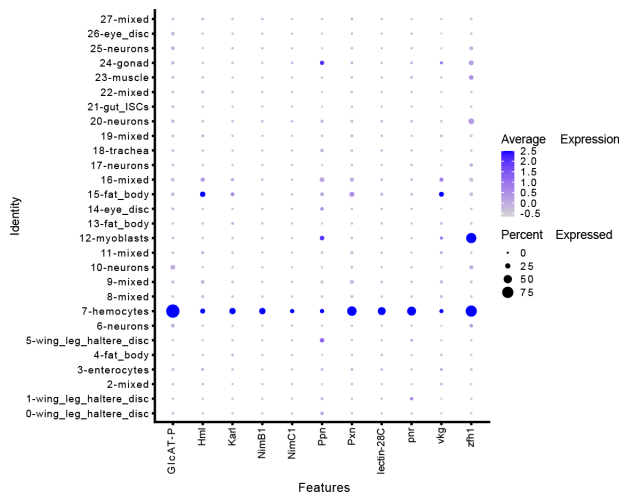

C

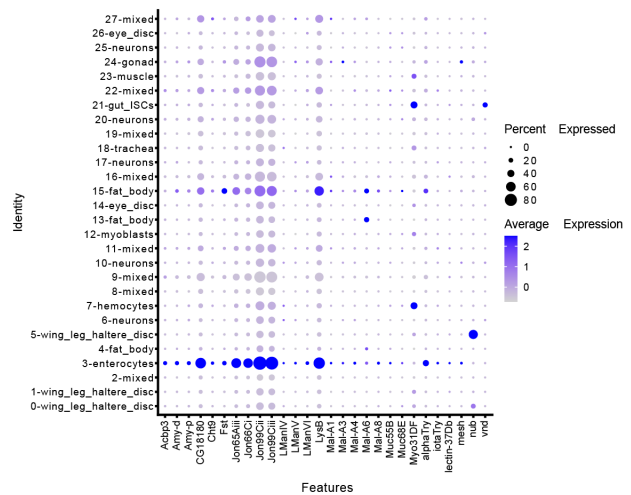

**Supplementary Figure 17: Marker gene expression analysis in the larval snRNA-seq atlas. (A-C)** Dot plots showing expression levels and percentage of cells expressing the top marker gene in each cluster based on average expression (logFC). Color gradient of the dot represents the expression level, while the size represents percentage of cells expressing the marker gene per cluster. **(A)** Top marker gene of all clusters. **(B)** Hemocyte marker genes. **(C)** Gut enterocyte marker genes.

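Among the enterocyte genes of the third panel, *alphaTry*, *Fst* and *Mal-A6* were higher in cluster 3 than elsewhere but not highest there. *alphaTry* had a log2 fold change of 3.06 in cluster 3 (standard error 0.72, adjusted p = 0.00567 from edgeR's quasi-likelihood test) and 3.51 in the fat body cluster 15. *Fst* had 2.88 in cluster 3 and 3.65 in cluster 15, and *Mal-A6* had 1.80 in cluster 3 and 3.98 in the fat body cluster 13. *Myo31DF* was not raised in cluster 3, at -0.07, and was highest in cluster 7, at 2.46. *vnd* was also near 0 in cluster 3, at -0.01, and reached 5.22 in the stem cell cluster 21. *Mal-A4* was higher in cluster 3 at 3.86 (standard error 0.45, adjusted p = 8.44e-06), as was *LysB* at 3.08. *LManIV*, *LManV*, *Mal-A1*, *Mal-A3*, *Mal-A8*, *Muc55B*, *Muc68E*, *iotaTry* and *lectin-37Db* had too few counts to be tested. The dot plots give the share of nuclei with the gene as dot size, a measure that rises with the depth of the nuclei and with free RNA. The fold changes above, which compare summed counts, are a separate measure of the same genes.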

A

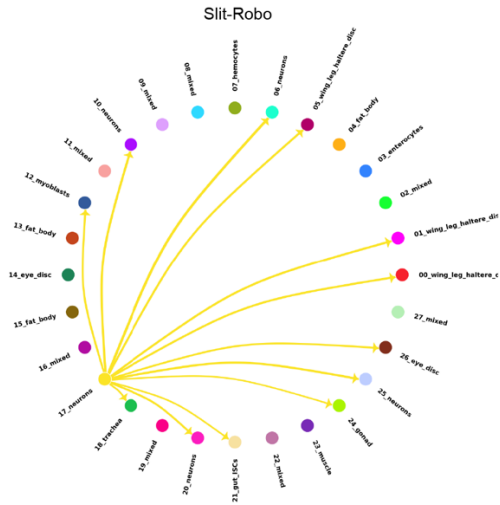

B

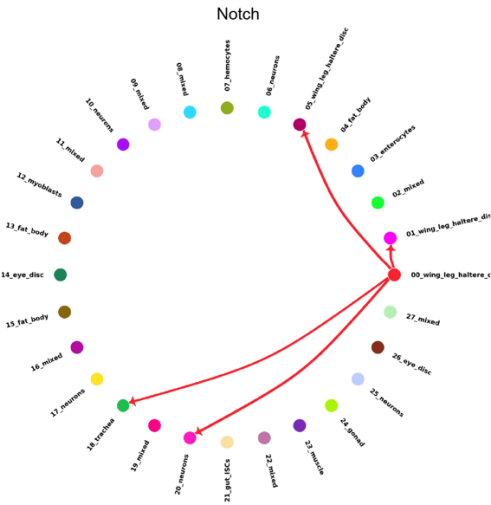

C

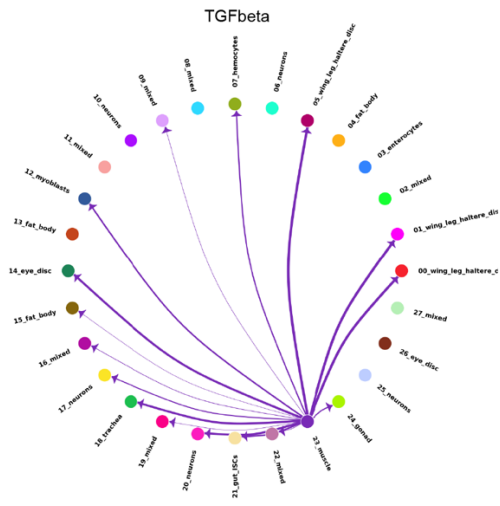

D

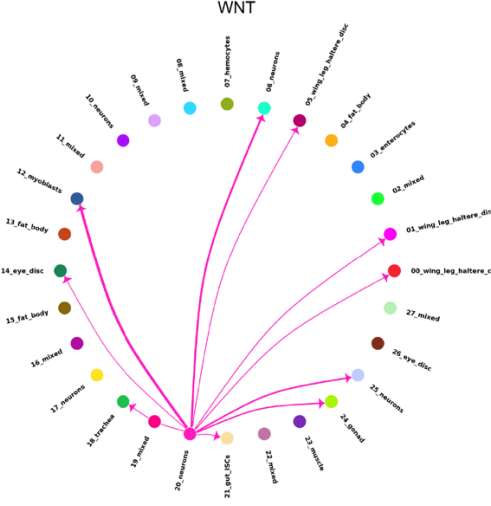

E

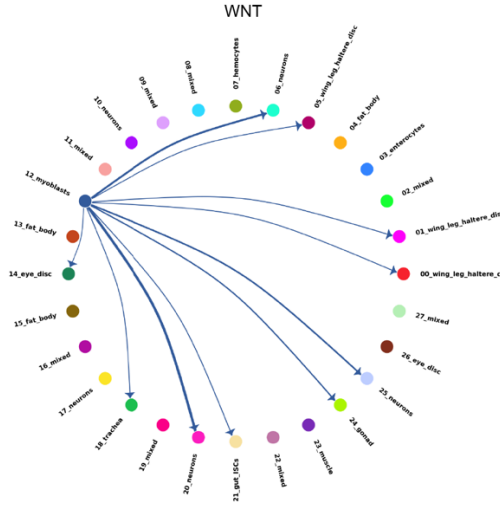

**Supplementary Figure 18: Circle plots of signaling pathway networks inferred by FlyPhoneDB2 (A-E)**  
 Circle plots with indicated signaling pathway, cell clusters from snRNA-seq map, and arrows showing directionality of cluster-to-cluster ligand->receptor relationships.

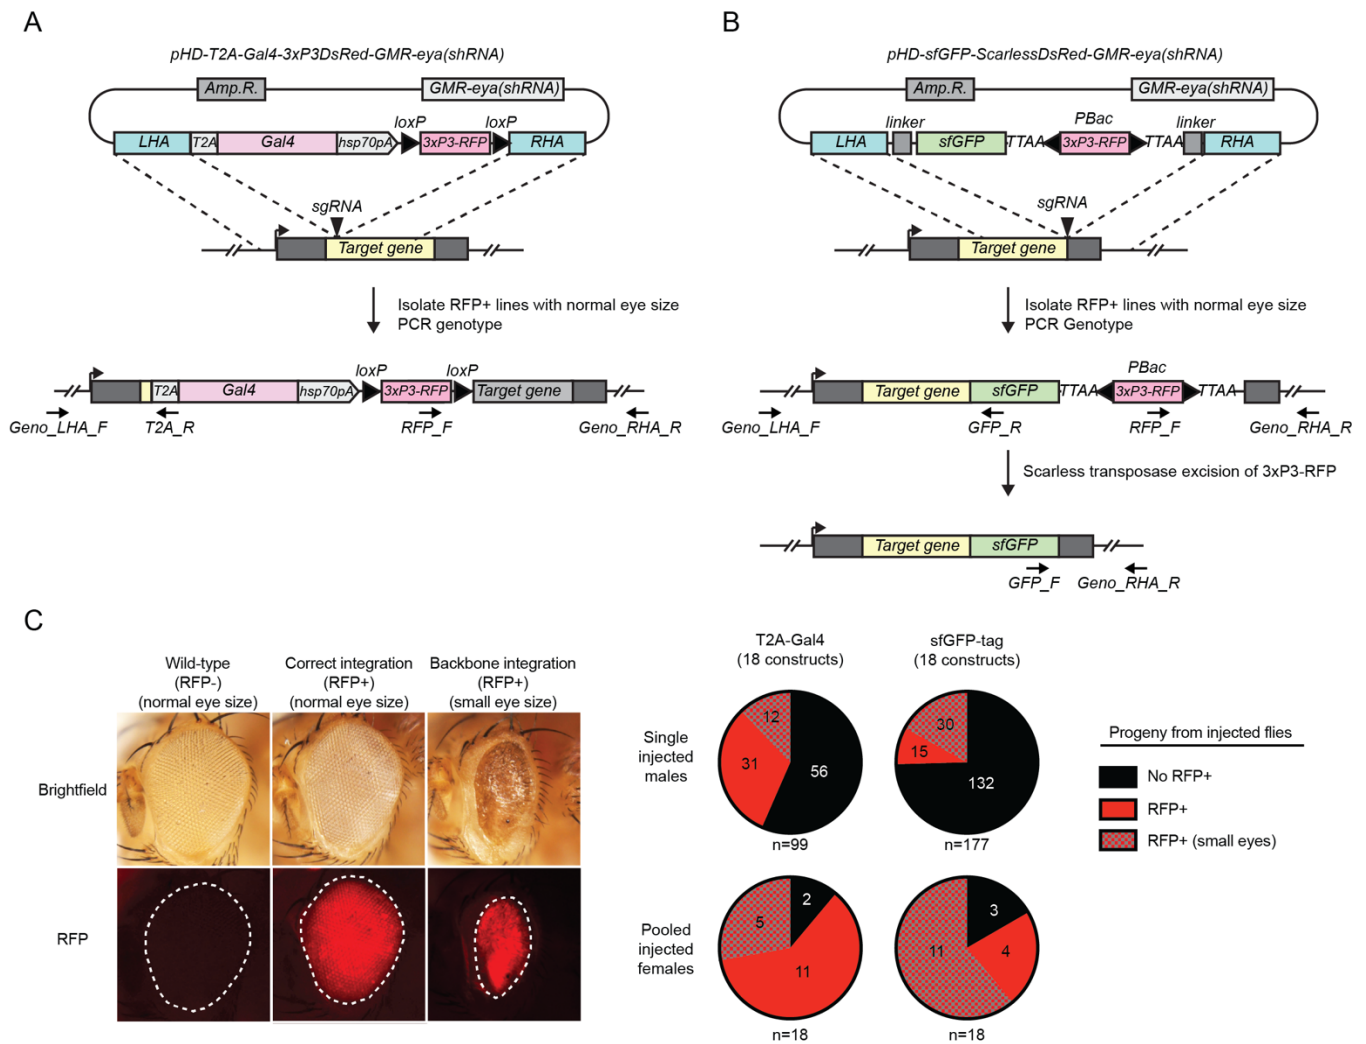

**Supplementary Figure 19: CRISPR-HDR knock-in strategy, dual-selection screening, and integration outcomes (A-B)** Schematic of donor plasmid, target gene, location of homology arms, sgRNA cut site, resulting knock-in locus, and location of genotyping primers. **(A)** T2A-Gal4 knock-in strategy. **(B)** GFP knock-in strategy. **(C)** Stereo fluorescence microscopy of adult fly eyes (left) and knock-in statistics (right). N values indicate the number of single injected males or pooled injected females yielding progeny. Percentage of single males or female pools giving rise to any RFP+ progeny is shown in red and red/grey checkered pattern. Percentage of single males or female pools giving rise to any RFP+/small eye progeny is shown in a red/grey checkered pattern.

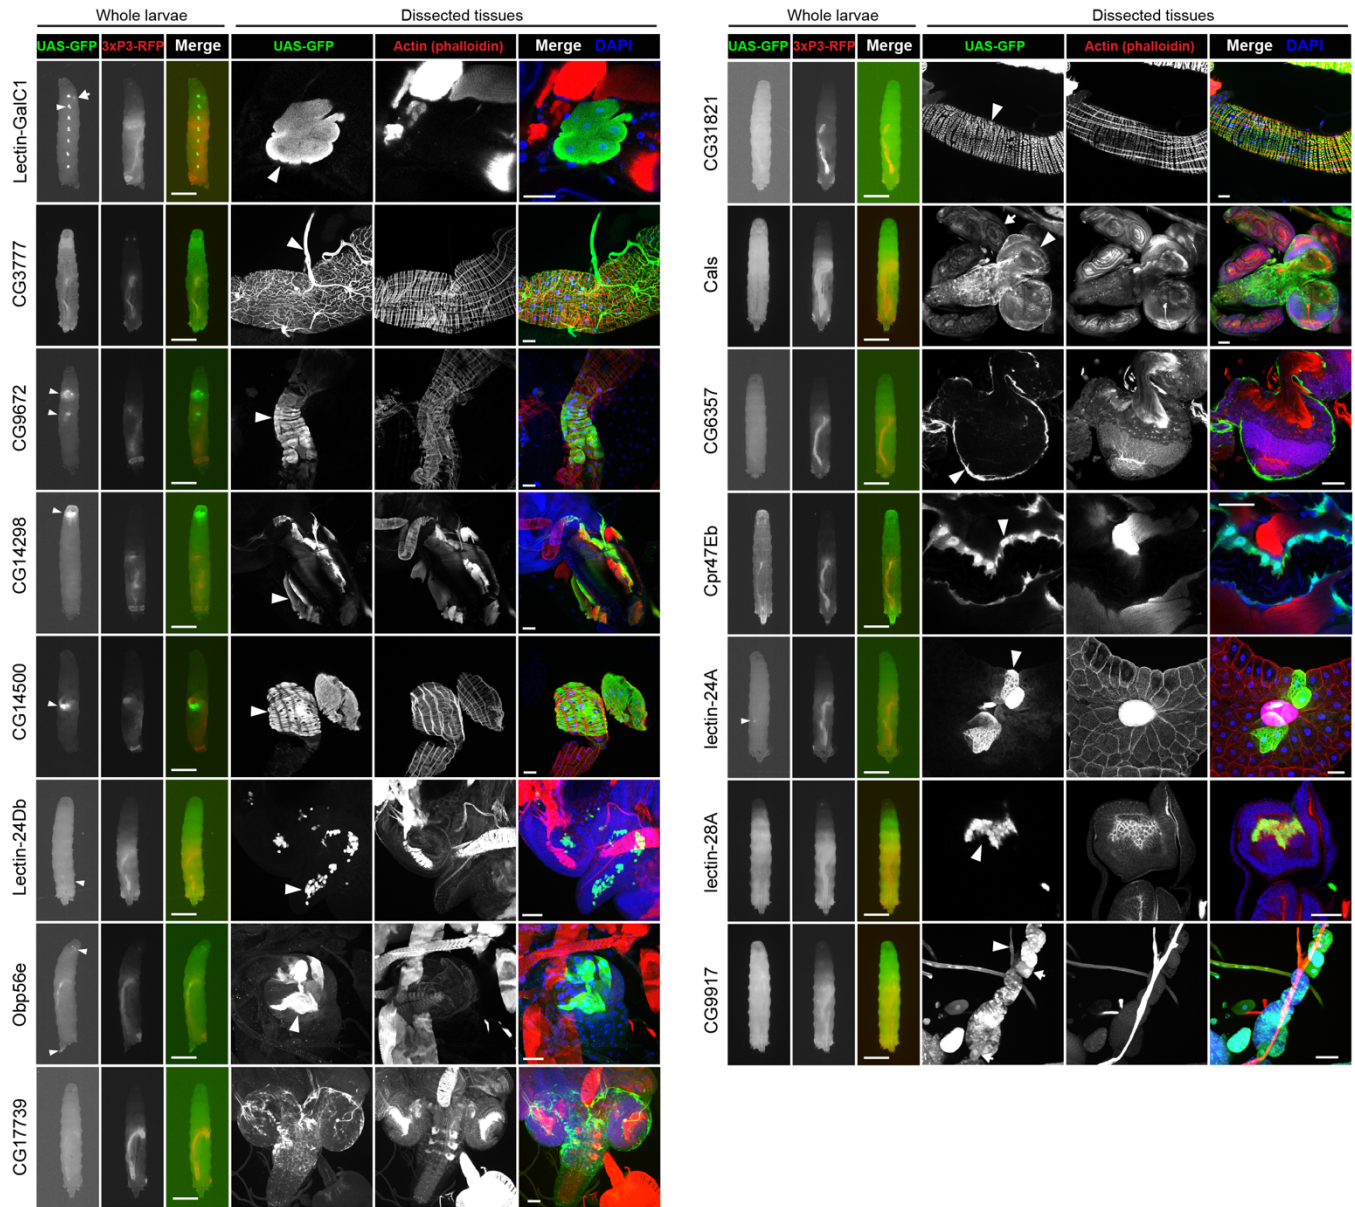

**Supplementary Figure 20: Additional gene expression patterns of T2A-Gal4 knock-in lines.** Widefield fluorescence microscopy images of whole 3<sup>rd</sup> instar larvae, or confocal microscopy of dissected tissues from 3<sup>rd</sup> instar larvae, expressing *UAS-GFP* (green) under the control of a *gene-T2A-Gal4* transgene. GFP fluorescence was imaged in whole heat-killed larvae or using anti-GFP-488 (green) antibodies in dissected tissues. Also shown is *3xP3-RFP* (red) marker fluorescence for whole larvae, and phalloidin (red) and DAPI (blue) for confocal images of dissected tissues. For confocal images, the imaged tissue(s) are: *Lectin-GalC1* (arrowhead indicates oenocytes), *CG3777* (arrowhead indicates trachea associated with gut), *CG9672* (arrowhead indicates gut enterocytes), *CG14298* (arrowhead indicates mouth hooks), *CG14500* (arrowhead indicates gut enterocytes), *Lectin-24Db* (arrowhead indicates hemocytes associated with eye disc), *Obp56e* (arrowhead indicates spiracles), *CG17739* (brain), *CG31821* (arrowhead indicates visceral muscle), *Cals* (arrowhead indicates brain and arrow indicates imaginal discs), *CG6357* (arrowhead indicates perineural glia), *Cpr47Eb* (arrowhead indicates epidermis), *lectin-24A* (arrowhead indicates fat body cells adjacent to gonad), *lectin-28A* (arrowhead indicates hemocytes associated with eye disc), *CG9917* (arrowhead indicates heart tube, arrows indicate pericardial nephrocytes). Scale bars are 1mm for whole larvae and 50µm for dissected tissues. All confocal images are projections except *Lectin-GalC1-T2A-Gal4*, *Cals-T2A-Gal4*, *CG6357-T2A-Gal4*, *Cpr47Eb-T2A-Gal4*, and *lectin-28A-T2A-Gal4*, which are slices.

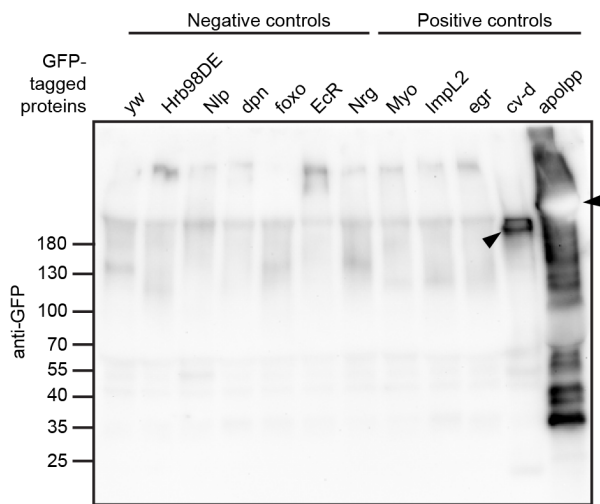

**Supplementary Figure 21: Western detection of control GFP-tagged proteins in hemolymph.** Western blot of 3<sup>rd</sup> instar larval hemolymph collected from GFP-tag lines. Negative controls are intracellular GFP-tagged proteins and positive controls are GFP-tagged known hemolymph proteins. Arrowheads indicate bands at the expected molecular weight (197.1 kDa = cv-d; 330 kDa = apoL1).

## Supplementary Note 1 - Characterization of ER-localized TurboID to label secreted proteins in cultured *Drosophila* S2R+ cells

We previously labeled proteins in the secretory pathway using Myc-tagged promiscuous biotin ligase BirA\*G3 in the ER (*Myc-BirA\*G3-ER*)<sup>1, 2, 3</sup>. BirA\*G3 (G3 = Generation 3) is a precursor to the engineered promiscuous biotin ligase TurboID (which has three additional mutations compared to G3), where TurboID has higher biotinylation activity than BirA\*G3<sup>2</sup>. Therefore, we constructed updated plasmids to express ER-localized TurboID (*GFP-TurboID-ER*) (**Figure 1A**). ER localization is accomplished using an N-terminal 18aa secretion signal from *Drosophila* BiP, and a C-terminal KDEL ER retention signal. For comparison, we constructed plasmids to express a cytoplasmic TurboID (*GFP-TurboID*).

To rapidly test and characterize this TurboID labeling strategy, we first performed experiments in cultured *Drosophila* S2R+ cells, which are a widely used and well-characterized *Drosophila* cell culture model for genome-wide functional and proteomic studies<sup>4, 5, 6</sup>. Notably, this TurboID labeling approach has not been applied to any cultured *Drosophila* cell line, so we saw an opportunity to establish a resource that could benefit the broader community, even though this was not our primary objective.

To test if GFP-TurboID-ER labels proteins in the secretory compartment, we transfected TurboID DNA constructs into S2R+ cells grown in biotin-supplemented media, and visualized GFP and biotinylated proteins with confocal microscopy. GFP-TurboID-ER fluorescent signal was excluded from cell nuclei, enriched in a punctate pattern surrounding the nucleus, and overlapped with the ER protein Calnexin 99A (Cnx99A) (**Supplementary Figure 1**). Biotinylated proteins were similarly localized to the ER. In contrast, we detected GFP-TurboID and biotinylated proteins in the cytoplasm and nucleus. We observed similar results using our previous Myc-BirA\*G3 Myc-BirA\*G3-ER constructs (**Supplementary Figure 2**), indicating that our TurboID constructs are properly localized like prior BirA\*G3 versions.

Next, we tested whether we could detect secreted biotinylated proteins in cell culture media supernatant from cells expressing GFP-TurboID-ER. To induce robust expression, we generated stable S2R+ cell lines expressing either GFP-TurboID or GFP-TurboID-ER under the control of a copper-inducible metallothionein (*MT*) promoter. After incubating cell lines with CuSO<sub>4</sub> and excess biotin for 24 hours, we subjected cell pellets and cell media supernatant to SDS-PAGE, followed by western blotting using streptavidin-HRP to detect biotinylated proteins (**Supplementary Figure 3A-B**). For *MT-GFP-TurboID-ER* cells, we detected a smear of biotinylated protein bands of different molecular weights from both cell pellets and cell media, suggesting that both intracellular and secreted proteins are being labeled. For *MT-GFP-TurboID* cells, we also saw a smear of biotinylated proteins from cell pellets, but with a different banding pattern compared to *MT-GFP-TurboID-ER*. Unlike *MT-GFP-TurboID-ER* cells, the biotinylated proteins were barely detectable in the media from *MT-GFP-TurboID* cells, indicating minimal secretion of TurboID-labeled cytosolic proteins into the extracellular medium. In contrast, when probing for the TurboID fusion proteins themselves, we detected GFP-TurboID and GFP-TurboID-ER in cell pellets by anti-GFP westerns, and we additionally detected GFP-TurboID-ER in cell media supernatant, suggesting that the protein can be secreted or released. Similarly, we observed a band corresponding to the same molecular weight as GFP-TurboID-ER (~55 kDa) on streptavidin-HRP blots, suggesting that TurboID auto-biotinylates, which has been previously described<sup>2</sup>. We observed similar results using transfection of *MT-Myc-BirA\*G3-ER* in S2R+ cells (**Supplementary Figure 3C-D**).

Next, we tested if GFP-TurboID-ER biotinylates known secreted proteins and if we could recover them from culture media supernatant. To accomplish this, we transfected S2R+ cells with HA-tagged versions of two secreted ligands, Spatzle (Spz) and Hedgehog (Hh), collected culture media, enriched biotinylated proteins on streptavidin beads, and detected the HA-tagged proteins by western blot. Whereas we observed both Spz-HA and Hh-HA in input samples, they were only detected after pulldowns when co-transfecting *MT-GFP-TurboID-ER* (**Supplementary Figure 4**).

To further confirm that GFP-TurboID-ER biotinylates secreted proteins, we used liquid chromatography-tandem mass spectrometry (LC-MS/MS) to identify labeled proteins in culture media from stable cell lines. Using streptavidin beads to enrich biotinylated proteins in culture media supernatant, we ran the eluted proteins on an SDS-PAGE gel and detected total proteins using a Coomassie stain. We observed a smear of protein bands from *MT-GFP-TurboID-ER* cell media, which were not present from negative control wild-type S2R+ cell media, including a prominent band at the molecular weight of auto-biotinylated TurboID (**Supplementary Figure 5A**). Similar results were observed using BirA\*G3 expressing cells (**Supplementary Figure 5B**). Unexpectedly, we also observed a smear from *MT-GFP-TurboID* cell media pulldowns. This is despite gentle harvesting and filtering

of cell media (see methods), suggesting that S2R+ cells undergo cell lysis during normal culture and/or unconventional secretion. To identify proteins labeled by GFP-TurboID or GFP-TurboID-ER, we cut out entire gel lanes, followed by in-gel digestion and LC-MS/MS. We identified 188 *Drosophila* proteins from *MT-GFP-TurboID* cell media and 72 from *MT-GFP-TurboID-ER* cell media (**Supplementary Figure 5C, Supplementary Data 1A**). Proteins that are predicted as extracellular, such as containing a signal sequence and/or a transmembrane domain, were highly enriched from GFP-TurboID-ER media (76%) relative to GFP-TurboID media (1%). These secreted proteins include signaling proteins, extracellular matrix proteins, chaperones, and uncharacterized proteins (**Supplementary Figure 5D**). We also identified GFP-TurboID in media from both cell lines, confirming the protein is released into the media (**Supplementary Data 1B**). Interestingly, we also identified cow proteins such as Complement C3, suggesting GFP-TurboID in media may label proteins in culture media derived from fetal bovine serum (FBS) (**Supplementary Data 1B**). Proteins identified in the media from *MT-GFP-TurboID* cells result from cell leakage or unconventional secretion of cytoplasmic contents. It is interesting and unexpected that more proteins were identified from *MT-GFP-TurboID* cells than *MT-GFP-TurboID-ER* cells. This may be due to several factors, including that cytoplasmic proteins are generally more abundant<sup>7</sup>, GFP-TurboID may have higher enzymatic activity in the cytosol<sup>2</sup>, and the expression level of GFP-TurboID protein may be higher in the stable cell line (**Supplementary Figure 3A**).

In summary, our experiments demonstrate that GFP-TurboID-ER biotinylates proteins in the secretory pathway of cultured fly cells, which can be recovered from the extracellular space by streptavidin-beads and identified by LC-MS/MS, supporting its utility for *in vivo* tissue-specific secretome profiling.

## **Supplementary Note 2 - Generating and characterizing a collection of transgenic fly lines for *in vivo* secretome labeling in 10 major tissue types**

Following our encouraging results in cell culture, we set out to express TurboID-ER *in vivo* in a tissue-specific manner. To accomplish this, we generated transgenic flies that express GFP-TurboID-ER under the control of the *Gal4/UAS* binary expression system<sup>8</sup> (**Figure 1A**). We constructed 10 fly strains that each carry two transgenes, a *UAS-GFP-TurboID-ER* transgene and a tissue-specific *Gal4* transgene, which results in constitutive tissue-specific expression of TurboID-ER (**Supplementary Figure 6A**). This approach facilitates raising large numbers of developmentally synchronized flies with the desired genotype. *Gal4* lines were selected to represent most major non-overlapping tissues/organs (e.g. muscle, fat, neurons) and, when possible, express in all cell subtypes (e.g. pan-glial *repo-gal4*). We confirmed tissue-specific expression in each recombinant line by visualizing GFP fluorescence in 3<sup>rd</sup> instar larvae (**Supplementary Figure 6B**).

Next, we detected labeled proteins from isolated hemolymph using SDS-PAGE and streptavidin-HRP western blotting. We focused on larval rather than adult hemolymph because it is easier to collect in large quantities and is therefore more amenable to future large-scale experiments (see next results section). We collected hemolymph from 20 wandering 3rd instar larvae per genotype, after raising them on biotin-supplemented food for 24 hours, which we previously showed maximizes biotinylation<sup>2</sup>. As a negative control, we used hemolymph collected from *UAS-GFP-TurboID-ER* larvae (i.e. no *Gal4*) that were raised on biotin-supplemented food. This ligase- biotin+ control was chosen because TurboID can utilize endogenous biotin present in standard fly food for low level labeling<sup>2</sup>, making ligase+ biotin- conditions an unreliable baseline. Similar ligase-, biotin+ controls have been used in prior *in vivo* proximity-labeling proteomic studies<sup>1,3</sup>. We observed numerous biotinylated proteins in hemolymph from tissue-specific GFP-TurboID-ER strains (**Supplementary Figure 6C-D**). Importantly, the banding pattern and intensity of biotinylated proteins differed among the tissue-specific genotypes. For example, biotinylated proteins appeared as a smear of different molecular weights or as discrete protein bands, such as a prominent ~25 kDa band in hemolymph from oenocyte-labeling. Hemolymph from fat body-labeling gave by far the strongest signal compared to the other samples, agreeing with previous studies that the fat body (similar to human adipose and liver) is a major source of secreted hemolymph proteins<sup>9</sup>. To compensate for this signal disparity, we loaded 1/50th the amount of hemolymph from fat body-labeling samples in western blots, which was empirically determined (**Supplementary Figure 6E**). These results demonstrate that our *in vivo* TurboID-ER labeling approach enables detection of secreted proteins in larval hemolymph and suggests tissue-specific differences in the composition of the secretome.

All 10 tissue-specific TurboID-ER lines were viable, fertile, and morphologically normal, and have been stably propagated for years, including at the Bloomington *Drosophila* Stock Center. Notably, even ubiquitous, constitutive TurboID expression with continuous biotin supplementation throughout the fly lifespan (a worst-case scenario) does not cause detectable toxicity or morphological defects<sup>2</sup>. In contrast, our experiments use tissue-specific TurboID-ER expression with only 24hr biotin supplementation during the 3rd instar larval stage.

Consistent with this, fat body expression of BirA\*G3-ER does not affect adult survival or climbing ability in flies<sup>1</sup>, and body-wide BirA\*G3-ER expression in mice yields viable and fertile animals with no obvious histopathology, ER stress, or cell death<sup>3</sup>. Together, these studies suggest that TurboID-ER-based proximity labeling is well tolerated *in vivo*, particularly under tissue-specific and temporally restricted expression conditions such as those used here.

### **Supplementary Note 3 - A *Drosophila* larval hemolymph collection protocol that is compatible with large-scale streptavidin pulldowns**

Our standard hemolymph isolation protocol, which involves bleeding 20 larvae, typically yields 15µg of protein. However, large-scale streptavidin pulldowns for MS require at least 3mg of protein input to ensure sufficient material is recovered after enrichment<sup>10</sup>. In addition, we eventually aimed to perform quantitative MS analysis using biological triplicates for 10 tissue-specific labeling samples. Given our large number of samples and the substantial amount of hemolymph required, it became clear that our standard protocol was not scalable for this purpose. Therefore, we developed a protocol to isolate large amounts of purified hemolymph from 3<sup>rd</sup> instar larvae (**Supplementary Figure 7A**). First, we synchronized development using timed egg collections from each recombinant fly strain expressing *GFP-TurboID-ER*. After 4 days, we transferred larvae to biotin-supplemented food. After 24hrs, we collected ~400 3<sup>rd</sup> instar larvae and bled them in PBS. The crude diluted hemolymph was then filtered and centrifuged to remove larvae, tissue debris, and cellular fragments. Finally, we passed filtered cell-free hemolymph through a 3 kDa centrifuge filter to concentrate the sample and remove free biotin, yielding ~7-10 mg of purified hemolymph.

Next, we performed pilot streptavidin pulldowns and label-free LC-MS/MS using hemolymph isolated with our large-scale procedure (**Supplementary Figure 7B**). Our goal was to evaluate protein identification using our combined genetic and biochemical strategy, specifically to assess signal quality (i.e. detection of known or predicted secreted proteins), extent of background protein contamination, and the degree of tissue specificity. We focused on tissues that gave strong signal by western blot, including muscle, fat body, gut enterocytes, glia, and oenocytes, and only used single biological replicates at this stage. We purified hemolymph from larvae with tissue-specific labeling, enriched biotinylated proteins on streptavidin beads, and processed samples for LC-MS/MS by either in-gel (whole lane and prominent Coomassie-stained bands) or on-bead digestion (**Supplementary Figure 7C**). To help interpret our results, we also collected hemolymph from wild-type larvae and processed it using in-gel digestion of prominent Coomassie-stained bands and in-solution digestion (**Supplementary Figure 7D**).

In total, we identified 213 proteins from three tissue-labeling (with pulldown) experiments and 185 proteins from two wild-type hemolymph (no pulldown) experiments, with 56 overlapping proteins (**Supplementary Figure 7B**, **Supplementary Data 2A-B**). Over 50% of the proteins identified are predicted secreted (**Supplementary Figure 7E**, **Supplementary Data 2A**). The most abundant proteins identified in unlabeled hemolymph are the apolipoprotein Apolipoprotein (Apolpp) and the larval serum proteins Lsp1β, Lsp1γ, Lsp1α, Lsp2, which is consistent with previous studies<sup>9, 11, 12</sup> (**Supplementary Figure 7D-E**). We readily identified these same abundant proteins in tissue-labeling samples, including other known hemolymph proteins such as ferritins, prophenoloxidas, and extracellular matrix proteins (**Supplementary Figure 7C,E**, **Supplementary Data 2A**)<sup>9, 13, 14, 15</sup>.

Many proteins from tissue-labeling samples exhibited tissue-specific enrichment. For example, Ferritin 1 heavy chain homologue (Fer1HCH) and Ferritin 2 light chain homologue (Fer2LCH), which together form the major Ferritin complex and are known to be secreted from the gut<sup>16</sup>, were the top proteins identified from a prominent ~25 kDa gel band that was specific to gut enterocyte labeling (**Supplementary Figure 7C**, **Supplementary Data 2A**). In addition, Lectin-22c, an uncharacterized C-type lectin protein, was the top protein identified from a prominent ~35 kDa gel band specific to oenocyte labeling (**Supplementary Figure 7C**, **Supplementary Data 2A**). We defined a set of 48 tissue-enriched proteins by comparing the spectral counts of proteins from whole gel lanes (**Supplementary Figure 7F**, **Supplementary Data 2A**). In many cases, identified proteins originated from the expected tissue, such as Viking (Vkg) from fat body<sup>13, 17</sup> and Odorant-binding protein 44a (Obp44a) from glia<sup>18</sup>. We also identified known hemolymph proteins from unexpected tissues, such as the fat body proteins apolpp, Lsp1β, and Gelsolin (Gel)<sup>17, 19</sup> from muscle-labeling samples, and the fat body proteins Crossveinless d (Cv-d), Imaginal disc growth factor 4 (Idgf4), and Transferrin 1 (Tsf1)<sup>20, 21, 22</sup> from glia-labeled samples. We also identified uncharacterized tissue-specific secreted proteins, such as CG6867 from muscle, CG5080 from glia, Lectin-22c from oenocytes, and CG2233 from fat body. Finally, we identified proteins in tissue-labeling samples that were missing from wild-type hemolymph samples (e.g. Lectin-22c, Cv-d, Bangles and beads (Bnb), and

CG5080) (**Supplementary Data 2A**), suggesting that tissue-labeling and pulldown helps enrich low abundance hemolymph proteins.

Our data also highlight unwanted background proteins binding to streptavidin beads. For example, one tissue labeling and pulldown experiment involved parallel processing of 5 tissue-labeling lines (*X-Gal4*, *UAS-GFP-TurboID-ER*) and one non-labeling line (*UAS-GFP-TurboID-ER*, no *Gal4*), identifying eluted proteins by whole lane gel digestion (**Supplementary Figure 7B**, **Supplementary Data 2A**). All 21 proteins identified in the control sample were present in at least one of the experimental labeling samples (**Supplementary Figure 7G**, **Supplementary Data 2B**), including the top 5 most abundant proteins in wild-type hemolymph (Apolpp, Lsp1 $\beta$ , Lsp1 $\gamma$ , Lsp1 $\alpha$ , and Lsp2), as well as Acetyl-CoA carboxylase (ACC) and Pyruvate carboxylase (Pcb), which are naturally biotinylated proteins<sup>23, 24</sup>. Furthermore, ACC and Pcb were not identified from wild-type hemolymph (**Supplementary Figure 7H**, **Supplementary Data 2C**). Therefore, naturally biotinylated ACC and Pcb may be present in circulation, or released from tissue during larval bleeding, and bind to streptavidin beads, whereas abundant hemolymph proteins may bind beads non-specifically. This phenomenon of non-biotinylated proteins binding to streptavidin beads, despite extensive and harsh bead washes, has been observed by other studies<sup>25, 26</sup>.

In summary, our tissue-specific TurboID-ER fly strains effectively label and enrich secreted biotinylated proteins in the hemolymph. These pilot results validate the logic of our approach and provide a strong rationale to scale up for quantitative MS analysis with biological replicates across all 10 tissue types. However, to maximize the impact of these quantitative MS experiments, we first addressed the issue of background proteins binding non-specifically to streptavidin beads.

#### **Supplementary Note 4 - Reduced non-specific binding to streptavidin beads with more stringent washing**

Non-specific binding of non-biotinylated abundant hemolymph proteins to the beads creates two problems for tissue secretome analysis. 1) It reduces the chances of identifying tissue-secreted biotinylated proteins, particularly those that are low abundance and 2) it prevents a proper analysis of the tissue of origin of abundant hemolymph proteins.

Streptavidin pulldown of wild-type hemolymph revealed a prominent band between 70-100 kDa on SDS-PAGE gels (**Supplementary Figure 7C**), and LC-MS/MS of the entire gel lane identified all four Larval Serum Proteins (LSPs) (**Supplementary Data 2A**). Indeed, LC-MS/MS of a similar molecular weight band from wild-type hemolymph (**Supplementary Figure 7D**) revealed that it was predominantly composed of all four LSPs (**Supplementary Data 2A**). Therefore, using our current pulldown protocol, which is based on previous studies<sup>2</sup>, we hypothesize that LSPs and other abundant proteins in hemolymph non-specifically bind to streptavidin beads.

To test whether more stringent bead washing could reduce this non-specific binding, we applied a series of harsher wash conditions. 2M Urea is traditionally used as a harsh washing step because it denatures proteins, so we tested increasing Urea concentrations. In addition, others have used SDS in streptavidin bead washing steps<sup>25, 27, 28</sup>, therefore we tested Urea washes with and without SDS (**Supplementary Figure 8A**). To monitor non-specific binding to the beads, we detected LSPs as a 70-100 kDa protein band on silver-stained gels and by western blotting using anti-LSP-1 $\gamma$  (**Supplementary Figure 8A**), which is cross-reactive with all three LSP-1 proteins<sup>29</sup>. Our results show that higher concentrations of Urea, as well as adding SDS, reduced non-specific binding of LSPs below the level of detection (**Supplementary Figure 3A**).

Next, we tested if more stringent washing had a negative impact on the binding of biotinylated hemolymph proteins to the beads. As described previously (**Supplementary Figure 7B**), we collected hemolymph from larvae with fat body labeling, performed streptavidin pulldowns, eluted biotinylated proteins, and detected biotinylated proteins on western blots with streptavidin-HRP. Using a panel of Urea and SDS bead washing conditions, there were no obvious differences in the intensity or banding pattern of biotinylated proteins (**Supplementary Figure 8B**). Furthermore, the prominent 70-100 kDa band corresponding to LSPs appears similar in intensity for all bead washing conditions. Therefore, we conclude that harsher bead washing reduces non-specific binding but does not reduce retention of biotinylated proteins on the beads. Thus, we adopted 4M Urea + 2% SDS in future bead washing steps.

#### **Supplementary Note 5 - GFP-TurboID-ER sequence**

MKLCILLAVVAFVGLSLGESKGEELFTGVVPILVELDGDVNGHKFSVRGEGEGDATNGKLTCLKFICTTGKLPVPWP  
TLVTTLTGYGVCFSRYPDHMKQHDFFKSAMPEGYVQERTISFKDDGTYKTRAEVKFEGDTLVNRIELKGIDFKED

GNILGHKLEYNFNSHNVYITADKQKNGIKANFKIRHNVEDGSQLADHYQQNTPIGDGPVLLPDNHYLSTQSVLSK  
 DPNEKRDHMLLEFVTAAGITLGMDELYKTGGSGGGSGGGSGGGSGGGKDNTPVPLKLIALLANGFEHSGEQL  
 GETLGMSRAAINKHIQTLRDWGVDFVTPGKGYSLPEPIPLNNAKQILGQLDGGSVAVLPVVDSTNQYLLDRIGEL  
 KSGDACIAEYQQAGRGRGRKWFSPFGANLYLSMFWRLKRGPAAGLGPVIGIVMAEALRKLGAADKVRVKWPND  
 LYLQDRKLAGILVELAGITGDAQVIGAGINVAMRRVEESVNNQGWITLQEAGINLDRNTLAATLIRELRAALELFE  
 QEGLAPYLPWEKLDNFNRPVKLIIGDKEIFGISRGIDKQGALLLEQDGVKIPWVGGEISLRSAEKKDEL

## References:

1. Droujinine IA, *et al.* Proteomics of protein trafficking by in vivo tissue-specific labeling. *Nat Commun* **12**, 2382 (2021).
2. Branon TC, *et al.* Efficient proximity labeling in living cells and organisms with TurboID. *Nat Biotechnol* **36**, 880-887 (2018).
3. Yang R, *et al.* A genetic model for in vivo proximity labelling of the mammalian secretome. *Open Biol* **12**, 220149 (2022).
4. Viswanatha R, Li Z, Hu Y, Perrimon N. Pooled genome-wide CRISPR screening for basal and context-specific fitness gene essentiality in *Drosophila* cells. *Elife* **7**, (2018).
5. Chen CL, *et al.* Proteomic mapping in live *Drosophila* tissues using an engineered ascorbate peroxidase. *Proc Natl Acad Sci U S A* **112**, 12093-12098 (2015).
6. Yanagawa S, Lee JS, Ishimoto A. Identification and characterization of a novel line of *Drosophila* Schneider S2 cells that respond to wingless signaling. *J Biol Chem* **273**, 32353-32359 (1998).
7. Kuhn PH, *et al.* Secretome protein enrichment identifies physiological BACE1 protease substrates in neurons. *EMBO J* **31**, 3157-3168 (2012).
8. Brand AH, Perrimon N. Targeted gene expression as a means of altering cell fates and generating dominant phenotypes. *Development* **118**, 401-415 (1993).
9. Handke B, *et al.* The hemolymph proteome of fed and starved *Drosophila* larvae. *PLoS One* **8**, e67208 (2013).
10. Hung V, *et al.* Spatially resolved proteomic mapping in living cells with the engineered peroxidase APEX2. *Nat Protoc* **11**, 456-475 (2016).
11. Wolfe J, Akam ME, Roberts DB. Biochemical and immunological studies on larval serum protein 1, the major haemolymph protein of *Drosophila melanogaster* third-instar larvae. *Eur J Biochem* **79**, 47-53 (1977).
12. Akam ME, Roberts DB, Wolfe J. *Drosophila* hemolymph proteins: purification, characterization, and genetic mapping of larval serum protein 2 in *D. melanogaster*. *Biochem Genet* **16**, 101-119 (1978).
13. Pastor-Pareja JC, Xu T. Shaping cells and organs in *Drosophila* by opposing roles of fat body-secreted Collagen IV and perlecan. *Dev Cell* **21**, 245-256 (2011).
14. Binggeli O, Neyen C, Poidevin M, Lemaitre B. Prophenoloxidase activation is required for survival to microbial infections in *Drosophila*. *PLoS Pathog* **10**, e1004067 (2014).
15. Gonzalez-Morales N, Mendoza-Ortiz MA, Blowes LM, Missirlis F, Riesgo-Escovar JR. Ferritin Is Required in Multiple Tissues during *Drosophila melanogaster* Development. *PLoS One* **10**, e0133499 (2015).
16. Rosas-Arellano A, *et al.* Ferritin Assembly in Enterocytes of *Drosophila melanogaster*. *Int J Mol Sci* **17**, 27 (2016).

17. Deutsch J, Laval M, Lepesant JA, Maschat F, Pourrain F, Rat L. Larval fat body-specific gene expression in *D. melanogaster*. *Dev Genet* **10**, 220-231 (1989).
18. Yin J, *et al.* Glia-derived noncanonical fatty acid binding protein modulates brain lipid storage and clearance. *Sci Adv* **11**, eadv2902 (2025).
19. Stella MC, Schauerte H, Straub KL, Leptin M. Identification of secreted and cytosolic gelsolin in *Drosophila*. *J Cell Biol* **125**, 607-616 (1994).
20. Geiser DL, Winzerling JJ. Insect transferrins: multifunctional proteins. *Biochim Biophys Acta* **1820**, 437-451 (2012).
21. Kawamura K, Shibata T, Saget O, Peel D, Bryant PJ. A new family of growth factors produced by the fat body and active on *Drosophila* imaginal disc cells. *Development* **126**, 211-219 (1999).
22. Palm W, *et al.* Lipoproteins in *Drosophila melanogaster*--assembly, function, and influence on tissue lipid composition. *PLoS Genet* **8**, e1002828 (2012).
23. Ramirez J, *et al.* Proteomic Analysis of the Ubiquitin Landscape in the *Drosophila* Embryonic Nervous System and the Adult Photoreceptor Cells. *PLoS One* **10**, e0139083 (2015).
24. Larochelle M, Bergeron D, Arcand B, Bachand F. Proximity-dependent biotinylation mediated by TurboID to identify protein-protein interaction networks in yeast. *J Cell Sci* **132**, (2019).
25. Grismer TS, *et al.* Workflow enhancement of TurboID-mediated proximity labeling for SPY signaling network mapping. *bioRxiv*, (2024).
26. Mair A, Xu SL, Branon TC, Ting AY, Bergmann DC. Proximity labeling of protein complexes and cell-type-specific organellar proteomes in *Arabidopsis* enabled by TurboID. *Elife* **8**, (2019).
27. Cheah JS, Yamada S. A simple elution strategy for biotinylated proteins bound to streptavidin conjugated beads using excess biotin and heat. *Biochem Biophys Res Commun* **493**, 1522-1527 (2017).
28. De Munter S, *et al.* Split-BioID: a proximity biotinylation assay for dimerization-dependent protein interactions. *FEBS Lett* **591**, 415-424 (2017).
29. Burmester T, Antoniewski C, Lepesant JA. Ecdysone-regulation of synthesis and processing of fat body protein 1, the larval serum protein receptor of *Drosophila melanogaster*. *Eur J Biochem* **262**, 49-55 (1999).

# Supplementary material for: Multi-omic mapping of Drosophila protein secretomes reveals tissue-specific origins and inter-organ trafficking
**Source:** Nat Commun. 2026 Apr 20;17:5425. doi: 10.1038/s41467-026-71763-8
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Zen Blue (Zeiss) for Axio Zoom V16, Image Lab software for ChemiDoc MP Imaging System (Bio-Rad), ZEN Black for confocal imaging LSM780 (Zeiss), SH800Z Cell Sorter Software (Sony)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | Mascot (Matrix Science, v2.7); Scaffold Q+S (Proteome Software, v5.0); Spectrum Mill (Agilent Technologies, v6.1 pre-release); R (v4.1.0), limma (v3.48.3); PaxDB (v5.0); PANGEA (v2beta); TM4 (v4.7.4); gprofiler2 (v0.2.1); Cytoscape (v3.8.2) with the EnrichmentMap app; GLAD (v1.0); DGET (v2.0.1); DRscDB (PMID: 33995899); FlyPhoneDB2 (v1.0); Cell Ranger (10x Genomics, v7.1.0); DecontX (v1.0.0); DoubletFinder (v3); Harmony (v0.1); Python (v3.13.2); SignalP 6.0; SignalP 5.0; TMHMM 2.0; DeepTMHMM 1.0; DeepLoc 2.0; DIOPT Ortholog Finder (v10.0); Human Protein Atlas (PMID: 31772123); Find CRISPRs tool (v3.1.0); Fiji (v2.14); Prism (v10.4.1, Graphpad). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Plasmids are available from Addgene and the Drosophila Genomic Resource Center (DGRC). Cell lines are available from the DGRC. Fly lines are available from the Bloomington Drosophila Stock Center (BDSC).

Raw mass spectrometry data for the pilot secretome experiments from S2R+ and 3rd instar larvae is available from FigShare. <https://doi.org/10.6084/m9.figshare.31286095>

Raw mass spectrometry data for the Tissue Secretome Map (TMT experiment) and Blood proteome (Label-free experiment) have been deposited in the public proteomics repository MassIVE and are accessible at accession number MSV000098658. <ftp://massive-ftp.ucsd.edu/v10/MSV000098658/>

Raw snRNA-seq is available from the GEO at accession number GSE302679. <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE302679>

snRNA-seq data can also be accessed on web-based portal: [https://www.flyrnai.org/scRNA/body\\_larvae/](https://www.flyrnai.org/scRNA/body_larvae/)

Raw graph data, western blots, and gels are in Source Data.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical method was used to predetermine sample sizes. Sample sizes were determined based on pilot experiments and practical feasibility.

Data exclusions

No data were excluded from the results.

Replication

For confocal imaging of S2R+ cells, at least three fields of >100 cells were collected, and at least three transfected cells shown in figures. Experiments involving SDS-PAGE and western blots were reliably performed at least twice independently. Pilot larval blood proteomic data was verified using separate protocols (streptavidin pulldown vs. raw blood) (on-bead digestion vs whole lane gel digestion). Quantitative larval tissue-secretome proteomics was performed in triplicate. GSEA analysis was performed using two independent methods (PANGEA, g:Profiler). For fluorescence stereomicroscopy, at least three whole larvae were imaged by fluorescence stereomicroscopy. For confocal microscopy, at least 6 larvae were dissected and stained, at least 6 replicate tissue samples (e.g. 6 or more imaginal discs) were mounted on slides, and at least 3 tissue samples were imaged. snRNA-seq cluster gene expression and fly knock-in expression and localization data served to verify the proteomics results. Pilot larval tissue-secretome and raw blood proteome results also verified large-scale quantitative proteomics results. Each TMT plex experiment contained a biological replicate of the negative control genotype (UAS-GFP-TurboID-ER), and an internal reference of raw hemolymph from yw larvae. To verify potential knock-in fly lines, at least two founder lines (when available) were genotyped to confirm the knock-in. All attempts at replication were successful, except the following (all discussed in the results and discussion): 1) Obp56e-

T2A-Gal4 was not expressed in the same cell types that Obp56e was presumed secreted from. 2) A minority of GFP-tagged proteins (positive controls and experimentals) were detected in the blood by anti-GFP western blots.

## Randomization

No randomization methods were used because this was not applicable for our experiments. Fields of view of S2R+ cells were selected based on pre-selected region in a consistent location within every well. A fixed number of larvae or adults of the desired genotypes were selected without bias from a developmentally synchronized cohort used for blood collection, imaging, or genetic crosses. All dissected tissues mounted on slides were examined by eye and undamaged representative tissues were selected for imaging.

## Blinding

Our experiments did not include subjective measurements and therefore did not require blinding.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

mouse anti-Cnx99A (1:10, DSHB, Cnx99A 6-2-1)  
 chicken anti-GFP (1:1000, AVES labs GFP1020)  
 goat anti-chicken 488 (1:500, Thermo Fisher, A-11039)  
 donkey anti-mouse 488 (1:500, Molecular Probes A-21202)  
 rabbit anti-myc (1:250, Cell Signaling 71D10)  
 donkey anti-rabbit 488 (1:500, Molecular Probes A21206)  
 chicken anti-GFP (1:1000, AVES labs GFP1020)  
 goat anti-chicken 488 (1:500, Thermo Fisher, A-11039)  
 Rhodamine Anti-Actin (1:10,000, Biorad 12004163)  
 rabbit anti-GFP (1:5,000, Invitrogen a6455)  
 goat anti-rabbit 800 (1:5,000, Thermo Fisher, A32730)  
 chicken anti-HA (1:5,000, Aves, ET-HA100)  
 goat anti-chicken-HRP (1:1,000, Sigma, SAB3700199)  
 rabbit anti-LSP-1y (1:5000) (PMID: 10231363)  
 rabbit anti-myc (1:2000, Cell Signaling 71D10)  
 donkey anti-rabbit-HRP (1:3000, Amersham NA934)

## Validation

mouse anti-Cnx99A: <https://dshb.biology.uiowa.edu/Cnx99A-6-2-1>  
 chicken anti-GFP: <https://www.antibodiesinc.com/products/anti-green-fluorescent-protein-antibody-gfp>  
 rabbit anti-myc: <https://www.cellsignal.com/products/primary-antibodies/myc-tag-71d10-rabbit-monoclonal-antibody/2278>  
 Rhodamine Anti-Actin: <https://www.bio-rad.com/en-us/sku/12004163-hfab-rhodamine-anti-actin-primary-antibody-200-ul?ID=12004163>  
 rabbit anti-GFP: <https://www.thermofisher.com/antibody/product/GFP-Antibody-Polyclonal/A-6455>  
 chicken anti-HA: <https://www.antibodiesinc.com/products/anti-ha-epitope-tag-antibody-et-ha100>  
 rabbit anti-LSP-1y: PMID: 10231363

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

S2R+ cells were originally from Dr. Schneider and have been passaged in Perrimon lab and DRSC at Harvard Medical School for decades.

## Authentication

The S2R+ cell line was obtained from the Drosophila RNAi Screening Center/Transgenic RNAi Project Functional Genomics Resources and Drosophila Research & Screening Center-Biomedical Technology Research Resource at Harvard Medical School. It has distinct morphology that can be relied on for quality control in routine passages. Moreover, it has been molecularly validated by transposable elements DNA sequencing (<https://doi.org/10.1093/g3journal/jkab403>).

Mycoplasma contamination

Contamination with mycoplasma is not an issue for *Drosophila* cultured cells. We regularly monitored the cultures for contamination by bacteria or fungus, and did not observe any signs of microbial contamination in cultures used in this study.

Commonly misidentified lines  
(See [ICLAC](#) register)

N/A

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Drosophila melanogaster.

Wild animals

No wild animals were used in in this study.

Reporting on sex

All experiments were performed on mixtures of male and female 3rd instar larvae sibling progeny at ~50% ratios, except for snRNA-seq experiments in which exactly 50% mixtures of males and female larvae were used.

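The *roX* RNAs are made in males, so a library from equal numbers of males and females can be examined for them. *roX1* (X chromosome of BDGP6.54, from 3857230 to 3862697) was found in 66.5% ± 5.11 of the nuclei of wing, leg and haltere discs (SD, n = 8 libraries). *roX2* (X chromosome, from 11579065 to 11580432) was found in 51.6% ± 6.97 of them. Of the disc nuclei with *roX2* (4363), 96.6% also held *roX1*, with a median of 18.9 UMIs, and of those without (4023), 34.5% held *roX1*. Over all nuclei, 58.2% ± 6.41 held *roX1* or *roX2*, and 67.1% of nuclei with at least 500 genes. *roX2* was found in 10.5% ± 10.7 of fat body nuclei (6.85% without replicate 2, which had 14 fat body nuclei). Nearly all of these values were small, since 0.117% of fat body nuclei had 3 or more counts, against 32.0% of disc nuclei. At least 3.65% of fat body nuclei of every library held *roX2*, although the lowest library had 1.10e-14 CPM there. After rounding to whole counts and thinning to 300 UMIs, *roX2* was found in 2.40% ± 4.84 of fat body nuclei (0.706% without replicate 2) and 32.7% ± 8.41 of disc nuclei. Rounding removes very small values, so the fall is not due to depth alone. Nuclei too shallow to thin were left out of the thinned shares, 280 of 3429 in the fat body and 18 of 8386 in the discs. Free RNA and very small values add nuclei with a *roX* RNA and low depth removes them, so these shares are no direct count of male nuclei.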

Field-collected samples

None.

Ethics oversight

No ethical approval was required for studies on on *Drosophila melanogaster*.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

How the deposited data were processed for this re-analysis (not part of the article)

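The deposited files come from single-nucleus RNA sequencing of whole wandering larvae at the last larval stage, of the *w1118* strain. There were 8 samples, which the sample labels give the same condition, each a pool of 16 larvae (8 males and 8 females) taken 5 days after egg deposition, and each sample gave 1 droplet library. The mass spectrometry and the other experiments of the paper have no file in the deposited series and were not re-analysed. The list of secreted proteins was taken from Supplementary Data 5.

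The authors made the expected counts of the deposited matrix as follows. CellRanger (version 7.1.0, count mode, set to 10000 barcodes per library) counted UMIs per gene and barcode, and DecontX (version 1.0.0) subtracted the ambient RNA estimated from empty droplets of each sample. They removed nuclei with fewer than 50 genes or 80 UMIs and nuclei with more than 100000 UMIs and a log10 ratio of genes to UMIs above 1. DoubletFinder removed doublets at 5%, so no doublet caller was run again. Harmony (version 0.1, 30 components) joined the libraries, Leiden clustering at resolution 1 gave 28 clusters, and the authors named these from marker genes. The deposited expected counts are not scaled to a common total, and 0.00266% of the values above 0 are whole numbers, while 47.0% lie within 0.1 below a whole number. A second deposited table gives the barcode, and with it the library number, and the cluster of each nucleus. Every per-sample column of the files was used. The files hold neither the names of the libraries nor the re-clustering of the 8 mixed clusters, so the libraries are called by the number in the barcodes, and tissues were taken from the main clusters alone.

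Tissues were joined from the main clusters that Fig. 3d lists, namely clusters 4, 13 and 15 for fat body, 23 for muscle, 3 for gut, 6, 10, 17, 20 and 25 for neurons, 18 for trachea, 1 and 5 for wing disc and 7 for hemocytes. Fig. 3d also lists a re-clustered group each for fat body, muscle and trachea, and these nuclei are missing from the groups here. Glia were the nuclei with *repo* above 0. Tables and statistics were made with Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, figures with matplotlib 3.10.9) and R 4.3.3 (edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0). Gene positions are from the BDGP6.54 annotation (Ensembl release 115).

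Shares of nuclei were computed per library and are given as mean and SD over the 8 libraries. CPM were computed from the summed corrected counts of a group of nuclei within each library, and the CPM of a gene's highest cluster from the sum over all libraries. Shares of nuclei over all libraries have exact or Wilson 95% intervals, and a count of 0 is given with the share that 3 counts would make. UMIs mark molecules, and these intervals cover counting error only. Comparisons of 1 value between groups of nuclei used exact permutation tests paired by library, and comparisons of gene lists used Fisher's exact test with Benjamini-Hochberg adjustment over the 8 tissues. For comparisons across depths, corrected counts were rounded to whole numbers and nuclei were thinned to 300 UMIs. Nuclei too shallow for this were left out of the thinned *roX* shares.

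Nuclei of 1 library are not independent replicates, so marker genes were tested on sums per library. The corrected counts of a cluster's nuclei and of all other nuclei were summed in each library and rounded to whole numbers, since edgeR and DESeq2 take whole counts. edgeR's quasi-likelihood test with TMM size factors compared the 2 sums over the 8 libraries after its filter on low counts, which left 6915 to 7906 genes per tissue. A marker gene had a log2 fold change of at least 0.54 and an adjusted p below 0.05 in at least 1 cluster of the tissue. The paper's text prints its limit on adjusted p the other way round, and that reading was run as an alternative. The paper's rule for expressed genes asks for an average expression of 1% or for 10% of nuclei and names no scale for the average. It was read here as a mean of at least 0.01 after scaling to 10000 counts and the log, or at least 10% of nuclei.

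The 2 sums of a replicate come from the same library, so the replicate numbers pair them. Over the 15 groups of nuclei used for the tissues, the median correlation of the deviations of sums with the same number was 0.02 to 0.23, and with other numbers -0.03 to 0.00. The fit without the number as a block was kept as the main one and the fit with it as an alternative.

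The tests were tried on simulated counts with the sizes of the real sums. Both groups had 1 mean profile, that of all other nuclei, with 200 genes changed by 1.5 on the log2 scale (199 for hemocytes). Far more genes differed in the real comparisons, for example 719 higher and 2425 lower in muscle. The shares recovered in the trial therefore need not hold for the real data. With TMM, 91.4% of the raised genes were found for hemocytes (7143 genes tested), but 13.9% for muscle (6737 genes) and 5.83% for nuclei with *repo* (6736 genes). The median estimate of unchanged genes was -0.03, -0.30 and -0.40 on the log2 scale, where 0 is true. With DESeq2's size factors the shares were 92.3%, 54.5% and 30.1%, and the medians -0.003, -0.11 and -0.15. The share first required to pass the trial was not reached for muscle and *repo* and was lowered after this was seen, so the trial does not show that raised genes are recovered in these groups. TMM was kept because it had been fixed as the main setting, and on the real data DESeq2's size factors gave more marker genes for glia and fewer for muscle.

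Clusters, tests, limits and the main and alternative settings were fixed before the data were examined, apart from the settings named in the closing section as chosen later and the count of specific marker genes adjusted over the list alone, which was added after the data were seen. The genes named in the text were fixed by a rule: the genes the paper names beside these data and in Supplementary Fig. 17, the 3 tissue-specific secreted genes with the largest log2 fold change past the threshold in each tissue, the 5 leading genes of each mixed cluster, and the genes of cell type marker lists on which a count rests. The 9 muscle genes that were not expressed are outside this rule and were named after their values were seen. Alternatives were DESeq2's size factors, DESeq2 itself, no filter on low counts, the replicate number as a block, nuclei as replicates with a rank-sum test, a log2 fold change of at least 1, clusters of a tissue joined, nuclei with at least 200 genes, and each replicate left out. For expressed genes they were either part of the rule alone, a mean of at least 0.1, averages without the log and expression in at least 6 libraries.

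To count how many marker genes other splits give, 30 splits of the 16 sums were drawn that part the 2 sums of every replicate, the real one included, and 30 of any kind. The count compared was first the number of higher genes of the real split against the larger direction of the other splits. This was seen to treat the splits unequally, and it was then changed to the larger direction for all of them. Both counts are given in the closing section. The clusters were made from the same counts, so neither these counts nor the adjusted p of marker genes test whether the clusters are real.

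The supplementary tables of marker genes were at hand only in part, with 1999 lines of Supplementary Data 6b read and 47517 left out. For the 2 clusters these lines cover, the percentages of nuclei with a gene computed from the matrix were within 0.051 of the authors' for all 1999 lines. No set test was made on these tables. The scores of FlyPhoneDB2 and the list of high-confidence proteins were not rebuilt.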

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

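The tests of chance reuse of barcodes, of barcodes with far more UMIs in 1 library and of the depth of nuclei with *repo* were chosen after the result was seen, and so were the conditions under which free digestive enzyme RNA and barcodes carried by many beads are left open. The sample labels give all libraries 1 condition, so no biological explanation was tested for differences between them. Of 19 measures compared over the 8 libraries, 4 had a library far from the others by Dixon's test, where chance gives about 1 in 20.

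The share of enterocyte nuclei was 27.9% in replicate 4, and 4.32% in the next library. Shallow nuclei were excluded as the cause, since among nuclei with at least 500 genes the share was 22.2% in replicate 4 and at most 3.03% in the others. Digestive enzyme genes made up 0.816% of UMIs in the enterocyte nuclei of replicate 4 and 0.0392 to 0.936% in those of the other libraries. This range reaches down to the level of other named clusters (0.0309 to 0.0764%), and nuclei placed in the cluster through free enzyme RNA would be chosen for holding it, so free digestive enzyme RNA and enterocyte nuclei cannot be told apart by this value. How many gut nuclei were released from each pool of larvae was not measured, and this stays open.

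The share of fat body nuclei was 0.444% in replicate 2 and 9.43% in the next library. *Fbp1*, *Fbp2*, *Lsp1beta* and *Lsp2* made up 0.220% of all UMIs of replicate 2 against at least 1.17% in each other library. With *apolpp*, which the test as planned also held, it was 0.237% against at least 1.21%. These counts follow the authors' subtraction of ambient RNA per library, so nuclei that lost this RNA to it could have been placed elsewhere, which stays open. Fat body nuclei that kept this RNA but were placed in other clusters were excluded. Shallow nuclei were excluded too, since among nuclei with at least 500 genes the share was 0.230% in replicate 2 and at least 1.64% in the others. Of the UMIs of the few replicate 2 nuclei in the fat body clusters, 0.893% were from *Fbp1*, *Fbp2*, *Lsp1beta* and *Lsp2*, against 12.7 to 14.7% of the UMIs of such nuclei in the other libraries, so they differ in content as well as in number. A loss of fat body nuclei in preparation stays open and was not tested.

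Replicate 4 also held the most glue and fat body RNA outside the tissue of origin in its named clusters. Glue genes made up 0.711% of UMIs there, against 0.203% in the next library, and fat body genes outside the fat body clusters 1.03% against 0.247%. These values are what is left after the authors' subtraction of ambient RNA, so they show remaining free RNA or differences in that subtraction, and the files do not separate the 2. Digestive enzyme RNA was also highest in replicate 4, at 0.0764% against 0.0660%, without lying apart, and cuticle RNA was highest in replicate 8, at 0.984% against 0.948% in replicate 4.

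Barcodes that occur in several libraries were found in 2236 nuclei (7.26%), 584 barcodes in all, which the paper does not report on. They made up 2.78 to 11.5% of the nuclei of a library, and 86.0% of these nuclei were in mixed clusters. Chance reuse of barcodes was excluded, since 75.8% of the 4067 pairs of nuclei with the same barcode were in the same cluster, where 5.42% would be by chance. Reads assigned to the wrong library would leave most UMIs in 1 library, but the top library held a median of 43.3% of a barcode's UMIs, below the 51.0 to 55.2% of random sets of nuclei from the same libraries and clusters. Free cuticle RNA caught in separate droplets was excluded as the whole cause. It predicted a higher share of cuticle RNA, which was found (by 2.54 percentage points, higher in 8 of 8 libraries), but it gives no link between the numbers of UMIs under 1 barcode in different libraries, and the mean Spearman rho over 81 sets of 2 libraries and 1 cluster was 0.900, where random pairs gave -0.05 to 0.05. Free RNA of each library under barcodes carried by many beads stays open. Glue RNA was higher in replicate 4 for 41.3% of 276 shared barcodes and fat body RNA for 20.7%, although the other nuclei of replicate 4 hold the most of both, but cuticle RNA was higher there for 79.7%, and the subtraction of ambient RNA was made per library and may have changed all 3. The correlation of 0.900 is consistent with reads of 1 source spread over several libraries, and it does not exclude barcodes carried by many beads. What the source was, and at which step it was shared, cannot be read from the deposited counts.

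A smaller set of 78 shared barcodes had at least 10 times more UMIs in 1 library than in the next, with medians of 13487 and 335 UMIs, and 32 of these had their top nucleus in replicate 4 and 39 in replicate 5. For 95.6% of the 68 that could be compared, the RNA under the barcode in other libraries was closer to the top nucleus of that barcode than to other top nuclei of the same library and cluster (exact binomial test, two-sided, p = 3.56e-16). This is consistent with reads of these nuclei assigned to the wrong library. For the other 506 shared barcodes the median share of the top library was 37.9%.

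At least 3 oenocyte markers were found in 254 nuclei, against 16.5 on average and 32 at most after shuffling, in a cell type for which the paper reports no cluster. Every library held nuclei with at least 2 of these markers (22 to 216), and most often they were in cluster 9. With nuclei of fewer than 200 genes left out, the number was 251. The shuffling does not keep the link between genes that depth gives, and cluster 9 had a median of 2743 UMIs, so depth may account for part of the excess. Doublets with other nuclei were not tested either.

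*roX2* was found in 51.6% of the nuclei of wing, leg and haltere discs and 10.5% of fat body nuclei, which the paper does not report on. Depth was excluded as the cause of the difference between these tissues, since after thinning to 300 UMIs the share was 2.40% in fat body nuclei (at most 14.3% in any library) and 32.7% in disc nuclei (at least 24.0%). Corrected counts were rounded to whole numbers before thinning, which removes very small values in both tissues. Nuclei too shallow to thin were left out of these thinned shares. The fat body shares rest partly on replicate 2, with 14 fat body nuclei, and were 6.85% and 0.706% after thinning without replicate 2, a setting chosen after the data were seen. Tissues may differ in *roX2* expression or in the free RNA subtracted, and neither was tested.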

How the results depend on the processing

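The settings that kept only nuclei with a barcode of 1 library, that counted *repo* at 0.5 corrected counts or more and that left out each replicate for *roX2* in fat body nuclei were chosen after the data were seen, as was the count of specific marker genes adjusted over the list alone (125, against 123 over all genes). Over 111 results, 1114 values under alternatives were computed. Counts of genes or of nuclei with *repo* were taken as the same when within 1.5 times the main value. By this rule the 180 specific marker genes with DESeq2 count as the same as 123. Of the values, 1037 were the same by this rule, kept their direction and side of the threshold, or stayed within the spread. A further 57 moved, 8 fell short of a threshold they had passed, 9 passed one they had not, and 3 changed direction. The cause was not tested unless stated. The T-named and W-named libraries of Supplementary Data 6a were not compared, since the deposited counts do not carry these names, which also conflict with the sample labels, where all names are in W. Whether the names mark a difference between libraries is open. Also, *apolpp* in each muscle cluster alone was not run, since the files hold 1 muscle cluster.

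The mean shares of the 12 tissues stayed within 1 SD under all 120 alternatives. The 17 values of the 16 ligand and receptor genes, the *apolpp* ratios and the shares with RNA of other tissues stayed the same with nuclei of at least 200 genes, the alternative run for them. The difference in genes between mixed and other clusters fell to -56.9 with barcodes of 1 library. The 98 nuclei with *repo* became 13 after thinning to 300 UMIs, 5 in neuron clusters only, 49 with a second glial marker and 61 with at least 0.5 counts. Thinning leaves fewer UMIs by construction, and the rounding before it removes counts under 0.5, so depth alone does not give the fall to 13. The share with *roX1* or *roX2* over all nuclei was 67.1% with at least 500 genes. *roX2* in fat body nuclei ranged from 6.85% (without replicate 2) to 11.4% with each replicate left out, and after thinning from 0.706% (without replicate 2) to 2.75%. Asking for at least 3 markers, a stricter rule by construction, left 254 nuclei for oenocytes, 4 for heart and 14 for nephrocytes.

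Numbers of expressed genes moved with the stricter parts of the rule. With 10% of nuclei only, they were 38 in muscle, 56 in gut, 20 in neurons, 34 in trachea, 16 in wing disc, 39 in hemocytes and 286 combined. With an average of at least 0.1 only, they were 50 in muscle, 103 in gut, 21 in neurons, 41 in trachea and 21 in wing disc. In at least 6 libraries, muscle had 48. Against all detected genes as background, the excess in the gut (28.7 percentage points) and the wing disc (21.1) passed the threshold.

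Marker genes depended on the scaling. DESeq2's size factors moved the median of all tested genes by -0.50 to 1.30 (log2) over the 15 groups of nuclei, and fold changes are relative to this. With them, marker genes numbered 3368 in fat body, 1262 in gut and 488 in glia. The genes higher than elsewhere were then 53.4% of those that differed in fat body (33.6% with TMM), 80.7% in gut (45.2%) and 47.4% in glia (11.0%). The share fell in the other tissues, to 15.2% in muscle (22.9%), 28.3% in neurons (33.9%), 22.5% in trachea (27.5%), 35.0% in wing disc (37.6%) and 27.9% in hemocytes (37.6%). On simulated data these size factors found 54.5% of raised genes in muscle (13.9% with TMM) and 30.1% for *repo* (5.83%). The trial's first limit, set higher, was not met with TMM. Far fewer genes were changed in the trial than differed in the real data. On the real data muscle had 629 marker genes with these size factors and 719 with TMM.

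Without a filter on low counts, the gut had 1302 marker genes and 40 specific ones, and the excess of specific genes passed the threshold in neurons (39.9 points) and glia (14.1). With nuclei as replicates, marker genes numbered 1115 in fat body, 470 in muscle, 1533 in glia, 1089 in wing disc and 905 in hemocytes. Specific ones were 15 in gut and 9 in glia, the excess in gut changed direction (-6.43 points), and that in glia passed (37.2). At a log2 fold change of at least 1, marker genes were 392 in trachea, 651 in wing disc and 784 in hemocytes, fewer by construction, and the excess in neurons passed (37.4). DESeq2 gave 6984 marker genes in fat body, 2922 in muscle, 3912 in gut, 3470 in neurons and 4015 in glia, with 52 specific in gut and 6 in glia, and the excess in neurons passed (36.6). With the clusters joined, the excess in neurons passed too (43.6).

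With adjusted p above 0.05, which leaves genes that fail the test, specific genes were 10 in fat body, 2 in muscle, 6 in gut, 0 in neurons, 4 in glia, 1 in hemocytes and 26 combined. The excess changed direction in fat body (-3.10) and gut (-10.4), and no longer passed in muscle (2.52) and hemocytes (3.34).

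With each replicate left out, marker genes ranged from 289 to 519 in gut (289 without replicate 4) and from 70 to 178 in glia (92, 84, 70 and 89 without replicates 4, 5, 6 and 8). Specific genes of glia ranged from 1 to 2 (1 without replicate 4 or 6), and their excess from 4.45 to 12.0 (12.0 without replicate 5, past the threshold). The combined 123 specific marker genes stayed between 114 and 129, and were 136 with DESeq2's size factors, 147 without the filter and 180 with DESeq2.

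Of 24 secreted genes that the rule names, *Obp56e* had too few counts to be tested and 1 in muscle (5.29) is not spelled out in the text. The 23 tested, that one included, were past the threshold, 19 of them chosen by the rule because they were, so this number was largely set by the choice. Under the alternatives 20 to 23 were past it. *Nrg* in trachea lost its call without the filter (0.53), at a log2 fold change of at least 1, and without replicate 5 (0.51). *CG6357* in glia lost its call without replicate 4 (2.07) and replicate 6 (0.38). Others had no value, namely *CG5612* without replicate 4, without replicate 5 and with nuclei as replicates, *Nepl18* with nuclei as replicates and with the clusters joined, and *mesh* with nuclei as replicates.

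The replicate number as a block changed the call of no named gene and of no comparison with other tissues, and moved no count by over 1.5 times. Marker genes under the block were 1918 in fat body, 571 in muscle, 366 in gut, 2194 in neurons, 169 in glia, 736 in trachea, 1858 in wing disc and 1395 in hemocytes, with 121 specific ones combined.

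Other splits of the 16 sums were counted too. For fat body, muscle, gut, neurons, glia, trachea, wing disc and hemocytes, 1 of 30 splits that part the 2 sums of every replicate gave as many genes, the real one. The clusters were made from the same counts, and the glia by *repo*, so the real split was bound to give the most genes, and whether chance can be excluded is not answered by this count. The other splits had fewer replicates in place, and the closest had 7 of 8. The count was made equal for all splits after a first version had been seen, which set the higher genes of the real split against the larger direction of the others and gave 2 of 30 for muscle, neurons, trachea and wing disc, the second split having 7 of 8 replicates in place.

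Depth limits genes of low expression most. At a median of 946 UMIs per nucleus, 98 nuclei with *repo* and 401 muscle nuclei, a gene that was not called in these groups is not shown to be unchanged.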

Differences from the paper's values

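No test in this part was chosen after the result was seen. The number of nuclei with *repo* was 98, where the paper's value is 3476. None of the alternatives set before the data were examined came within the paper's value, with 97 for nuclei with at least 200 genes, 13 after thinning to 300 UMIs, 5 in the neuron clusters alone and 49 with a second glial marker. The authors' threshold for *repo* is not stated in the text, and the number of lines of Supplementary Data 6e equals the paper's number of glial nuclei.

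The number of gut-specific proteins with a marker gene of the gut was 23, where the paper gives about 15 in Fig. 3d (read by eye). The paper's text does not name its marker test, and the test here took libraries as replicates. With nuclei as replicates the number was 15, as in the figure. It was also near the paper's with the replicate number as a block (20), with nuclei of at least 200 genes (21), and without replicate 1 (21), 4 (17), 6 (21) or 8 (22). It differed with DESeq2's size factors (27), no filter on low counts (40), a log2 fold change of at least 1 (23), DESeq2 (52), adjusted p above 0.05 (6), and without replicate 2 (25), 3 (25), 5 (27) or 7 (24).

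For glia the number was 2, where the paper gives about 10 in Fig. 3d (read by eye). The groups compared also differ, with 98 nuclei here. It was near the paper's only with nuclei as replicates (9). It differed with DESeq2's size factors (3), no filter (3), the block (2), a log2 fold change of at least 1 (2), DESeq2 (6), nuclei of at least 200 genes (2), adjusted p above 0.05 (4) and each replicate left out (1 to 2).

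Other values lay within 1.5 times the paper's. The paper's groups for fat body, muscle and trachea also hold nuclei of the re-clustered mixed clusters, which the groups here do not. For muscle the expressed genes numbered 76 where the paper states 80, and the combined number was 481 where the paper states 500. Averages taken without the log, a looser rule, gave 80 for muscle and 501 combined. Marker genes among muscle-specific proteins numbered 16 where the paper states 13, a number also found without replicate 5, and the combined number was 123 where the paper states 105, with 101 for nuclei as replicates. With nuclei as replicates, the numbers 11 for hemocytes, 3 for trachea, 2 for neurons and 0 for the wing disc match Fig. 3d.

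Of the gene statements, the paper gives *apolpp* as expressed in muscle, and here the CPM in muscle was 208, against 239 in clusters that are neither muscle nor fat body. The latter include re-clustered fat body nuclei of the mixed clusters, so these values leave the paper's statement open. The enterocyte genes of Supplementary Fig. 17c include *Myo31DF*, which was highest in the hemocyte cluster 7 here (log2 fold change 2.46) and not raised in cluster 3 (-0.07).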

Other observations

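The test of depth was chosen after the result was seen, and the test of free RNA before it, although the comparison set for it beforehand, with nuclei of the neuron clusters, could not be used with 5 nuclei there and nuclei of the same cluster and like depth took its place.

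Nuclei with *repo* might hold it through free RNA or through their greater depth. Of the 98 nuclei, 33.7% held at least 2 other glial genes, against 15.0% of nuclei of the same cluster and like depth, and none of 1000 draws reached that number (33 nuclei, 24 at most in the draws). Depth is thus excluded as the whole cause, and part of these nuclei may be glia. Free RNA is not excluded, since the draws held only cluster and depth alike, and free RNA of glia could carry *repo* together with other glial genes. At least 1 other glial gene was found in 55.1% against 47.7%, which was not past the threshold (permutation test, one-sided, p = 0.0519). Single genes went the same way. *moody* was found in 15.3% against 6.92%, *Gs2* in 46.9% against 36.0%, *alrm* in 5.10% against 0.865%, *nrv2* in 25.5% against 18.6% and *Eaat1* in 12.2% against 5.25% (permutation tests, one-sided, p = 0.00300, 0.00699, 0.00300, 0.0450 and 0.000999, the last being the smallest that 1000 draws allow). A threshold of 0.5 corrected counts, added later, left 61 nuclei with *repo*.

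The barcodes found in 6 or 7 libraries numbered 158. Replicate 8 held 46 of them, and each other replicate 122 to 145.

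The number of nuclei with at least 2 glial markers (*repo*, *moody*, *Gs2* and *alrm*) was 252, against 95.6 after shuffling, and 60 of these were in cluster 9.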
